# Mechanism and cellular actions of the potent AMPK inhibitor BAY-3827

**DOI:** 10.1126/sciadv.adx2434

**Published:** 2025-08-22

**Authors:** Conchita Fraguas Bringas, Mohd Syed Ahangar, Joyceline Cuenco, Hongling Liu, Alex B. Addinsall, Maria Lindahl, Ashley J. Ovens, Mark A. Febbraio, Marc Foretz, Olga Göransson, John W. Scott, Elton Zeqiraj, Kei Sakamoto

## Abstract

Inhibition of adenosine 5′-monophosphate (AMP)–activated protein kinase (AMPK) is under increasing investigation for its therapeutic potential in many diseases. Existing AMPK inhibitors are however limited, with poor selectivity and substantial off-target effects. Here, we provide mechanistic insights and describe the cellular selectivity of the recently identified AMPK inhibitor BAY-3827. A 2.5-Å cocrystal structure of the AMPK kinase domain with BAY-3827 revealed distinct features including a disulfide bridge between the αD helix Cys^106^ and the activation loop residue Cys^174^. This bridge appears to stabilize the activation loop such that Asn^162^ repositions the Asp-Phe-Gly (DFG) motif Phe^158^ toward the C-terminal lobe, displacing His^137^ and disrupting the regulatory spine, promoting an inactive kinase state. In hepatocytes, BAY-3827 blocked AMPK activator (MK-8722)–mediated phosphorylation of ACC1 and corresponding inhibition of lipogenesis. Transcriptome analysis revealed that BAY-3827 down-regulated ~30% of MK-8722–stimulated AMPK-dependent genes. We establish the molecular and cellular basis of BAY-3827’s selectivity and utility for delineating AMPK functions while highlighting its limitations.

## INTRODUCTION

Adenosine 5′-monophosphate (AMP)–activated protein kinase (AMPK) governs cellular energy metabolism and coordinates a myriad of cellular functions to maintain organismal homeostasis (*1*–*3*). AMPK is ubiquitously expressed in eukaryotic cells as heterotrimeric complexes comprising a catalytic α and regulatory β and γ subunits. In mammals, the three subunits are encoded by multiple genes, giving rise to seven subunit isoforms (α1, α2; β1, β2; and γ1, γ2, and γ3) that can generate up to 12 distinct heterotrimeric complexes (*4*, *5*). AMPK is activated through phosphorylation of Thr^172^ within the activation loop of the α subunit kinase domain (KD). The upstream kinases phosphorylating Thr^172^ are liver kinase B1 (LKB1) and Ca^2+^-calmodulin–dependent protein kinase kinase-2 (CaMKK2) (*1*, *2*). Thr^172^ is located in the activation loop of the catalytic α subunit, and the negative charge added upon residue phosphorylation leads to a conformational change that prepares AMPK for substrate phosphorylation, acquiring an active kinase state. The Thr^172^-containing activation loop is stabilized via charge interactions with positively charged αC helix Lys^60^ and Arg^138^ and with Asn^162^, swinging outward to direct the γ-phosphate of adenosine 5′-triphosphate (ATP) toward the peptide substrate. The conserved Asp-Phe-Gly (DFG) kinase motif will point away from the ATP-binding pocket, interacting with the conserved Lys^45^ residue and with ATP-Mg^2+^ interacting with Asp^157^ (*6*, *7*), allowing for phosphoryl transfer to take place. The γ subunits contain four tandem cystathionine β-synthase (CBS) repeats, creating three functional nucleotide-binding sites that provide AMPK with its energy-sensing capabilities (*5*). The binding of adenosine 5′-diphosphate (ADP) and/or AMP to CBS motifs causes conformational changes that increase net Thr^172^ phosphorylation. In addition, the binding of AMP further increases AMPK activity through allosteric stimulation. Although ADP has been shown to act as a modest allosteric activator of AMPK under certain conditions, AMP is still considered the more physiologically relevant activator in vivo (*8*). AMPK activity is therefore controlled by multiple regulatory mechanisms, often involving a combination of posttranslational modifications and allosteric regulation.

AMPK has long held promise as a therapeutic target for metabolic syndrome, as its physiological and pharmacological activation in multiple metabolic tissues has resulted in the amelioration of insulin resistance and reversal of hyperglycemia in preclinical studies (*9*). For example, active AMPK inhibits fatty acid and cholesterol biosynthesis in the liver through phosphorylation and inactivation of acetyl–coenzyme A (CoA) carboxylase-1 (ACC1) and 3-hydroxy-3-methylglutaryl (HMG)–CoA reductase, respectively (*10*, *11*). The activation of AMPK leads to increased fatty acid oxidation through phosphorylation of ACC2 and also promotion of plasma membrane localization of GLUT4 partly via TBC1D1 phosphorylation in an insulin-independent manner, promoting glucose uptake in skeletal muscle (*3*, *12*–*14*). These beneficial effects of AMPK activation prompted the pharmaceutical development of small-molecule activators of AMPK, resulting in the identification of several potent and specific allosteric activators, including A-769662 (*15*, *16*), 991 (*17*), MK-8722 (*17*, *18*), and PF-739 (*19*). These compounds bind into a pocket termed the allosteric drug and metabolite (ADaM) site (*7*) located between the α and β subunits (*9*, *17*). To date, some ADaM site binding compounds have demonstrated promising efficacy in reversing hyperglycemia in preclinical proof-of-concept studies (*18*, *19*). Although current allosteric pan-AMPK activators have the potential risk of causing cardiac hypertrophy, isoform-selective activators are being developed to mitigate safety issues (*9*). Moreover, these highly potent and selective allosteric activators serve as valuable research tools and have profoundly contributed to delineating AMPK functions.

In cancer, AMPK has a dual role, as a tumor promoter or suppressor, depending on, for instance, subcellular context, trimeric complex formation, and upstream regulators (*20*, *21*). Previously, AMPK was viewed as a tumor suppressor, based on its ability to inhibit anabolic processes and mediate the tumor suppressive effects of LKB1, such as promoting cell growth through the inactivation of mTORC1 (*22*–*24*). Conversely, more recent studies have supported the notion that increased AMPK activity may help to promote tumor growth and survival, alongside conferring drug resistance and resilience under tumor hypoxia and nutrient deprivation (*20*, *25*). In such conditions in established tumors, AMPK inhibitors might be efficacious tools for cancer treatment. Specifically, they may be particularly effective in cases where the *PRKAA1* or *PRKAB2* genes are amplified, causing aberrantly high expression of AMPK. (*21*, *26*).

In contrast to activators, the availability of selective AMPK inhibitors is limited. The first and most commonly used AMPK inhibitor, the pyrazolopyrimidine derivative compound C, was identified in an in vitro high-throughput screen, and although its selectivity was poorly characterized, it was used to probe for AMPK-dependent metabolic actions of the antidiabetes drug metformin in hepatocytes (*27*). Compound C was “rediscovered” in an in vivo compound screen in zebrafish embryos as an inhibitor of the bone morphogenetic protein (BMP) pathway (e.g., BMP type 1 receptors ALK2, 3, and 6) and was renamed “dorsomorphin” as it induced dorsalization in embryos (*28*). Cocrystal structure studies have established that compound C/dorsomorphin binds to the highly conserved ATP-binding pocket in the KD of AMPKα (*29*) and ALK2 (*30*). However, multiple in vitro kinase activity screens studying inhibitor selectivity have verified that compound C is not a selective inhibitor of AMPK nor BMP receptor kinases (*31*–*33*), as, for example, it has been reported to inhibit the activities of 34 of 119 kinases more potently than AMPK at 1 μM (*32*). In line with this, numerous cellular studies to date have shown that compound C affects a diverse range of biological processes via AMPK-independent mechanisms (*34*).

SBI-0206965, a 2-aminopyrimidine derivative, was originally identified through a cell-based screen and described as a selective inhibitor of the autophagy initiator kinase ULK1, with the ability to inhibit ULK signaling and ULK1-mediated survival of cancer cells (*35*). Recent studies have reported that SBI-0206965 inhibits AMPK and ULK1/2 with a similar potency (*36*) and in a cell-free assay, SBI-0206965 inhibited AMPK with a median inhibitory concentration (IC_50_) of 0.16 μM at 20 μM ATP, compared to a value of 1.9 μM with compound C (*33*). Although SBI-0206965 demonstrated much higher potency and selectivity toward AMPK in cell-free assays than compound C, several other kinases including NUAK1, FAK, MLK1/3, and MARK3/4, all of which contain a methionine in their gatekeeper position in the KD, were also potently inhibited (*36*). In cellular studies, SBI-0206965 dose-dependently blocked 991-induced phosphorylation of ACC1 and inhibition of lipogenesis in mouse primary hepatocytes. Notably, SBI-0206965 also inhibited glucose and nucleoside transport systems in adipocytes and myotubes (*36*).

More recently, a potent and selective AMPK inhibitor termed BAY-3827 was identified in a high- throughput compound screen and underwent chemical optimization. In cell-free assays, BAY-3827 inhibited AMPK with IC_50_ values of 1.4 nM at low (10 μM) ATP and 15 nM at high (2 mM) ATP concentrations (with 2 μM AMP under both conditions), although it inhibited 90-kDa ribosomal S6 kinase (RSK) isoforms with a similar potency (*37*). In cellular assays, BAY-3827 inhibited phosphorylation of ACC1 and showed antiproliferative effects in a subset of tumor models, namely androgen-dependent prostate cancer and myeloma cell lines (*37*). However, it is unknown whether this antiproliferative effect of BAY-3827 is mediated through inhibition of AMPK. To date, there is limited information about the molecular mechanisms of AMPK inhibition by BAY-3827. Recent biochemical analysis has characterized BAY-3827 as a mixed-type inhibitor (*38*); however, the structural mechanisms underlying its inhibitory action and the basis for its kinase specificity remain largely undefined. Here, we describe the molecular basis for BAY-3827’s inhibitory effect on AMPK through the cocrystallization of the AMPKα2 KD (α2KD) with BAY-3827. In addition, we provide cellular potency and selectivity data of BAY-3827 with a specific emphasis on AMPK-dependent transcriptional and metabolic processes (fatty acid synthesis) in AMPKα1α2^−/−^ double knockout (DKO) and AMPKα1α2^+/+^ (control) primary mouse hepatocytes.

## RESULTS

### Kinase inhibition selectivity profile of BAY-3827 and its structurally related BAY-974

We determined the selectivity of BAY-3827 alongside its inactive control compound BAY-974, which shares a similar chemical scaffold with BAY-3827, by performing an in vitro kinase activity assay across a panel of 140 human protein kinases (Fig. 1, A and B). Both compounds were tested at 0.1 μM in the assay and consistent with previous data (*37*), AMPK was the most inhibited (>90%) by BAY-3827, followed by PHK and RSK1 (~80 to 85%). Aurora B, MINK1, TBK1, and IRAK1 were also inhibited (~60%) by BAY-3827 (Fig. 1A and table S1). The inhibitory profile of BAY-3827 in the tested panel displayed a preference for the human kinome CAMK group (which includes AMPK and PHK) and the AGC group containing RSK family and MSK1. Furthermore, Aurora kinase family Aurora B and STE group kinases MINK1 and MST3 were also highly inhibited alongside IRAK1, which belongs to the TKL group (*39*). As anticipated, BAY-974 had almost no effect on AMPK; however, it inhibited (~55 to 90%) other kinases mainly from the TK and TKL groups, including SYK, YES1, IRAK1, and ULK1 from the ULK family (Fig. 1B and table S1). These results demonstrate that BAY-3827, but not its structurally related BAY-974, selectively inhibits AMPK. This can be attributed to specific chemical alterations; BAY-974 has a missing fluoride group in the indazole ring compared to BAY-3827, a methyl group in the benzamide ring instead of BAY-3827’s ethyl group and finally a dimethyl dihydropyridine ring compared to a trimethyl H-pyridine ring present in BAY-3827 (Fig. 1C). The inhibitory profiles between BAY-3827 and BAY-974 across the panel of kinases with ≤50% remaining activity revealed a minimal overlap (Fig. 1D), making BAY-974 a suitable control compound to help dissect BAY-3827-specific effects.

**Fig. 1.**
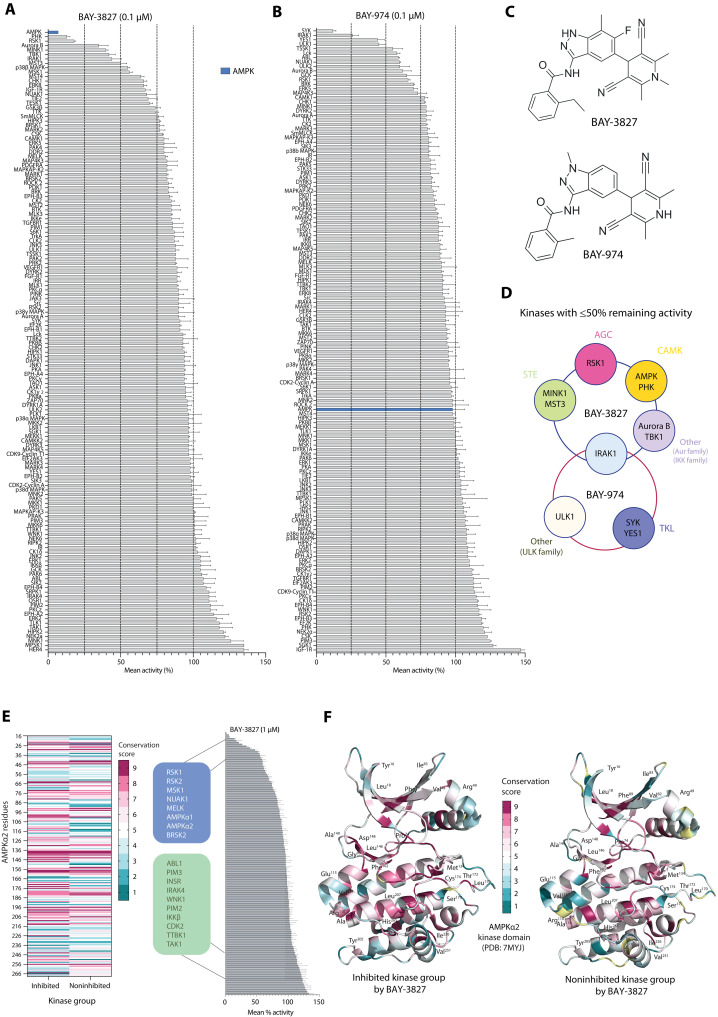
BAY-3827 but not BAY-974 selectively inhibits AMPK. Kinase activity assays were conducted across a panel of 140 human kinases, and compound selectivity of (**A**) BAY-3827 (0.1 μM) and (**B**) BAY-974 (0.1 μM) was assessed, reporting remaining kinase activity (%) from *n* = 2 in means ± SEM. (**C**) Chemical structures of BAY-3827 (N-[5-(3,5-dicyano-1,2,6-trimethyl-4H-pyridin-4-yl)-6-fluoro-7-methyl-1H-indazol-3-yl]-2-ethylbenzamide) and BAY-974 (N-[5-(3,5-dicyano-2,6-dimethyl-1,4-dihydropyridin-4-yl)-1-methylindazol-3-yl]-2-methylbenzamide) drawn in Marvin (24.3.1), 2024, ChemAxon (http://chemaxon.com). (**D**) Schematic showing the inhibitory overlap between BAY-3827 and BAY-974 of kinases with ≤50% remaining activity as well as the corresponding kinase groups they belong to. (**E**) In silico residue conservation analysis based on inhibited (≤50% remaining activity) and noninhibited (≥99% remaining activity) kinases by BAY-3827 at 1 μM across a 140-human kinase panel cross-referenced with available data (*37*). (**F**) Ribbon representation of α2KD [Protein Data Bank (PDB): 7MYJ, chain A] showing computed ConSurf conservation scale (1 to 9) colors (*40*, *41*) between BAY-3827–inhibited kinase group (left) and noninhibited kinase group (right) displaying residues with a three-point or higher scale difference between groups.

Achieving a specific kinase inhibitor often involves targeting residues that are unique to the kinase of interest or poorly conserved across the kinome. On the basis of the selectivity profile of BAY-3827, we attempted to identify the pattern of this compound’s preference by studying residue conservation in the KD of highly inhibited kinases by BAY-3827 compared to those that were not inhibited. To do this comprehensively, we screened a higher concentration of BAY-3827 (1 μM) across the same kinase panel, and these data were cross-referenced with available kinase screen data at the same concentration (Fig. 1E) (*37*). We defined a BAY-3827–inhibited kinase group containing kinases that had 50% or less activity remaining after BAY-3827 treatment, and a noninhibited kinase group representing those with 99% or more remaining activity after BAY-3827 treatment. AMPK, BRSK2, MELK, NUAK1, MSK1, RSK1, and RSK2 composed the BAY-3827–inhibited group (Fig. 1E, shown in blue) and kinases ABL1, PIM3, INSR, IRAK4, WNK1, PIM2, IKKβ, CDK2, TTBK1, and TAK1 were selected as representatives of the noninhibited group (Fig. 1E, shown in green). A sequence alignment of human KDs was conducted in each group, and their conservation was studied using AMPKα1 as a reference sequence, with the inhibited group displaying 30% or higher percentage sequence identity up to 47.8% in BRSK2, whereas the noninhibited group ranged from 29.7 to 24.1% identity to AMPK (table S2). On the basis of residue conservation, a score was computed using the ConSurf server (Fig. 1, E and F, and table S2) (*40*, *41*), revealing notably different residue conservation patterns between the two kinase groups (fig. S1, A and B). We therefore hypothesized that highly conserved residues in the BAY-3827–inhibited, but not in the noninhibited kinase group, would be important for the inhibitory mechanism of BAY-3827. Residues with at least a three-point difference in the conservation scale (1 to 9) between kinase groups were displayed in the structure of AMPKα2. These were localized in four clusters: (i) in the N-terminal lobe such as Tyr^16^ and Arg^49^; (ii) near the ATP-binding pocket, including residues such as Gly^99^, Leu^146^, and Asp^148^; (iii) in the C-terminal lobe helices such as His^265^ and Val^251^; and (iv) in the activation loop, where Thr^172^ had a four-point scale decrease in conservation in the noninhibited group, and residues Cys^174^ and Leu^170^ had a notable six-point decrease in conservation compared to the BAY-3827–inhibited kinase group (Fig. 1E, fig. S1C, and table S2). Collectively, these analyses suggest that there is a conservation basis for the mechanistic inhibitory action of BAY-3827. Residues surrounding the ATP-binding pocket and the activation loop were identified as key contributors to BAY-3827’s inhibitory action, showing high conservation among BAY-3827–sensitive kinases but with low or variable conservation in BAY-3827–insensitive kinases.

### AMPKα2 binds BAY-3827 in a DFG-in inactive kinase conformation

To understand the precise molecular mechanism behind the inhibition of AMPK by BAY-3827, the cocrystal structure of BAY-3827 with wild-type (WT) α2KD was obtained at a resolution of 2.5 Å (Table 1 and Fig. 2A). BAY-3827 binds into the conserved ATP-binding pocket between the N- and C-terminal lobes, as revealed by an unambiguous compound density map (Fig. 2B), binding with a dissociation constant (*K*_d_) value of 1.23 μM as measured by a spectral shift binding assay (fig. S2A). In this structure, the activation loop (highlighted in magenta) instead of swinging out in an active conformation (fig. S2B) (*42*), it hovers over the kinase core below the β1 sheet and interacts with the αD helix in the C-lobe through Cys^174^, constituting an inactive kinase conformation (Fig. 2, C and D). The indazole ring in BAY-3827 hydrogen bonds with hinge region residues, with a single bond formed with Glu^94^ and two with Val^96^ alongside two additional bonds made with N-lobe residues Leu^22^ and Lys^45^ (Fig. 2C and fig. S2C). Leu^22^ bonding to BAY-3827’s benzamide moiety is water-mediated and the conserved Lys^45^ in the β3 sheet interacts with the pyridine ring of BAY-3827 (Fig. 2C). Since BAY-3827 interacts directly with Lys^45^, the typical salt bridge with Glu^64^ in the αC helix is no longer possible, having a Lys-Glu distance of 11.7 Å (Table 2), and an αC helix out conformation (*43*). Residues that accommodate and engage in hydrophobic contacts with BAY-3827 include hinge region residues Tyr^95^ and Ser^97^, as well as N-lobe residues Gly^99^, Val^30^, and Asp^166^. In the C-lobe, residues Glu^100^, Gly^23^, Ile^77^, and Ala^43^ and the gatekeeper Met^93^ also contribute to ligand hydrophobic contacts, as well as Leu^146^, which faces the benzamine moiety of BAY-3827. Moreover, activation loop residues Asn^144^ and Ala^156^, alongside Asn^162^, Met^164^, and Ser^165^ face toward the pyridine ring of BAY-3827 and engage in hydrophobic contacts (fig. S2C), with BAY-3827 occupying a space in the ATP-binding pocket that does not extend further past gatekeeper Met^93^. Focusing on the DFG motif, Asp^157^ presents with an out conformation and the DFG motif Phe^158^ residue has shifted down toward the C-lobe compared to the kinase active state in AMPK (Fig. 2C and fig. S2B) (*42*). In the C-lobe, a key interaction occurs between αD helix Cys^106^ and activation loop residue Cys^174^, which forms a disulfide bridge (Fig. 2D). To confirm the relevance of this interaction to BAY-3827’s mechanism, we performed binding analyses in the presence or absence of dithiothreitol (DTT) alongside the phosphomimetic AMPKα2 (T172D)–α2KD mutant protein to evaluate the impact of this mutation on BAY-3827 binding affinity (fig. S2, D to G). The T172D mutation modestly reduced binding affinity compared to WT AMPKα2-KD (fig. S2F). Notably, treatment with 3 mM DTT markedly diminished BAY-3827 binding in the WT protein but had no substantial effect on the T172D- α2KD mutant (fig. S2, E to G), highlighting the role of disulfide bridge formation as well as Thr^172^ residue in stabilizing BAY-3827 binding. Superimposition of α2KD–BAY-3827 with available compound C and SBI-0206965 structures (*29*, *33*), showed a partial overlap with compound C’s binding site in the ATP-binding pocket. However, the binding space of BAY-3827 and SBI-0206965 on AMPK was shared, whereas compound C extended outside of this pocket (Fig. 2E and fig. S2J).

**Table 1.** Crystallography data collection and refinement statistics. Crystallography data collection for α2KD with BAY-3827. Statistics for the highest-resolution shell are shown in parentheses.

	α2 KD-BAY-3827
Wavelength	0.6199 Å
Resolution range	58.89 to 2.5 (2.56 to 2.50)
Space group	P 21 21 2
Unit cell	59.176 117.778 38.327 90 90 90
Total reflections	65,446 (6013)
Unique reflections	10,021 (890)
Multiplicity	6.5 (6.8)
Completeness (%)	99.9 (100.00)
Mean I/sigma(I)	9.07 (0.81)
Wilson B-factor	39.04
R-merge	0.074 (0.418)
R-meas	0.081 (0.454)
R-pim	0.0332 (0.174)
CC1/2	0.997 (0.944)
CC*	0.999 (0.973)
Reflections used in refinement	9799 (2397)
Reflections used for R-free	497 (119)
R-work	0.1975 (2433)
R-free	0.2350 (0.3053)
Number of nonhydrogen atoms	2256
Macromolecules	2142
Ligands	43
Solvent	71
Protein residues	267
RMS (bonds)	0.002
RMS (angles)	0.52
Ramachandran favored (%)	95.44
Ramachandran allowed (%)	3.04
Ramachandran outliers (%)	1.52
Rotamer outliers (%)	6.06
Clash score	5.52
Average B-factor	53.50
Macromolecules	53.90
Ligands	48.62
Solvent	44.43

**Fig. 2.**
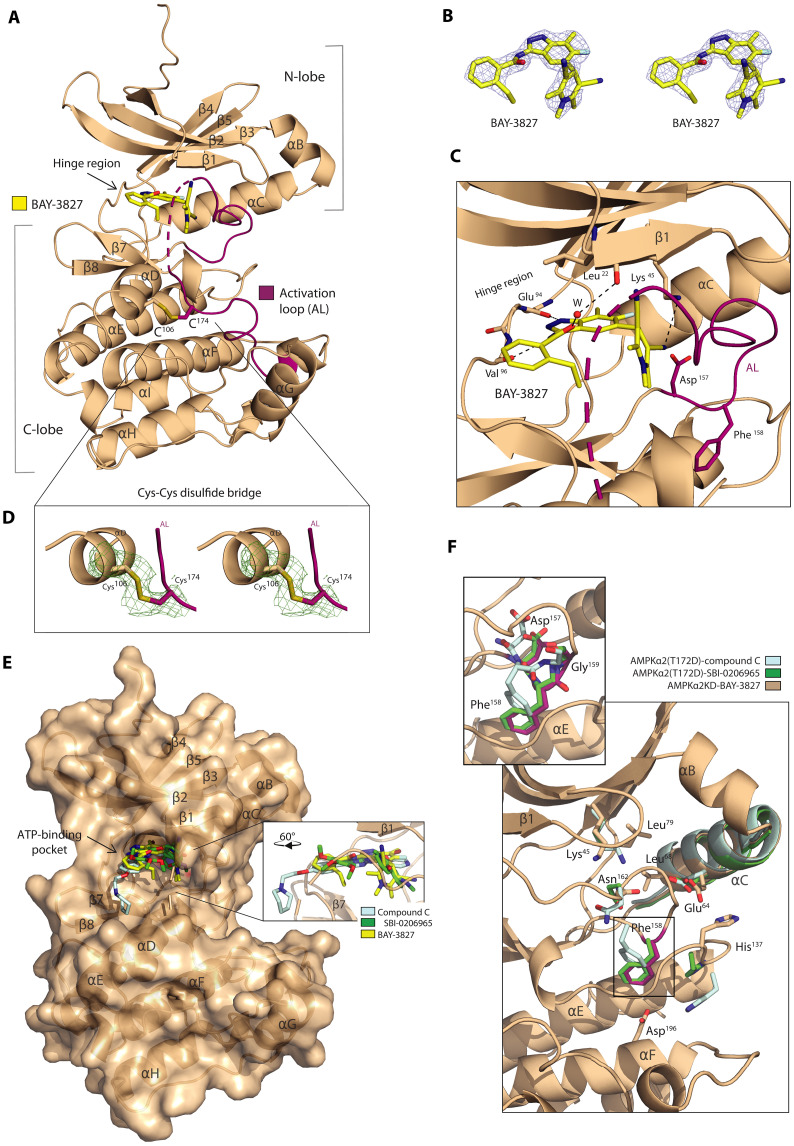
Structure of α2KD bound to BAY-3827. (**A**) Cocrystal structure of α2KD (shown as ribbons) with BAY-3827 (shown as yellow sticks). The activation loop (AL) segment is colored magenta. (**B**) Stereo-image of the 2Fo-Fc omit map of BAY-3827 shown at 1σ. (**C**) Magnified view of the BAY-3827 binding site with interactions indicated as gray dash lines. The side chains of Asp^157^ and Phe^158^ of the DFG motif are shown as sticks with Phe^158^ in an “FG down” conformation. A water molecule (W) is shown as a red sphere. A disulfide bond (Cys^106^-Cys^174^) is shown as sticks. (**D**) Stereo image of the Fo-Fc polder map (Phenix) of the indicated disulfide bond between Cys^106^ from αD and Cys^174^ from activation loop (AL). (**E**) Surface view of α2KD bound to BAY-3827 with superimposed compound C (light cyan, PDB:3AQV) and SBI-0206965 green, PDB:6BX6) inhibitors shown with sticks (*29*, *33*, *80*). (**F**) Zoomed-in view of the DFG motif superimposed with compound C (light cyan, PDB: 3AQV) and SBI-0206965 (green, PDB:6BX6), displaying the backbone (as ribbons) of α2KD bound to BAY-3827 showing key regulatory spine residues.

**Table 2.** Atomic distance measurements to define kinase conformation. Distance measurements performed as previously described (*43*) in PyMOL (*80*).

Structures	D1: Leu^68^.CA-Phe^158^.A CZ	D2: Lys^45^.CA-Phe^158^.CZ	Lys^45^.CB-Glu^64^.CB
α2KD–BAY-3827	12.4 Å	18.4 Å	11.7 Å
AMPKα2 (T172D)–KD-compound C (PDB: 3AQV)	11.4 Å	16.6 Å	11.3 Å
AMPKα2 (T172D)–KD-SBI-0206965 (PDB: 6BX6)	13.1 Å	18.2 Å	11.8 Å

A recent classification of kinase structural states based on DFG motif conformation used the positions of the αC helix and the DFG Phe^158^ ring relative to Lys^45^ (D1 and D2 distances) (*43*). According to these measurements (Table 2), α2KD–BAY-3827 and AMPKα2(T172D) inhibitor structures of compound C and SBI-0206965 clustered together with other reported “DFG-in” structures (*43*). To further classify the DFG conformation of the α2KD–BAY-3827 structure, the Phi/Psi (Φ/Ψ) angles of the x-DFG-x motif residues were also measured (Table 3). However, we could not place the structure in an established cluster, suggesting that this structure belongs to a specific DFG-in conformation with an inactive kinase state that has not yet been defined (*43*). The SBI-0206965–bound structure (*33*) had nearly identical Φ/Ψ angle measurements compared to α2KD–BAY-3827 (Table 3) and a “Phe^158^-down” orientation toward the C-lobe compared to the active AMPK conformation (Fig. 2F and fig. S2B). In AMPKα2(T172D)–compound C (*29*), Phe^158^ also pointed down toward the C-lobe but adopted a different conformation than in BAY-3827/SBI-0206965 structures (Fig. 2F and Table 3).

**Table 3.** DFG motif Phe^158^ Phi, Psi (Φ, ψ) angle measurements. Measurements were conducted in PyMOL (*80*) retrieving available compound C (*29*) and SBI-0206965–bound (*33*) AMPKα2 (T172D) KD structures.

Structures	Ala^156^ (Φ, ψ)	Asp^157^ (Φ, ψ)	Phe^158^ (Φ, ψ)	Gly^159^ (Φ, ψ)	Leu^160^ (Φ, ψ)
α2KD–BAY-3827	−77.8°, 133.2°	−64.3°, 162.0°	−90.6°, 42.6°	−91.5°, 174.0°	−69.5°, −13.6°
AMPKα2 (T172D)–KD compound C (PDB: 3AQV)	−77.6°, 137.5°	−58.4°, 143.4°	−127.8°, 21.4°	−78.7°, −145.7°	−61.1°, −34.9°
AMPKα2 (T172D)–KD-SBI-0206965 (PDB: 6BX6)	−83.3°, 141.7°	−56.9°, 150.6°	−90.9°, 68.7°	−125.6°, 179.3°	−68.2°, −25.5°

In α2KD–BAY-3827, activation-loop residue Asn^162^ occupies a position below Lys^45^ in the N-lobe that is stabilized by hydrogen bonds with DFG residues Asp^157^ and Gly^159^ (Fig. 2F). This differs from its proximity to His^137^ in the C-lobe observed in active AMPK (fig. S2B) (*42*). As a result, Phe^158^ is displaced downward toward the αE helix, and His^137^ is pushed outward, away from its typical stack on Asp^196^, resulting in a broken hydrophobic spine characteristic of an inactive kinase (Fig. 2F and fig. S2K) (*44*). Notably, in BAY-3827–bound α2KD, His^137^ points toward the αC helix in the N-lobe, whereas in SBI-0206965– and compound C-bound structures, it faces the C-lobe (Fig. 2F and fig. S2K), highlighting two different ways of breaking the regulatory spine. Superimposing these three inhibitors also revealed a preserved αC helix conformation (Fig. 2F and fig. S2J). Overall, given their overlapping binding sites and DFG conformations (Fig. 2, E and F), the “FG-down” arrangement may represent a pivotal DFG-in transitional state in AMPK structural dynamics that is exploited by small molecule inhibitors.

### BAY-3827 inhibits different AMPK trimeric complexes with similar potency

Given the diverse assemblies that AMPK complexes can take depending on their subunit isoforms, the inhibitory action of BAY-3827 alongside BAY-974 compound control was studied using cell-free assays with different AMPK heterotrimeric complexes, namely α2β1γ1, α1β1γ1, and α2β2γ1 (Fig. 3, A to E). The α1β1γ1 and α2β2γ1 complexes showed similar IC_50_ values in response to BAY-3827 treatment when tested at high (200 μM) ATP concentrations, with IC_50_ values of 31.2 and 36.5 nM, respectively, in line with previous cell-free assay data with these two complexes (*38*), whereas the α2β1γ1 complex had a moderately higher IC_50_ of 57 nM. At lower ATP (20 μM), BAY-3827–treated α1β1γ1 and α2β2γ1 had values of 1.8 and 2.8 nM, with the α2β1γ1 complex having an IC_50_ value of 4.1 nM (Fig. 3E). Despite this modest difference, BAY-3827 had an inhibitory effect in the same order of magnitude and kinetics across all three tested AMPK complexes (Fig. 3, A to C), whereas BAY-974 showed no effect (Fig. 3, D and E). To examine the effect of different AMPK complexes on BAY-3827’s binding affinity, we also performed binding analyses on nonphosphorylated AMPKα2β2γ1 and AMPKα2β2γ3 complexes, which were obtained at a comparable purity level (fig. S2D). AMPKα2β2γ1 showed a slightly lower *K*_d_ value compared to the AMPKα2β2γ3 complex; however, both had a binding affinity found between an ~10 and 30 μM range (fig. S2, H and I). In addition, we also tested the effects of increasing concentrations of BAY-3827 and BAY-974 on selected kinases; ULK1 [known to be potently inhibited by SBI-0206965 (*36*)] and CaMKK2 (upstream kinase of AMPK), and confirmed no inhibitory effect (fig. S3, A and B).

**Fig. 3.**
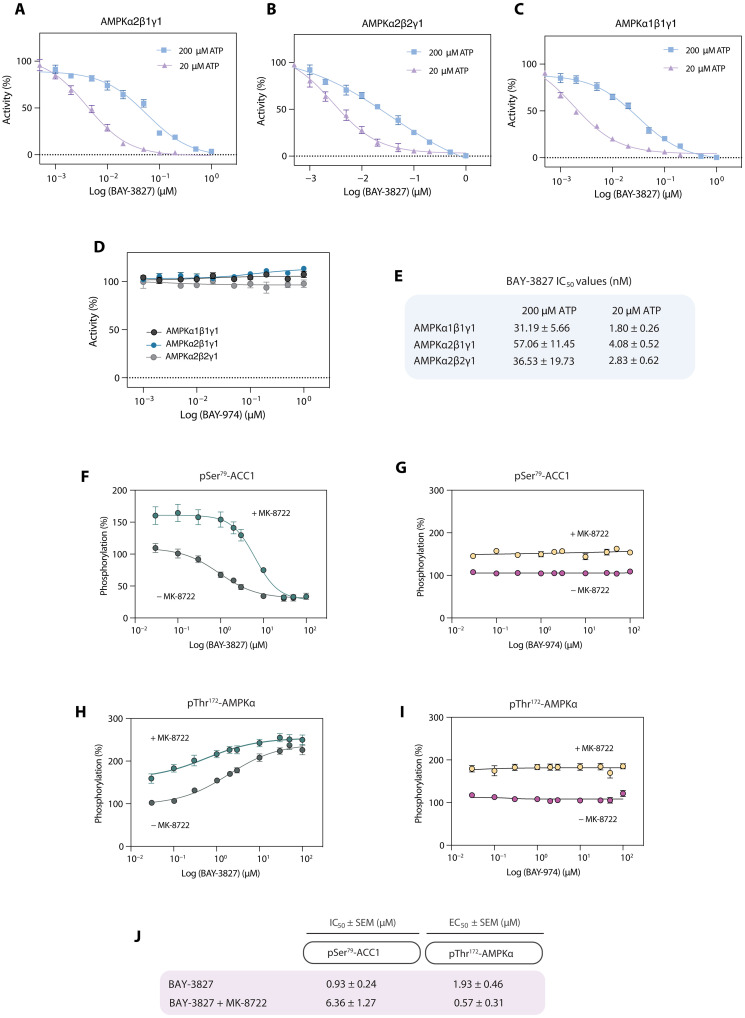
BAY-3827 and BAY-974 kinetics. (**A** to **C**) Inhibition of AMPK complexes in cell-free assays by BAY-3827 in high (200 μM) and low (20 μM) ATP concentrations and by (**D**) BAY-974 at 200 μM ATP. Data are *n* = 3 represented as means ± SEM. (**E**) IC_50_ values (nM) of BAY-3827 inhibition of AMPK complexes in different ATP conditions. (**F** and **G**) HTRF assays in U2OS cells measuring phosphorylation (%) of Ser^79^-ACC1 following BAY-3827 or BAY-974 treatment and phosphorylation (%) of (**H** and **I**) Thr^**172**^-AMPKα in the presence or absence of AMPK activator MK-8722 (10 μM). (**J**) Estimated IC_50_ and EC_50_ values (μM) shown, respectively, from (F) to (I). Data are means ± SEM with *n* = 3 technical replicates from three independent experiments.

### Cellular kinetics of BAY-3827 inhibitory action on AMPK

Before using BAY-3827 and the control compound BAY-974 in cellular functional studies, their dose-dependent effect on AMPK activity was investigated in U2OS cells, an osteosarcoma cell line. Homogeneous time-resolved fluorescence (HTRF) is a high-throughput fluorescence resonance energy transfer–based technique previously benchmarked as a sensitive and quantitative assay for detection of ACC1 Ser^79^ phosphorylation (*36*, *45*) and is an established surrogate marker for cellular AMPK activation. HTRF assays were performed following treatment with BAY-3827 and BAY-974 in the presence and absence of allosteric AMPK activator MK-8722 (*18*). Vehicle compared to MK-8722 control treatment showed an expected significant increase in both pSer^79^-ACC1 and pThr^172^-AMPK (fig. S3, C and D). ACC1 phosphorylation dose-dependently decreased upon BAY-3827 treatment, with an IC_50_ of 0.93 μM, which increased to a value of 6.36 μM in cells which were also treated with MK-8722. No inhibition was observed with BAY-974 even at the highest tested concentration of 100 μM (Fig. 3, F, G, and J). AMPK phosphorylation dose-dependently increased with BAY-3827, but not BAY-974, with a median effective concentration (EC_50_) of 1.93 and 0.57 μM in the presence of MK-8722 (Fig. 3, H to J). This observed increase in pAMPK is consistent with the reported effects of BAY-3827 on AMPK phosphorylation levels, possibly due to its protective effect against Thr^172^ dephosphorylation (*38*).

### BAY-3827 inhibits AMPK and blocks its suppressive effect on lipogenesis in hepatocytes

We next sought to establish whether BAY-3827 inhibited an AMPK-dependent process in a more physiologically relevant cell system. Mouse primary hepatocytes were treated with increasing doses of BAY-3827 with or without MK-8722 (10 μM). Immunoblot analysis revealed a dose-dependent reduction in phosphorylation of ACC1 and Raptor, with full inhibition in the presence of MK-8722 achieved at 5 and 2.5 μM. (Fig. 4, A to D). Increased pThr^172^AMPK levels were only significant under MK-8722–treated conditions at 5 μM (Fig. 4E). BAY-974 (5 μM) showed no effect on levels of pACC1, pRaptor, or pAMPK with or without MK-8722 (Fig. 4, C to E).

**Fig. 4.**
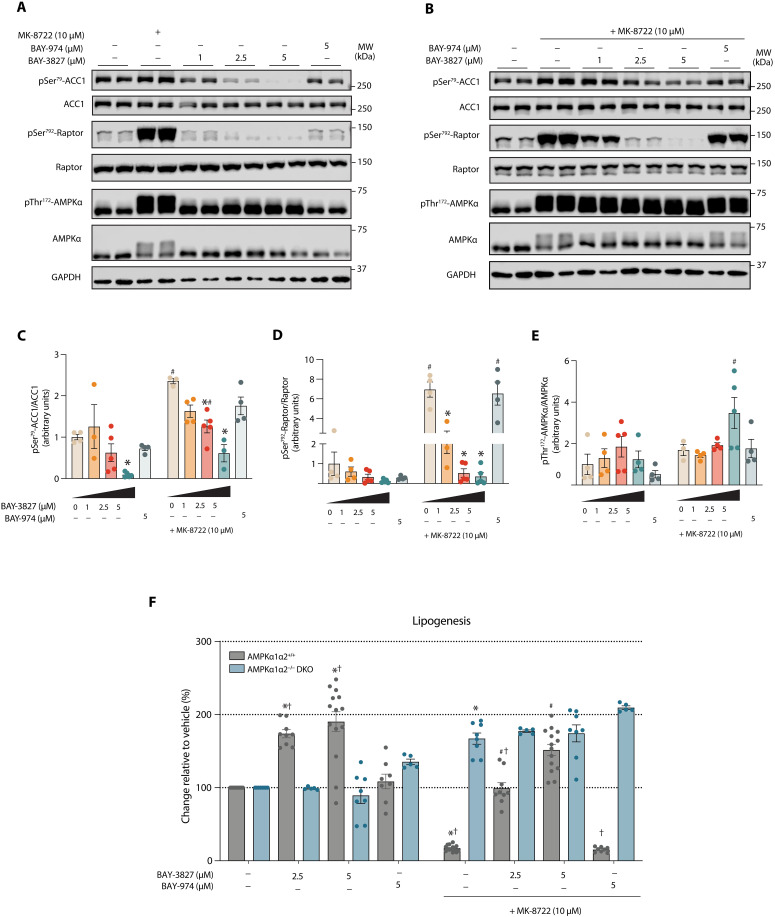
BAY-3827 but not BAY-974 dose-dependently reverses AMPK-inhibited lipogenesis in primary hepatocytes. (**A**) Representative blots of AMPKα1α2^+/+^ (control) hepatocytes treated with BAY-3827 and BAY-974 in basal conditions and (**B**) treated with 10 μM MK-8722 after compound treatment for 15 min, with selected antibodies describing AMPK signaling. (**C** to **E**) Calculated phosphorylation ratios following band intensity quantification of data from (A) and (B) showing means ± SEM from four separate experiments with *n* = 2 to 3 biological replicates subjected to a two-way analysis of variance (ANOVA) test with *P < 0.05 (vehicle versus treatments) and ^#^*P* < 0.05 (basal versus MK-8722). (**F**) Lipogenesis assay of control and AMPKα1α2^−/−^ DKO primary hepatocytes treated with BAY-3827 and inactive BAY-974, where *n* = 3 to 5 biological replicates from five separate experiments. A two-way ANOVA test was conducted, where *P < 0.05 (vehicle versus indicated treatment), #*P* < 0.05 (vehicle + MK-8722 versus in indicated treatment) and †*P* < 0.05 (control versus DKO treatments in basal and + MK-8722 conditions).

One of the best-characterized physiological consequences of AMPK activation in hepatocytes is the suppression of fatty acid synthesis through phosphorylation of Ser^79^ on ACC1 (*46*, *47*). Mouse primary hepatocytes derived from AMPKα1α2^+/+^ control and liver-specific AMPKα1α2^−/−^ DKO mice were treated with BAY-3827 (2.5 and 5 μM) with or without MK-8722 (10 μM), and the [^14^C]-acetate incorporation into fatty acids was assessed. In control hepatocytes, BAY-3827 alone significantly stimulated (~70 to 90%) lipogenesis, while MK-8722 alone robustly suppressed it (>80%) (Fig. 4F). BAY-3827 dose-dependently rescued the MK-8722–mediated inhibition of lipogenesis. In AMPKα1α2^−/−^ DKO cells, basal lipogenesis was significantly higher than vehicle-treated, but similar to BAY-3827–treated control hepatocytes. In AMPKα1α2^−/−^ DKO hepatocytes, BAY-3827 and MK-8722 treatment had no effect on lipogenesis. In addition, BAY-974 treatment (5 μM) had no effect on lipogenesis in both vehicle- and MK-8722–treated conditions (Fig. 4F). We also tested whether compound C was able to rescue MK-8722–mediated inhibition of hepatic lipogenesis and observed that it only negligibly (10%) restored it at 25 μM, confirming its low potency in cells (fig. S3E). These results establish BAY-3827 as a potent and selective compound to probe the AMPK-dependent regulation of lipogenesis in response to pharmacological and genetic modulations in hepatocytes.

We have previously reported that SBI-0206965 not only inhibits AMPK-related kinases (NUAK1 and MARK3/4) equally or more potently than AMPK or ULK1 but also inhibits critical cellular functions such as basal and insulin-stimulated glucose uptake in adipocytes and skeletal muscle (*36*). We treated mouse primary adipocytes and isolated mouse skeletal muscle ex vivo with varying doses of BAY-3827 with or without MK-8722 or insulin (fig. S3, F to K). We observed a dose-dependent reduction in Raptor phosphorylation in response to BAY-3827 irrespective of MK-8722’s presence (fig. S3, F and G). Both basal and insulin-stimulated phosphorylation of Akt and TBC1D4, as well as glucose uptake were not significantly affected in adipocytes (fig. S3, H to J). In ex vivo skeletal muscle, BAY-3827 dose-dependently inhibited MK-8722–stimulated glucose uptake and showed a full inhibition at 5 μM (fig. S3K). BAY-3827 attenuated insulin-stimulated (AMPK-independent) glucose uptake in ex vivo skeletal muscle, indicating a potential off-target effect.

### BAY-3827 diminishes drug-stimulated AMPK-dependent gene expression

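RNA was sequenced from primary hepatocytes of 8 control replicates (AMPKα1α2+/+, called wild type in the sample labels) and 8 replicates lacking both AMPK catalytic subunits in the liver (AMPKα1α2-/- DKO). Cells of each replicate were divided over 4 treatments, namely DMSO, 10 μM MK-8722, 5 μM BAY-3827, and BAY-3827 + MK-8722, giving 64 libraries in 8 groups of 8. BAY-3827 was added 15 min before MK-8722, and RNA was collected after a further 6 h of MK-8722. Each replicate was 1 mouse, except for a control replicate that was a pooled culture of 2 mice, contributed 4 libraries, and is counted as 1 mouse wherever mice are counted. The authors sequenced polyadenylated RNA as 52–base pair paired-end reads, aligned them to GRCm38 with STAR, removed duplicates by unique molecular identifier, and estimated the count of each gene with Salmon. The deposited expected counts cover 55487 genes and are neither normalized nor filtered.
In control hepatocytes, the total count per library was 18428210 to 24638203 (median 20331658) with DMSO, 14890293 to 21443027 (median 17449408) with MK-8722, 10711227 to 23968911 (median 20042289) with BAY-3827, and 16941465 to 24768324 (median 19861920) with BAY-3827 + MK-8722. In DKO hepatocytes, it was 14682166 to 19613771 (median 17352350) with DMSO, 19234219 to 23893445 (median 21517266) with MK-8722, 14613001 to 20403390 (median 18415292) with BAY-3827, and 17345004 to 23492292 (median 20026688) with BAY-3827 + MK-8722. The expected counts were rounded and normalized by edgeR's TMM method, and 14000 genes passed its filter on low counts. Each comparison was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR) in one fit of all 64 libraries, with the 8 groups and the pooled culture as terms. Normalized counts are given relative to library size as CPM. Genes were called at an FDR under 0.05 and a fold change of at least 1.3 in either direction. Because the cells of each mouse received every treatment, comparisons between treatments were also fitted with the mouse as a replicate block. Genotypes were never compared within a mouse, so the mouse could not be a fixed block there. A limma-voom fit with the mouse as random block was among the alternatives.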

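The AMPKα1 gene *Prkaa1* (ENSMUSG00000050697) lies on chromosome 15 of GRCm38 from 5143861 to 5181899. Its normalized count was 30.38 ± 2.54 CPM (SD, n = 8 replicates) in DMSO-treated control cells and 10.77 ± 2.33 (SD, n = 8) in DMSO-treated DKO cells. The lowest value in any control library was 23.17 and the highest in any DKO library was 15.29 CPM, so that every library matched its label in the level of this gene. The log2 fold change between genotypes was −1.48 (standard error 0.10, FDR 1.19e-17 from edgeR's quasi-likelihood test) under DMSO and −1.15 (standard error 0.10, FDR 3.92e-15) under MK-8722. The AMPKα2 gene *Prkaa2* (chromosome 4, 105029874 to 105109890) changed little, from 62.28 ± 5.77 CPM in control to 52.65 ± 2.89 in DKO cells under DMSO (SD, n = 8). Its log2 fold change was −0.22 (standard error 0.05, FDR 0.00797) under DMSO and −0.14 (standard error 0.05, FDR 0.0308) under MK-8722. Over all treatments, its count was 48.1 to 70.77 CPM in control and 45.69 to 59.66 in DKO libraries, so that the loss of AMPKα2 was not checked by these counts.

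**Figure D1:**
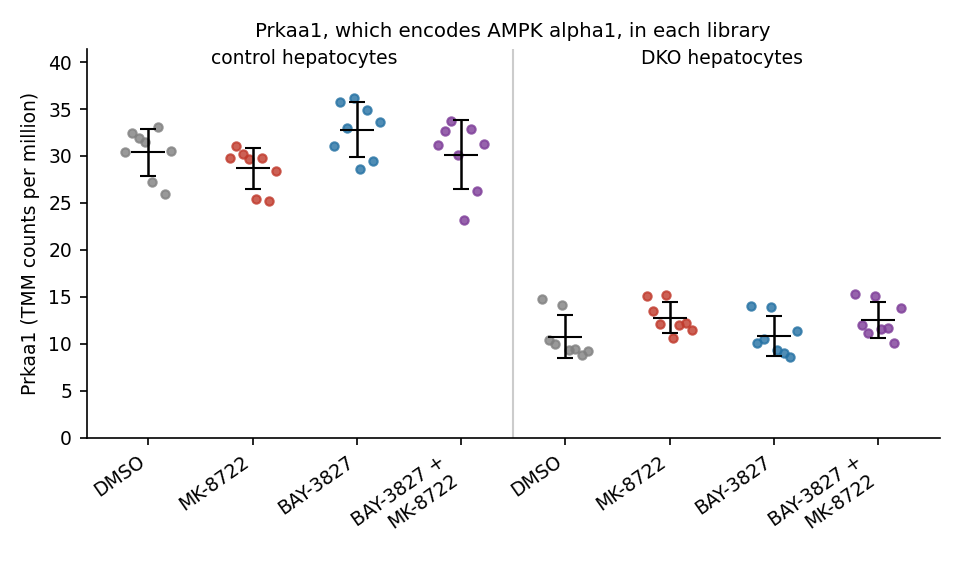
Normalized counts (CPM) of *Prkaa1* in each of the 64 libraries by genotype and treatment, with the mean and SD of each group (n = 8). All control libraries lie above all DKO libraries.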

To further examine the effect of BAY-3827 on AMPK signaling and gene expression in an unbiased manner, we treated control and AMPKα1α2^−/−^ DKO mouse primary hepatocytes with 5 μM BAY-3827 in the presence or absence of MK-8722 and performed RNA sequencing (RNA-seq) analysis. We focused on 1841 genes that were significantly up-regulated in MK-8722 treatment compared to basal conditions (vehicle-treated) in control hepatocytes. 

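Of the 14000 genes tested in control hepatocytes, 1648 were higher and 1366 lower with MK-8722 than with DMSO. An FDR under 0.05 was reached by 6151 genes irrespective of fold change. Libraries of the same mouse deviated together from their group means, with a mean correlation of 0.70 across genes for the MK-8722 and DMSO libraries of one mouse. With the mouse as replicate block, 1829 genes were higher and 1638 lower. Among the alternatives, calling genes on FDR alone moved the counts most, to 3210 higher and 2941 lower.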

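Under MK-8722, 1695 genes were lower and 1283 higher in DKO than in control hepatocytes, and 6211 genes had an FDR under 0.05. The 2 genotypes come from different mice, so this comparison has no paired form. Hepatocytes were isolated in 4 pools that held control and DKO mice unevenly, with 3 control replicates and 1 DKO replicate in pool A and 1 control replicate and 4 DKO replicates in pool C. With the isolation pool added as a covariate, 1788 genes were lower and 1406 higher in DKO cells.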

To confidently define them as AMPK-dependent genes, we selected genes that were significantly down-regulated in MK-8722–treated AMPKα1α2^−/−^ DKO cells compared to control. This yielded 845 genes that were both MK-8722 stimulated and AMPK dependent, with their expression visualized in a heatmap where the MK-8722–stimulated gene expression in control cells was almost completely abolished in AMPKα1α2^−/−^ DKO cells (Fig. 5A). 

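Both criteria were met by 823 of the 14000 genes, and by 886 with the mouse as replicate block in the MK-8722 comparison. Averaged over the 823 genes and expressed relative to DMSO-treated control cells, log2 expression was 0.81 ± 0.06 (SD, n = 8 replicates) with MK-8722 in control cells and −0.01 ± 0.06 with MK-8722 in DKO cells. It was already lower in DMSO-treated DKO cells, at −0.23 ± 0.08 (SD, n = 8). Per gene, the median log2 fold change with MK-8722 was 0.70 in control and 0.19 in DKO cells. Of the 823 genes, 166 were still called higher and 12 lower with MK-8722 in DKO cells. These averages were taken in the libraries used to select the genes.

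**Figure D2:**
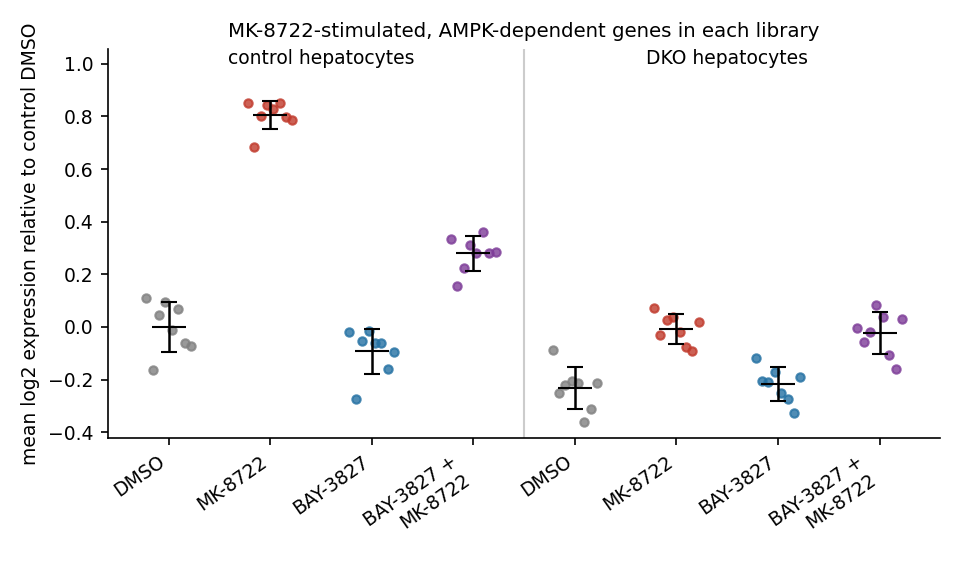
Mean log2 expression of the 823 MK-8722-stimulated AMPK-dependent genes in each of the 64 libraries, relative to the mean of DMSO-treated control cells, with the mean and SD of each group (n = 8 replicates). Control cells reach 0.81 with MK-8722 and 0.28 with BAY-3827 + MK-8722.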

In hepatocytes treated with BAY-3827 and MK-8722, approximately 30% of MK-stimulated AMPK genes were down-regulated (524 genes of 845 predefined MK-8722-AMPK genes) (Fig. 5, A and B, and fig. S4A). 

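Among the 823 AMPK-dependent genes, 483 (58.7%) were called lower with BAY-3827 + MK-8722 than with MK-8722 in control cells. The union of the AMPK-dependent genes and all genes lowered by BAY-3827 held 1578 genes, of which the 483 shared genes made up 30.6%. Of the 13177 other tested genes, 755 (5.7%) were lowered. The log2 fold change was negative for 787 of the AMPK-dependent genes, 611 (74.2%) fell with an FDR under 0.05 regardless of size, and 2 were called higher. Because the MK-8722-treated control libraries enter both the selection and this comparison, the same sampling error enters both. With the mouse as replicate block, 554 of 886 genes (62.5%) were lowered, and libraries of one mouse had a mean correlation of 0.67 in this comparison.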

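Comparing BAY-3827 + MK-8722 with MK-8722 in control hepatocytes, 2006 genes were called, 1238 lower and 768 higher, so that 61.7% were lower. Regardless of fold change, 4858 genes had an FDR under 0.05, 2425 lower and 2433 higher, so that the excess of falls depends on the fold change threshold. An unadjusted p under 0.05 was reached by 5971. The libraries of one mouse deviated together from their group means, with a correlation across genes of at least 0.53 in every mouse. With the mouse as replicate block, 1513 genes were lower and 955 higher.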

In control hepatocytes treated with BAY-3827 and MK-8722, 2511 significant genes were differentially expressed compared to MK-8722, with 61.2% (1539 genes) down-regulated by BAY-3827 treatment in AMPK-activated conditions. 

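In control cells, *Plce1* (chromosome 19 of GRCm38, 38481109 to 38785030) fell from 113.2 ± 15.9 CPM with MK-8722 to 55.07 ± 8.76 with BAY-3827 + MK-8722 (SD, n = 8 replicates). This is a log2 fold change of −1.04 (standard error 0.10, FDR 2.17e-12 from edgeR's quasi-likelihood test, lower in 8 of 8 mice; FDR 2.02e-26 with the mouse as replicate block). *Zfp36* (chromosome 7, 28376784 to 28380253) fell from 55.77 ± 7.45 to 27.95 ± 3.59 CPM, and *Fignl2* (chromosome 15, 101050194 to 101078567) from 29.52 ± 2.13 to 14.02 ± 1.45. *Adamtsl4* (chromosome 3, 95676201 to 95687917) and *Timp3* (chromosome 10, 86300372 to 86349506) were less abundant, with 12.40 ± 4.80 and 7.59 ± 2.68 CPM with MK-8722 and 4.59 ± 1.63 and 2.56 ± 1.06 with both compounds. *Timp3* lies within *Syn3* on the opposite strand, and the text does not state whether counting used strand. The log2 fold changes of *Zfp36*, *Fignl2*, *Adamtsl4*, and *Timp3* were −1.0, −1.07, −1.43, and −1.57, each negative in 8 of 8 mice, with FDRs of 1.28e-12, 2.1e-15, 3.49e-09, and 1.63e-06. Ranked by p among the genes that fell, *Fignl2* was number 3, *Zfp36* 21, *Plce1* 23, *Adamtsl4* 135, and *Timp3* 377.
In DKO cells, *Timp3* also fell, by a log2 fold change of −1.34 (standard error 0.25, FDR 0.00134, lower in 8 of 8 mice, or FDR 2.91e-17 with the block), and the interaction between genotype and BAY-3827 had an FDR of 0.774 for this gene. *Plce1* (−0.32, FDR 0.145) and *Adamtsl4* (−0.42, FDR 0.508) were lower in 8 of 8 DKO mice each and had FDRs of 1.42e-07 and 0.00138 with the block, whereas *Fignl2* (−0.15, FDR 0.65, or 0.112 with the block) and *Zfp36* (0.01, FDR 0.999, or 0.979 with the block) did not pass in either fit. The interaction was −0.72 for *Plce1* (FDR 0.000217), −1.0 for *Zfp36* (FDR 2.19e-07), −0.92 for *Fignl2* (FDR 1.21e-07), and −1.01 for *Adamtsl4* (FDR 0.0048).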

Top significant [fold change (FC) < −1.3; false discovery rate (FDR) < 0.05] down-regulated genes included *PLCE1*, *ZFP36*, *FIGNL2*, *ADAMTSL4*, and *TIMP3* (Fig. 5C and table S3). 

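Under MK-8722, the normalized count of *Adamtsl4* was 3.38 ± 0.94 CPM (SD, n = 8 replicates) in DKO cells, a log2 fold change from control of −1.98 (standard error 0.18, FDR 1.42e-13 from edgeR's quasi-likelihood test). That of *Zfp36* was 26.22 ± 3.53 CPM (SD, n = 8), a log2 fold change of −1.09 (standard error 0.10, FDR 1.79e-14). By p, *Zfp36* ranked 95 and *Adamtsl4* 116 among the genes lower in DKO cells.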

In MK-8722–treated AMPKα1α2^−/−^ DKO cells compared to control, *ADAMTSL4* and *ZFP36* were also among the top down-regulated genes (fig. S4B).

**Fig. 5.**
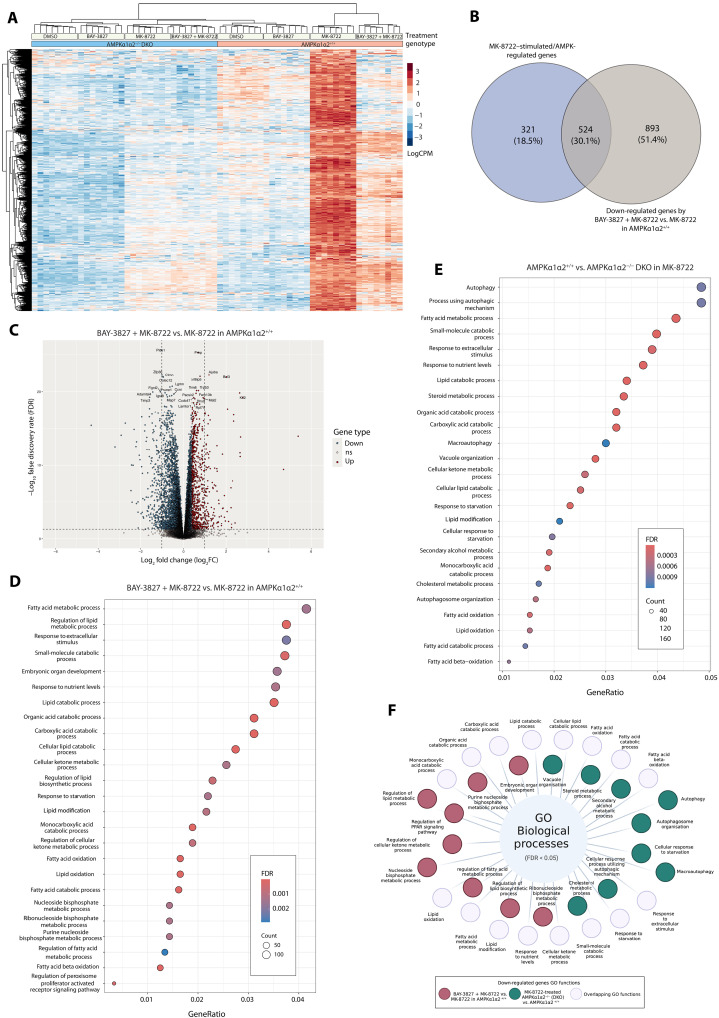
Unbiased transcriptome analysis of BAY-3827 ± MK-8722–treated AMPKα1α2^+/+^ (control) and AMPKα1α2^−/−^ DKO primary hepatocytes. (**A**) Heatmap of gene expression of 845 significant genes that are stimulated by MK-8722 and are AMPK-dependent. (**B**) Venn diagram showing the overlap between genes with a significantly reduced expression when treated with BAY-3827 in MK-8722–stimulated control cells compared to MK-8722–stimulated/AMPK-regulated genes, with a 30.1% overlap. (**C**) Volcano plot showing top significant (FDR < 0.05) up-regulated (FC ≥ 1.3; red), down-regulated (FC < −1.3; blue), and nonsignificant (ns) regulated genes by BAY-3827 in MK-8722–stimulated control cells compared to MK-8722 treatment alone. (**D**) GO enrichment analysis of biological processes of down-regulated significant genes (FDR < 0.05) by BAY-3827 + MK-8722 treatment and (**E**) by the loss of AMPKα1α2 in MK-8722–treated cells. (**F**) Schematic of the down-regulated GO processes showing the functional overlap between MK-8722–stimulated AMPKα1α2^−/−^ DKO versus control cells and BAY-3827 + MK-8722 treated versus MK-8722 in control cells. Created in BioRender. C. Fraguas (2025) (https://BioRender.com/j60q096).

Gene ontology (GO) enrichment analysis of biological processes was performed to query the gene functions of those down-regulated when AMPK is inactivated either via genetic (AMPKα1α2^−/−^ DKO) or pharmacological (BAY-3827) means, in the presence of MK-8722 (Fig. 5, D to F). 

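Across the 14000 tested genes under MK-8722, the log2 fold change between DKO and control cells and that between BAY-3827 + MK-8722 and MK-8722 in control cells had a Pearson correlation of 0.67 and a Spearman correlation of 0.71. Genes are not independent replicates, so no p is given. Both contrasts share the control libraries treated with MK-8722, so their sampling errors are not independent. When these 8 replicates were split into disjoint groups of 4, one for each contrast, the mean Pearson correlation over the 35 splits was 0.56 (0.54 to 0.58). Over the 11272 genes with a rounded count of at least 10 in every library, it was 0.75 without the split.

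**Figure D3:**
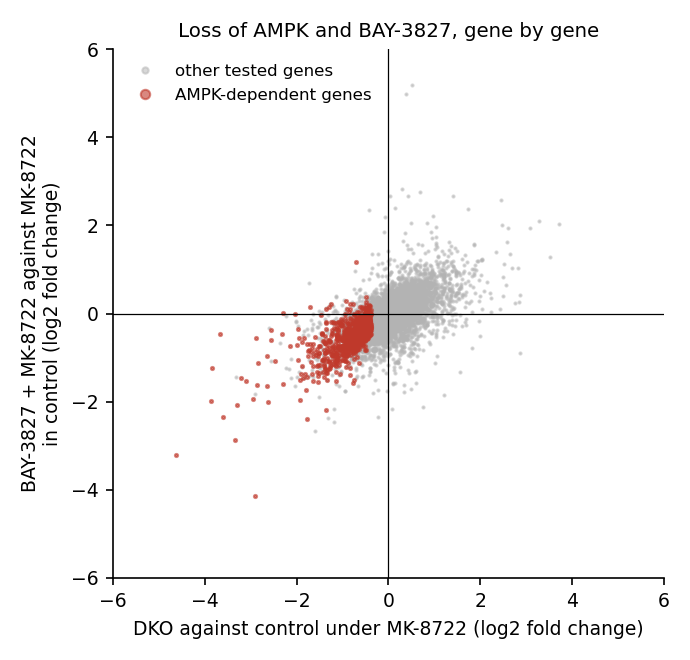
Log2 fold change of each of 14000 genes between DKO and control cells under MK-8722 (x axis) and between BAY-3827 + MK-8722 and MK-8722 in control cells (y axis). The 823 AMPK-dependent genes, in red, were selected for a negative value on the x axis.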

The top 25 categories (FDR < 0.05) of down-regulated genes in MK-8722–stimulated AMPKα1α2^−/−^ DKO and BAY-3827–treated control cells revealed a large overlap in known AMPK-regulated functions. These functions, which BAY-3827 also inhibited, included lipid oxidation and modulation, organic acid catabolic processes, and response to nutrient levels and starvation (Fig. 5F). 

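The gene ontology analysis was not rerun, and gene sets written from general knowledge were tested with limma's camera in its place. Of 43 fatty acid β-oxidation genes listed, 41 were tested. In control cells, their mean log2 fold change with BAY-3827 + MK-8722 against MK-8722 was −0.24 (adjusted p = 5.34e-05 from camera, lower in 8 of 8 mice; 4.52e-08 with the mouse as replicate block, where libraries of one mouse had a consensus correlation of 0.514). Splitting the same libraries in other ways gave a camera p as small in 8 of 100 splits, the real one included. For 49 genes of amino acid and other organic acid catabolism the mean was −0.23 (adjusted p = 0.019, lower in 8 of 8 mice; 0.00102 with the block), and 24 of 100 splits gave a p as small. In DKO against control cells under MK-8722, the means were −0.15 for β-oxidation (adjusted p = 0.041, 45 of 100 splits) and −0.17 for organic acid catabolism (adjusted p = 0.341, 53 of 100 splits). BAY-3827 also lowered both sets in MK-8722-treated DKO cells, β-oxidation by a mean of −0.09 (adjusted p = 7.06e-05, lower in 8 of 8 mice, 2.75e-08 with the block, 6 of 100 splits) and organic acid catabolism by −0.12 (adjusted p = 0.000446, lower in 7 of 8 mice, 9.55e-07 with the block, 2 of 100 splits). The interaction between genotype and BAY-3827 under MK-8722 was −0.15 for β-oxidation (adjusted p = 0.00758 from camera, 0.000149 with the block). For organic acid catabolism it was −0.11 (adjusted p = 0.341, 0.159 with the block). Splits were not counted for these interactions. With camera's inter-gene correlation estimated for each set in place of 0.01, the adjusted p with BAY-3827 was 0.734 for β-oxidation and 0.802 for organic acid catabolism in control cells and 0.734 for each in DKO cells.

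**Figure D4:**
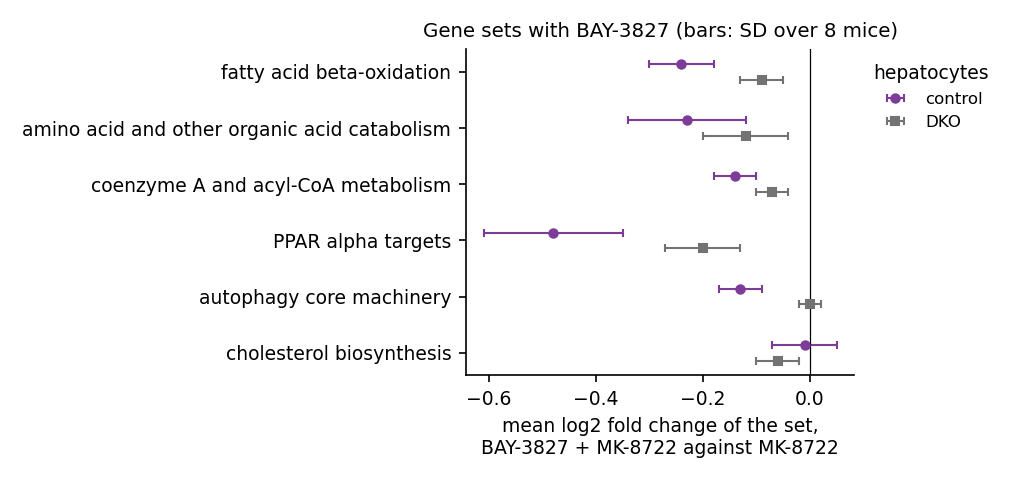
Mean log2 fold change of 6 gene sets between BAY-3827 + MK-8722 and MK-8722 in control and DKO cells, as mean and SD over the 8 replicates of each genotype. In control cells, fatty acid β-oxidation is at −0.24 and cholesterol biosynthesis at −0.01.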

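With BAY-3827 + MK-8722 against MK-8722 in control cells, 24 peroxisome proliferator–activated receptor α target genes had a mean log2 fold change of −0.48 (adjusted p = 0.00858 from limma's camera, lower in 8 of 8 mice). Fitted with the mouse as replicate block, the adjusted p was 0.000265. Of 100 splits of the libraries, 8 gave a p as small, the real one included. In DKO against control cells under MK-8722, the mean of these targets was −0.32 (adjusted p = 0.119). Coenzyme A and acyl-CoA metabolism, a part of nucleoside bisphosphate metabolism, was represented by 34 of 36 listed genes. Their means were −0.14 with BAY-3827 (adjusted p = 0.108, 0.0737 with the block) and −0.17 in DKO cells (adjusted p = 0.183). With BAY-3827 + MK-8722 against MK-8722 in DKO cells, the targets fell by a mean of −0.20 (adjusted p = 0.00577, lower in 8 of 8 mice, 5.51e-05 with the block, 1 of 100 splits) and the coenzyme A genes by −0.07 (adjusted p = 0.0246, lower in 8 of 8 mice, 0.00445 with the block, 3 of 100 splits).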

Specific functions of BAY-3827–down-regulated genes in MK-8722–stimulated control cells included nucleoside biphosphate and ketone metabolism, as well as the regulation of peroxisome proliferator–activated receptor signaling pathway (Fig. 5, D and F). Uniquely down-regulated functions in MK-8722–induced AMPKα1α2^−/−^ DKO compared to control cells included autophagy-related functions as well as steroid and secondary alcohol metabolic processes (fig. 5, E and F). 

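The 42 genes of the autophagy core machinery had a mean log2 fold change of −0.27 in DKO against control cells under MK-8722 (adjusted p = 7.06e-05 from limma's camera), with 16 of the 42 genes called lower, and the real grouping alone among 100 splits gave a p this small. With BAY-3827 + MK-8722 against MK-8722 in control cells, their mean was −0.13 (adjusted p = 0.0357, lower in 8 of 8 mice; 0.0227 with the mouse as replicate block), and 12 of 100 splits gave a p as small. Compared directly, MK-8722-treated DKO cells were lower than control cells given BAY-3827 + MK-8722 by a mean of −0.13 (adjusted p = 7.06e-05). DKO cells were already lower than control cells under DMSO, by a mean of −0.11 (adjusted p = 0.000333, 1 of the 42 genes called lower, with a p as small in 3 of 100 splits). Steroid metabolism was represented by 21 cholesterol biosynthesis genes. Their mean was 0.00 in DKO against control cells under MK-8722 (adjusted p = 0.921). With BAY-3827 + MK-8722 against MK-8722, it was −0.01 in control cells (adjusted p = 0.952; 0.933 with the block). In DKO cells, this change was −0.065 (adjusted p = 0.0922; 0.0207 with the block; 8 of 100 splits). With BAY-3827 alone against DMSO, the mean was −0.10 in control cells (adjusted p = 0.0372; 26 of 100 splits). In DKO cells it was −0.18 with BAY-3827 alone (adjusted p = 1.12e-06; 11 of 100 splits).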

Treatment of BAY-3827 in the presence of MK-8722 resulted in a significant decrease of AMPK-dependent genes involving lipid metabolic genes, which in MK-8722 alone conditions are normally up-regulated, and promote lipid oxidation and other catabolic processes (fig. S4C). 

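With MK-8722 alone in control cells, the mean log2 fold change of the fatty acid β-oxidation genes was 0.03 (adjusted p = 0.916 from limma's camera, higher in 5 of 8 mice; 0.981 with the mouse as replicate block). That of the peroxisome proliferator–activated receptor α targets was 0.78 (adjusted p = 0.00125; 0.000148 with the block; 17 of 100 splits of the libraries gave a camera p as small), and that of organic acid catabolism was −0.16 (adjusted p = 0.0372, lower in 8 of 8 mice; 0.00829 with the block; 26 of 100 splits). The paper states that BAY-3827 decreases AMPK-dependent genes of lipid metabolism that MK-8722 otherwise raises, and cites fig. S4C, the gene ontology of the genes lowered by BAY-3827 in MK-8722-treated control cells.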

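In MK-8722-treated control cells, *Ehhadh* (chromosome 16 of GRCm38, 21761287 to 21787807) fell with BAY-3827 from 230.3 ± 62.9 to 77.24 ± 27.9 CPM (SD, n = 8 replicates), a log2 fold change of −1.58 (standard error 0.19, FDR 9.68e-10 from edgeR's quasi-likelihood test; 2.29e-17 with the mouse as replicate block). *Lpin2* fell from 860.5 ± 54.6 to 599.1 ± 68.7 CPM (log2 fold change −0.52, FDR 6.27e-06) and *Plin5* from 27.89 ± 8.27 to 11.12 ± 2.48 (−1.32, FDR 1.44e-06). *Hal* fell from 26.76 ± 10.3 to 10.27 ± 4.03 CPM (−1.33, FDR 1.9e-05). *Avpr1a*, *Adora2b*, and *Sds*, all under 10 CPM, fell by log2 fold changes of −1.74 (FDR 0.000134), −1.33 (FDR 0.00019), and −1.28 (FDR 7.88e-05). Each of these genes fell in 8 of 8 mice.
MK-8722 raised *Ehhadh* by a log2 fold change of 1.66 (standard error 0.19, FDR 9.04e-11), *Adora2b* by 1.41 (FDR 5.31e-05), *Plin5* by 0.75 (FDR 0.00255), *Lpin2* by 0.55 (FDR 1.7e-06), and *Avpr1a* by 0.89 (FDR 0.0366). Over the alternatives, the FDR of the rise of *Avpr1a* was 4.81e-07 to 0.096. It was over 0.05 without the filter on low counts (0.096), without the pooled culture covariate (0.0604), and without the pooled culture (0.0546). For *Hal* (0.53, FDR 0.0693) and *Sds* (0.41, FDR 0.196) the rise did not pass the threshold, although it did for both with the mouse as replicate block (FDR 2.93e-05 and 0.0165). In DKO against control cells under MK-8722, *Hal* (−1.95, FDR 5.4e-09), *Sds* (−1.67, FDR 5.22e-07), *Adora2b* (−1.56, FDR 1.43e-05), *Plin5* (−1.14, FDR 1.3e-05), *Lpin2* (−0.89, FDR 7.97e-12), and *Ehhadh* (−0.78, FDR 0.000435) were lower, and *Avpr1a* was not (−0.22, FDR 0.64).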

AMPK-dependent genes that were down-regulated by BAY-3827 treatment in MK-8722–treated control cells included fatty acid metabolism genes *PLIN5*, *LPIN2*, *EHHADH*, *AVPR1A*, and *ADORA2B* as well as liver metabolism regulator *SDS* and histidine catabolism gene *HAL*, establishing the role of BAY-3827 in suppressing the expression of AMPK-regulated lipid oxidative genes (Table 4 and fig. S4C). Apart from lipid metabolic genes, BAY-3827 also reduced the expression of genes involved in transcription regulation, such as *SP1,* which encodes a transcription factor proposed to be AMPK regulated (*48*). 

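*Sp1* (chromosome 15 of GRCm38, 102406143 to 102436404) fell from 75.28 ± 4.07 to 55.53 ± 3.87 CPM (SD, n = 8 replicates) with BAY-3827 in MK-8722-treated control cells. The log2 fold change was −0.44 (standard error 0.06, FDR 8.93e-08 from edgeR's quasi-likelihood test, lower in 8 of 8 mice; FDR 5.91e-16 with the mouse as replicate block). It was 0.50 with MK-8722 against DMSO (FDR 1.56e-09) and −0.47 in DKO against control cells under MK-8722 (FDR 1.05e-08).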

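*Tbc1d15* (chromosome 10 of GRCm38, 115197872 to 115251467) and *Tbc1d17* (chromosome 7, 44834623 to 44849079) encode the Rab-GTPase activating proteins TBC1D15 and TBC1D17. With BAY-3827 in MK-8722-treated control cells, *Tbc1d15* fell from 117.0 ± 6.35 to 83.31 ± 7.96 CPM and *Tbc1d17* from 78.25 ± 4.48 to 52.94 ± 4.66 (SD, n = 8 replicates). Their log2 fold changes were −0.49 (standard error 0.05, FDR 1.14e-10 from edgeR's quasi-likelihood test) and −0.56 (standard error 0.06, FDR 6.71e-12), each negative in 8 of 8 mice, with FDRs of 3.15e-16 and 9.08e-18 with the mouse as replicate block. *Tbc1d17* overlaps *Il4i1* and *Akt1s1* on the opposite strand, so its counts are uncertain if counting ignored strand. By p, *Tbc1d15* ranked 6 among the genes lower in DKO than in control cells under MK-8722 (log2 fold change −0.97, FDR 7.64e-22).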

Another example includes the *TBCD15* and *TBCD17* genes with roles in autophagy, with encoded Rab-GTPase activating protein TBCD17 recently described as an AMPK substrate (table S3) (*49*, *50*).

**Table 4.** Examples of AMPK-dependent genes down-regulated in BAY-3827 in MK-8722–stimulated control hepatocytes. The complete list of differentially expressed genes in BAY-3827 + MK-8722 versus MK-8722 in control hepatocytes is recorded in table S3.

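Among genes of Table 4, 13 had an FDR under 0.05 for BAY-3827 + MK-8722 against MK-8722 in control cells, and 12 of these were also lower by at least 1.3-fold. MK-8722 raised 9 of the 13, and 10 were lower in DKO than in control cells under MK-8722. Both held for 8 genes, all of which BAY-3827 lowered. The others were *Avpr1a*, *Hal*, *Lipe*, *Pfkfb2*, and *Hpgd*. *Hpgd* (chromosome 8 of GRCm38, 56294585 to 56321043) did not rise with MK-8722 (log2 fold change −0.15, FDR 0.664 from edgeR's quasi-likelihood test) but fell by −1.75 with BAY-3827 (standard error 0.25, FDR 8.62e-08, lower in 8 of 8 mice; FDR 2.63e-14 with the mouse as replicate block). *Plin4* (chromosome 17, 56100591 to 56109803, overlapping *Hdgfl2* on the opposite strand) fell from 53.44 ± 24.4 to 13.28 ± 4.55 CPM (SD, n = 8 replicates), a log2 fold change of −2.01 (standard error 0.34, FDR 2.57e-06, lower in 8 of 8 mice; FDR 1.69e-17 with the block). In DKO cells, the change with BAY-3827 was −0.63 for *Plin4* (FDR 0.644, lower in 7 of 8 mice, or −0.58 with an FDR of 0.0135 with the block) and −0.94 for *Hpgd* (FDR 0.052, or 7.4e-06 with the block), and the interaction with genotype had FDRs of 0.0421 and 0.121.

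**Figure D5:**
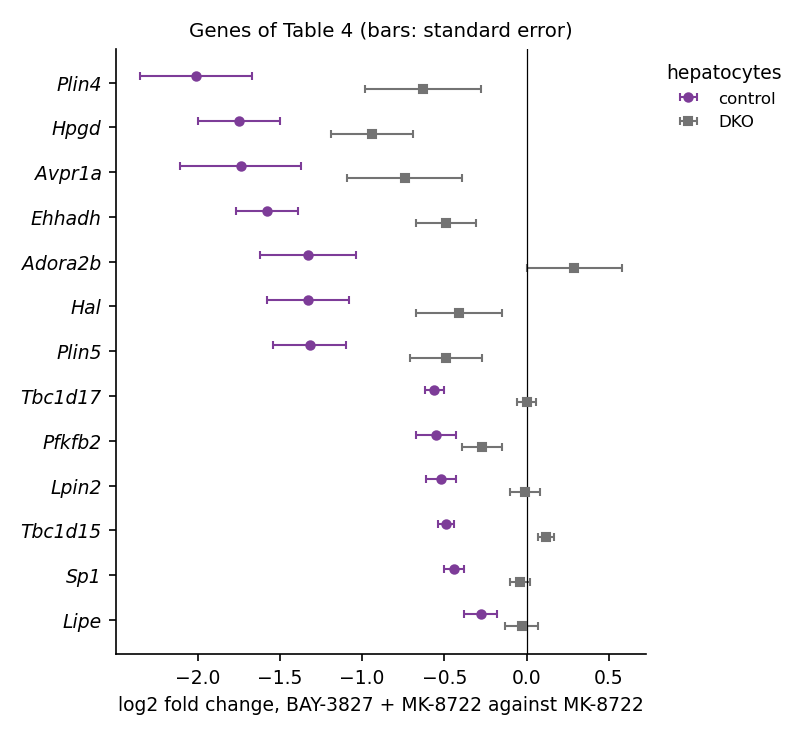
Log2 fold change and standard error of 13 genes of Table 4 between BAY-3827 + MK-8722 and MK-8722, in control (circles) and DKO (squares) cells, n = 8 replicates per genotype. In control cells *Plin4* is at −2.01.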

Gene	Name	LogFC	FDR
*LIPE*	Lipase, hormone sensitive	−0.28159	0.004450324
*PFKFB2*	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2	−0.54205	3.09 × 10^−08^
*HMGCR*	3-hydroxy-3-methylglutaryl–CoA reductase	−0.16208	0.00451032
*PLIN5*	Perilipin 5	−1.29957	5.66092 × 10^−18^
*LPIN2*	Lipin 2	−0.52774	1.10 × 10^−08^
*PLIN4*	Perilipin 4	−1.23494	4.01982 × 10^−14^
*SP1*	trans-acting transcription factor 1	−0.43973	7.4359 × 10^−13^
*HPGD*	Hydroxyprostaglandin dehydrogenase 15 (NAD)	−1.745	5.54633 × 10^−14^
*EHHADH*	Enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	−1.5955	2.79131 × 10^−17^
*AVPR1A*	Arginine vasopressin receptor 1A	−1.70797	7.31686 × 10^−13^
*ADORA2B*	Adenosine A2b receptor	−1.3062	7.77511 × 10^−11^
*TBC1D15*	TBC1 domain family, member 15	−0.48954	1.47094 × 10^−15^
*TBC1D17*	TBC1 domain family, member 17	−0.559835768	9.72654 × 10^−17^
*HAL*	Histidine ammonia lyase	−1.34842	1.52157 × 10^−09^

In addition, given AMPK’s established roles in mitochondrial biogenesis, to validate our dataset, we visualized the normalized counts of the *PPARGC1A* gene across sample treatments with vehicle [dimethyl sulfoxide (DMSO)], BAY-3827, MK-8722, or BAY-3827 + MK-8722 in control and AMPKα1α2^−/−^ DKO genotypes. 

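*Ppargc1a* (ENSMUSG00000029167) lies on chromosome 5 of GRCm38 from 51454250 to 51567726. It overlaps the predicted genes *Gm42614*, *Gm42615*, and *Gm43605* on the same strand, so that some reads could have been assigned to these. In control cells its normalized count was 3.27 ± 0.571 CPM (SD, n = 8 replicates) with DMSO, 2.48 ± 0.855 with BAY-3827, 7.33 ± 1.27 with MK-8722, and 4.78 ± 0.808 with BAY-3827 + MK-8722. In DKO cells it was 1.97 ± 0.487, 1.39 ± 0.37, 2.73 ± 0.393, and 2.29 ± 0.69 in the same order. Expected counts before normalization were low, at 21 to 190 per library in control and 15 to 72 in DKO cells.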

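*Ppargc1a* rose with MK-8722 by 4.06 ± 1.26 CPM (SD of the differences, n = 8 replicates) in control cells, in 8 of 8 mice (two-sided exact sign-flip permutation test, p = 0.00781, adjusted p = 0.0156 over 8 tests). This is the smallest p that 8 replicates allow. In DKO cells it rose by 0.761 ± 0.612 CPM, in 7 of 8 mice (exact p = 0.0156, adjusted p = 0.025). Adding BAY-3827 to MK-8722 changed it by −2.55 ± 0.80 CPM in control cells, with a fall in every mouse (exact p = 0.00781), and by −0.443 ± 0.584 in DKO cells (exact p = 0.117). Under MK-8722, the difference between DKO and control cells was −4.6 CPM (exact permutation test between genotypes, p = 0.000155, adjusted p = 0.00124).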

We observed a significant count increase in the MK-8722 condition compared to vehicle in control cells but not in AMPKα1α2^−/−^ DKO cells, and, furthermore, BAY-3827 + MK-8722 significantly reduced gene counts compared to MK-8722 treatment alone in AMPKα1α2^+/+^ cells (fig. S4D). Moreover, *PPARGC1A* was among the top significant down-regulated genes by BAY-3827 + MK-8722 compared to MK-8722 treatment alone in control hepatocytes, with a *P*-adjusted value of 6.5083 × 10^−05^ (table S3). 

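The log2 fold change of *Ppargc1a* between BAY-3827 + MK-8722 and MK-8722 in control cells was −0.62 (standard error 0.16, FDR 0.00168 from edgeR's quasi-likelihood test, lower in 8 of 8 mice). It was −0.61 with the mouse as replicate block (FDR 2.71e-05). By p, the gene ranked 1236 among the genes that fell.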

Together, these data indicate that BAY-3827 inhibits AMPK-induced increase in *PPARGC1A*, a key regulator of mitochondrial biogenesis.

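On the CPM scale, the rise of *Ppargc1a* with MK-8722 was larger in control than in DKO cells by 3.3 (exact permutation test of the mice's differences between genotypes, p = 0.000311), and the change with BAY-3827 differed by −2.11 (exact p = 0.000155). On the log2 scale, the interaction between genotype and MK-8722 had an FDR of 0.0456 in edgeR's quasi-likelihood test, and that between genotype and BAY-3827 was −0.36 (FDR 0.365). The log2 fold change with MK-8722 was 1.16 (standard error 0.16, FDR 3.21e-08) in control cells. In DKO cells it was 0.47 (standard error 0.18, FDR 0.0368; 0.0102 with the mouse as replicate block), and its FDR was 0.0606 without the filter on low counts.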

Yang *et al.* (*51*) recently described the transcriptional profiles of RSK1- and RSK2 knockout glioma-based cell lines. We found proposed RSK-regulated genes that were down-regulated by BAY-3827 in MK-8722–stimulated control cells. These included *STAT5B* and *CALCOCO1* (RSK2) as well as *NEK2*, *DSN1*, *MASTL*, and *SPC25* (RSK1) among others (fig. S4E and table S3) (*51*).

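With BAY-3827 in MK-8722-treated control cells, *Stat5b* fell from 113.1 ± 9.86 to 74.27 ± 4.44 CPM (SD, n = 8 replicates), a log2 fold change of −0.61 (standard error 0.06, FDR 3.11e-11 from edgeR's quasi-likelihood test; 9.77e-19 with the mouse as replicate block). *Calcoco1* fell from 69.15 ± 5.75 to 40.0 ± 6.66 CPM (log2 fold change −0.79, FDR 1.02e-08). *Nek2*, at 2.61 ± 0.59 CPM with MK-8722, fell by a log2 fold change of −1.20 (FDR 1.45e-06), *Mastl* by −0.86 (FDR 3.14e-05), *Dsn1* by −0.80 (FDR 0.00177), and *Spc25* by −0.70 (FDR 0.000478). All 6 genes fell in 8 of 8 mice. The difference of this change between control and DKO cells had an interaction FDR of 1.01e-06 for *Stat5b*, 0.000917 for *Calcoco1*, 0.0109 for *Nek2*, 0.00691 for *Mastl*, 0.0666 for *Dsn1*, and 0.145 for *Spc25*.

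**Figure D6:**
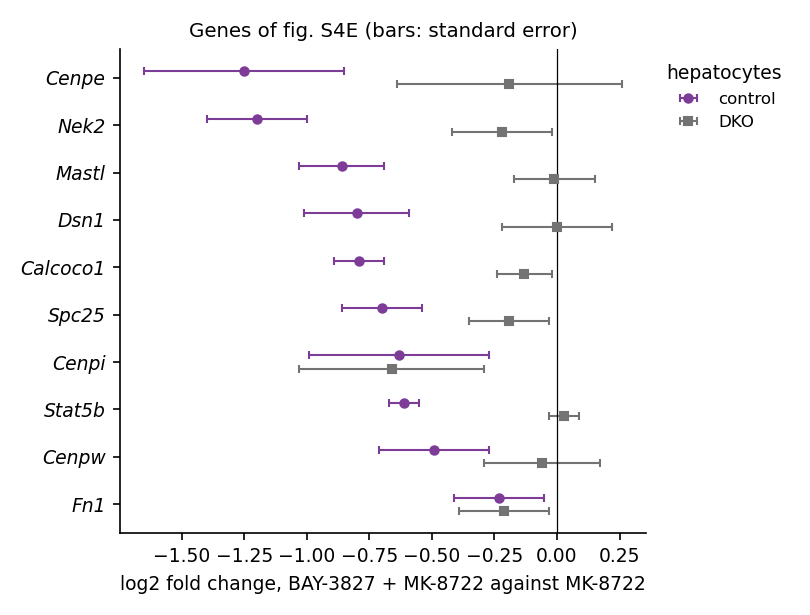
Log2 fold change and standard error of the 10 genes of fig. S4E between BAY-3827 + MK-8722 and MK-8722, in control (circles) and DKO (squares) cells, n = 8 replicates per genotype. Their mean is −0.76 in control and −0.16 in DKO cells.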

### BAY-3827 inhibits RSK in cells

Although previous (*37*) and current in vitro (cell-free) data (Fig. 1A) have shown that BAY-3827 potently inhibits RSK isoforms, this has not been verified in a cellular context. We treated serum-starved human embryonic kidney–293 (HEK293) cells with varying concentrations of BAY-3827 or the RSK inhibitor BI-D1870 (*52*) with or without phorbol 12-myristate 13-acetate (PMA), an activator of extracellular signal–regulated kinase (ERK) 1/2 and RSK isoforms, and assessed phosphorylation of glycogen synthase kinase (GSK) 3α/β as a surrogate marker for cellular RSK activity (*52*). Since phosphorylation of GSK3α/β is also regulated by Akt, we included the Akt inhibitor MK-2206 to specifically assess RSK-mediated (i.e., PMA-stimulated) phosphorylation of GSK3α/β. As anticipated, BAY-3827 treatment resulted in a dose-dependent reduction of ACC1 phosphorylation, while BI-D1870 treatment had no effect (fig. S5, A and B). MK-2206 treatment reduced basal pGSK3αβ, and PMA robustly increased pERK1/2 and pGSK3αβ levels under MK-2206–treated conditions (fig. S5, C and D). PMA-stimulated pGSK3αβ (in the presence of MK-2206) was inhibited to the same extent by 10 μM BAY-3827 and BI-D1870 (fig. S5D), indicating that BAY-3827 has an inhibitory potency similar to BI-D1870 in suppressing RSK in HEK293 cells.

To explore the molecular basis for RSK inhibition by BAY-3827, we conducted an in silico superimposition of the BAY-3827–α2KD structure with available structures of RSK2 N-terminal (NT) KD in complex with BI-D1870 and SL0101 RSK inhibitors (*53*, *54*). Both compounds had overlapping binding sites with BAY-3827–α2KD as well as conserved interacting residues with AMPK (fig. S5, E and F). In addition, both inhibitors make hydrogen bond contacts with hinge region residues Glu^94^ (Asp^148^ in RSK2) and Val^96^ (Leu^150^ in RSK2) where the latter in SL0101 is water mediated (fig. S5, E and F). This suggests that the effect of BAY-3827 on RSK inhibition is likely derived from these conserved structural features as well as from the compound binding mode.

## DISCUSSION

Here, we provide the structure-based mechanism of action of BAY-3827 in the inhibition of AMPK, describing distinct and previously unidentified molecular features. We also have comprehensively evaluated the cellular potency and selectivity (i.e., on/off-target effects) of BAY-3827 alongside its inactive control BAY-974 in signaling, transcriptomic, and metabolic output levels by using control and AMPKα1α2^−/−^ DKO primary hepatocytes. Consistent with a previous study (*37*), we show that BAY-3827 potently inhibits the AGC group kinases RSK1 and RSK2 in cell-free assays, albeit to a lower extent than AMPK, as shown across a panel of 140 human protein kinases (Fig. 1A and table S1). Compound C and SBI-0206965, based on their reported selectivity profiles (*31*, *33*, *36*) did not affect the RSK family, although other compounds reported to inhibit AMPK have also shown a preference for this kinase family. For instance, the ATP-competitive PAK4 inhibitor PF-03758309 has been reported to potently inhibit AMPK with an IC_50_ of 1 nM in a cell-free assay. PF-03758309 is also known to potently inhibit RSK1 and RSK2 with an IC_50_ of 2 nM (*55*), where in silico docking to AMPK KD predicted three hydrogen bonding interactions in the hinge region with Glu^94^ and Val^96^ residues (*56*) in the same fashion as in the current α2KD–BAY-3827 structure. RSK inhibitors BI-D1870 and SL0101 both make contacts with these two hinge residues, which correspond to Asp^148^ and Leu^150^ in the reported RSK2 structures (fig. S5, E and F) (*53*, *54*), sharing some interaction residues with BAY-3827’s binding mode, pointing to a structural basis for RSK inhibition. In line with this notion, and with results from current and previous (*37*) cell-free assays, our cellular studies revealed that BAY-3827 treatment inhibited PMA-stimulated RSK activation to the same extent as BI-D1870 (fig. S5, A and D). Thus, RSK isoforms are validated off-targets of BAY-3827, and RSK inhibitors could be included as an additional control alongside BAY-974 (which does not inhibit RSKs) to mitigate the involvement of RSK isoforms.

The cocrystal structure of BAY-3827 with inactive WT α2KD reveals the molecular mechanism allowing compound inhibition, with past inhibitor structures (compound C, SBI-0206965) were instead obtained using a phosphomimetic KD; AMPKα2 (T172D). BAY-3827 binds the ATP-binding pocket at a site that overlaps with SBI-0206965, consistent with past biochemical data deeming both SBI-0206965 and BAY-3827 compounds as mixed-type inhibitors (*33**,* *38*). Superimposition of α2KD–BAY-3827 with SBI-0206965– and compound C-bound structures revealed an activation loop conformation characteristic of an inactive kinase, with a conserved αC helix-out state (Fig. 2F). However, in the BAY-3827–bound conformation, activation loop residue Asn^162^ is found in a position that disrupts the AMPK regulatory spine and where His^137^ is displaced (fig. S2K). Phe^158^ residue faces down toward the C-lobe compared to the active state, with a conserved conformation with the SBI-0206965–bound structure (Fig. 2F and fig. S2B), which is likely due to their shared binding sites.

The AMPKα2 (T172D)–SBI-0206965 structure (*33*) was first described as a type IIB structure in a noncanonical DFG-out conformation; however, distance and Φ/Ψ angle measurements following an updated kinase nomenclature (*43*) revealed that it clusters together with the BAY-3827–bound structure with other DFG-in states (Table 2). DFG-in structures are often associated with active kinases; however, they are also found in inactive states (*43*, *44*, *57*). In these structures, an inactive state is achieved either due to αC helix movement or activation loop conformation (*44*). In the case of BAY-3827 binding, we find that both factors contribute to this, mainly by disrupting the regulatory spine that is otherwise uninterrupted in an active kinase. Given the conserved orientation of the Phe^158^ ring toward the C-lobe, we propose that an FG-down conformation, known to be associated with DFG-in states (*57*), might be important in AMPK structural dynamics upon compound-based inhibition. We further observed a cysteine disulfide bridge unique to the α2KD–BAY-3827 structure between the αD Cys^106^ and activation loop Cys^174^, which we hypothesize helps to stabilize activation loop conformation in an unproductive kinase state upon BAY-3827 binding (Fig. 2D). This interaction has not been observed previously in available α2KD-inhibitor co-structures, and Cys^174^ alongside the close-by Phe^102^, which is displaced as a result of this interaction, were among the top residues predicted as highly conserved in BAY-3827–inhibited kinases but were lowly conserved in noninhibited kinases (Fig. 1, E and F, and table S2), suggesting that the A-loop stabilization is a contributing factor to BAY-3827 inhibition of AMPK. Although Cys^174^ is a highly conserved activation loop residue across CAMK and AGC Ser/Thr kinases (*58*), our data indicate that BAY-3827’s kinase selectivity is mediated by a cohort of residues (table S2 and fig. S1C), and, hence, selectivity is not solely imparted by the disulfide bridge, but rather, this interaction points to a stabilizing feature that we find contributes to BAY-3827’s binding affinity (fig. S2, E to G). Previous crystal structure studies with other kinases have shown intramolecular disulfides in the activation segment region (*59*); however, the Akt2 KD structure lacked solved residues between the two interacting cysteines (Cys^297^-Cys^311^), which was not the case in the AMPK α2KD–BAY-3827 structure, and Cys^297^ is not conserved in AMPK. Cells are known to maintain high reducing environments, raising the possibility that the observed disulfide Cys^106^-Cys^174^ bridge could be affected under such conditions. To investigate this, we studied BAY-3827–binding affinity in the presence or absence of 3 mM DTT in both WT and T172D AMPKα2-KD and found that a reducing environment lowered BAY-3827’s binding affinity in WT but was unaffected in T172D-α2KD compared to no-DTT (fig. S2, E to G).

We also report that BAY-3827 increases AMPK-Thr^172^ phosphorylation in U2OS cells, mouse primary hepatocytes, and mouse primary adipocytes (Fig. 4 and fig. S3). It was recently suggested that the binding of BAY-3827 (and also SBI-0206965) (*33*, *38*) induces a protective effect toward phosphatase-meditated dephosphorylation of Thr^172^ (*38*). Given the dose-dependent reduction in AMPK downstream target phosphorylation such as ACC1 and Raptor, we find that it does not reflect functional activation status of AMPK. Rather, BAY-3827 likely stabilizes an activation loop conformation that contributes to phosphatase access shielding as well as an inactive conformation for substrate engagement.

We have demonstrated that BAY-3827 is capable of fully reversing MK-8722–induced inhibition of fatty acid synthesis and down-regulating ~30% of MK-8722–stimulated AMPK-regulated genes (Fig. 4B) involved in known AMPK-governing functions such as fatty acid oxidation and lipid catabolism (Fig. 4, D to F). Lemos *et al.* (*37*) treated androgen-dependent prostate cancer cells (LNCaP) with BAY-3827 and reported several down-regulated genes involved in lipid metabolism that we also observed were down-regulated by BAY-3827 treatment in MK-8722–stimulated control primary hepatocytes, namely *LIPE*, *PFKFB2*, and *HMGCR*. 

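In MK-8722-treated control hepatocytes, *Pfkfb2* fell with BAY-3827 from 10.98 ± 2.16 to 7.49 ± 1.07 CPM (SD, n = 8 replicates), a log2 fold change of −0.55 (standard error 0.12, FDR 0.000117 from edgeR's quasi-likelihood test, lower in 8 of 8 mice; FDR 1.2e-08 with the mouse as replicate block). *Lipe* fell from 7.94 ± 0.67 to 6.56 ± 1.10 CPM, a log2 fold change of −0.28 (standard error 0.10, FDR 0.0249, lower in 7 of 8 mice; FDR 0.00208 with the block), less than the 1.3-fold threshold. *Pfkfb2* overlaps *Yod1* on the opposite strand.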

Our analysis also uncovered other lipid metabolism–related genes with their expression dependent on the presence of functional AMPK, which were significantly down-regulated following the treatment with BAY-3827 when AMPK had been pharmacologically activated (fig. S4, A and C). The RSK family encompasses a conserved group of serine/threonine protein kinases formed by human isoforms RSK1, RSK2, RSK3, and RSK4 alongside RSK-like mitogen- and stress-activated kinases 1 (MSK1) and 2 (MSK2), with key functions in cellular growth and proliferation such as cell survival promotion, protein translation, and ribosome biogenesis (*60*). Because of their growth-promoting roles alongside ensuring cell survival, RSKs are also established targets in anticancer therapies and are associated with increased expression in certain types of cancer (*61*). 

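Fig. S4E lists 8 genes under RSK1, *Fn1*, *Mastl*, *Spc25*, *Cenpw*, *Nek2*, *Cenpi*, *Cenpe*, and *Dsn1*, and 2 under RSK2. Among these 10 genes, 7 were called lower with BAY-3827 in MK-8722-treated control cells. *Cenpe* was called with a log2 fold change of −1.25 (standard error 0.40, FDR 0.0103 from edgeR's quasi-likelihood test, lower in 8 of 8 mice), from counts of 0 to 25 per library. *Fn1* (−0.23, standard error 0.18, FDR 0.358, lower in 7 of 8 mice), *Cenpw* (−0.49, standard error 0.22, FDR 0.0739, 8 of 8 mice), and *Cenpi* (−0.63, standard error 0.36, FDR 0.173, 6 of 8 mice) were not called. Their FDRs were 0.0043, 0.00279, and 0.03 with the mouse as replicate block.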

We searched for RSK-regulated genes (*51*) in our dataset and found that BAY-3827 in MK-8722–stimulated control hepatocytes significantly down-regulated some RSK-proposed genes, with a larger number of previously defined RSK1 genes present in our dataset compared to RSK2 (fig. S4D). This is consistent with our data showing higher inhibition of RSK1 compared to RSK2 isoform (table S1) and warrants further investigations.

As emerging roles and therapeutic implications of AMPK arise, it is critical to perform robust proof-of-concept experiments with multifaceted approaches. Although there are well-established preclinical genetic models (*62*, *63*) and allosteric activators (*9*), availability of potent and selective inhibitors is largely limited. Here, we have delineated the molecular basis of BAY-3827’s inhibition of AMPK and robustly characterized AMPK-regulated transcriptomic and metabolic functions, alongside building on the knowledge of AMPK-specific structural features, which will facilitate future efforts in inhibitor discovery and rational drug design. We have also described the current limitations of BAY-3827 (e.g., potent inhibition of RSK) and have extensively characterized BAY-974 across different cell lines and concentration range (0.03 to 100 μM), deeming this compound as a good experimental control for BAY-3827 use. In addition, we propose the context-dependent use of RSK inhibitors. In summary, BAY-3827 offers an increased potency and selectivity compared to prevalently used inhibitors (e.g., compound C, SBI-0206965), making it the preferred choice for cell-based studies. Still, potent inhibition of RSK isoforms and poor pharmacokinetic properties limit its in vivo use, and these issues will need to be addressed in future efforts to identify AMPK inhibitors.

## MATERIALS AND METHODS

### Animals

Animal experiments were conducted in accordance with the European directive 2010/63/EU of the European Parliament and of the Council of the protection of animals used for scientific purposes. Ethical approval was given by the Danish Animal Experiments Inspectorate (license number #2021-15-0201-01059). For primary hepatocytes (signaling studies) and ex vivo skeletal muscle incubation experiments, WT C57BL/ 6N Tac male mice (10 to 16 weeks old) were obtained from Taconic Biosciences and housed in the animal facility at the Faculty of Health and Medical Sciences (University of Copenhagen). Generation of AMPKα1α2^lox/lox^ and liver-specific AMPKα1α2 DKO (C57BL/6 background) for lipogenesis and RNA-seq experiments were described previously (*46*). Animals were anesthetized with Avertin [stock of tribromoethanol (1 g/ml; #T48402, Merck MilliporeSigma)] in 2-methyl-2-butanol (#152463, Merck MilliporeSigma), diluted 1:20 in saline, and dosed at 10 μl/g body weight via intraperitoneal injection before the procedure.

For adipocyte experiments, animal experiments were approved by the Regional Ethical Committee on Animal Experiments in Malmö/Lund (approval number 5.8.18–19111/2023). WT C57BL6/J male mice (10 to 11 weeks old) were obtained from Taconic Biosciences and kept in the animal facility at the Biomedical Centre (Lund University, Sweden). All the animals were kept and maintained according to local regulations under a light/dark cycle of 12 hours, 22° ± 1°C, and had free access to water and standard chow diet.

### Mouse primary hepatocyte isolation and lipogenesis assay

Mouse hepatocytes were isolated by collagenase perfusion as previously described (*47*). Hepatocytes were seeded in medium Eagle-199 (MEM-199) (#41150, Thermo Fisher Scientific) containing penicillin G (100 U/ml), streptomycin (100 μg/ml), and 10% (v/v) fetal bovine serum (FBS). Hepatocytes were left for attachment (3 to 4 hours) and serum-starved overnight at 37°C with 5% CO_2_ in MEM-199 supplemented with penicillin G (100 U/ml), streptomycin (100 μg/ml), 10 nM insulin, and 100 nM dexamethasone. Isolated hepatocytes were seeded and after 16 to 18 hours incubated for 3 hours for signaling studies as previously described (*46*) or were incubated with MEM-199 media supplemented with 0.6 μCi/ml [^14^C]-acetate (PerkinElmer, #NEC084H001MC) in the presence of BAY-3827 (MedChemExpress, #HY-112083) or inactive BAY-974 (donated probe from the Structural Genomics Consortium; SGC-Frankfurt) cotreated with MK-8722 (MedChemExpress, HY-111363) or vehicle (0.1% DMSO), respectively. Cells were then harvested in 0.5 ml of phosphate-buffered saline (PBS), transferred into 1 ml of 40% KOH and 2 ml of methanol followed by 1-hour incubation at 80°C. Lipids were saponified by acidifying the samples in 37% HCl and extracted with petroleum ether. Extracts were allowed to evaporate to dryness and then dissolved in Ultima Gold scintillation fluid for determination of [^14^C]-acetate incorporation into lipids.

### Mouse primary adipocyte isolation, compound treatment, and glucose uptake

Epidydimal adipose tissue excised from mice was digested with collagenase (1 mg/ml) in Krebs-Ringer medium (120 mM NaCl, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, and 1.2 mM MgSO_4_) containing 25 mM Hepes (pH 7.4), 200 nM adenosine, 2 mM glucose, and 3% (w/v) bovine serum albumin (BSA) (KRH buffer) at 37°C in a shaking incubator. Adipocytes were isolated by filtering and washing in KRH buffer. For preparation of protein extracts for Western blot, adipocyte suspensions [0.7 to 1 ml of 10% (v/v) cells] were preincubated with BAY-3827 or BAY-974 compounds or 0.1% DMSO for 1 hour at 37°C in a shaking (80 rpm) water bath followed by either 1 hour of incubation with 10 μM MK-8722 or 30 min with 0.1 nM insulin (Novo Nordisk) in KRH buffer, as indicated in the figure legends. Cells were then washed in KRH buffer without BSA and lysed in 50 mM tris-HCl (pH 7.5), 0.27 M sucrose, 1 mM EDTA, 1 mM EGTA, 5 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 50 mM sodium fluoride, 1 mM dithiothreitol, 1% (w/v) NP-40, and complete protease inhibitor cocktail (one tablet/50 ml) included in lysis buffer. Lysates were centrifuged at 13,000*g* for 15 min (4°C), and supernatant protein concentration was determined by the Bradford assay. Freshly isolated mouse adipocytes were washed in glucose-free buffer containing 30 mM Hepes (pH 7.4), 120 mM NaCl, 4 mM KH_2_OPO_4_, 1 mM MgSO_4_, 0.75 mM CaCl_2_, 10 mM NaHCO_3_, 200 nM adenosine, and 3% (w/v) BSA (KRBH buffer). Adipocyte suspensions [400 μl of 3.75% (v/v) cells] were preincubated with BAY compounds or 0.1% DMSO for 1 hour at 37°C in a shaking (80 rpm) water bath, before being stimulated with 0.1 insulin (Novo Nordisk) or 10 μM cytochalasin B (Sigma-Aldrich) for 30 min. Subsequently, 100 μl KRBH buffer containing 0.25 μl (0.025 μCi) [^14^C]-glucose (275 mCi/mmol glucose; final glucose concentration = 0.18 μM) was added, and the cells were incubated for a further 30 min. Reactions were stopped by aliquoting 300 μl of the total 500-μl adipocyte suspension to Beckman microtubes containing 75 μl of dinonylphtalate. The adipocyte suspension was centrifuged at 6000*g* and frozen at −20°C before adipocytes were collected and subjected to scintillation counting. The assay was performed in triplicate for each condition.

### Ex vivo skeletal muscle incubation for signaling and glucose uptake assays

Extensor digitorum longus muscles were rapidly dissected and mounted in oxygenated (95% O_2_ and 5% CO_2_), and warmed (30°C) Krebs Ringer buffer (KRB) containing 117 mM NaCl, 4.7 mM KCl, 2.5 mM CaCl_2_*2H_2_O, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_*7H_2_O, 24.6 mM NaHCO_3_ (pH 7.5) supplemented with 2 mM pyruvate (Sigma-Aldrich, P-2256) in the presence of the BAY-3827 or vehicle (0.1% DMSO) for 30 min. The muscles were then coincubated for 50 min with BAY-3827 and ± 10 μM MK-8722 or 100 nM insulin (Novo Nordisk).The muscles were further incubated for 10 min in the presence of vehicle, compounds, or insulin in glucose uptake buffer composed of KRB buffer containing 1.5 μCi/ml [^3^H]-2-deoxy-d-glucose (NET549005MC lot #2644198 2DG H3), 1 mM 2-deoxy-d-glucose, 0.45 μCi/ml [^14^C]-mannitol (NEC852250UC lot #2741082 D-Mannitol C14), and 7 mM mannitol. At the end of incubation period, the muscles were frozen in liquid nitrogen and subsequently processed for glucose uptake [as described in (*64*)] and Western blot analysis.

### Kinase selectivity assays

BAY-3827 and BAY-974 were assayed against a 140-human kinase panel at 0.1 μM and at 1 μM (BAY-3827) concentration in a [γ-^33^P] ATP–based radioactive filter binding assay (*31*, *65*) setup in duplicates with reported mean remaining kinase percentage activity alongside SD (table S1). Assays were performed at either 5, 20, or 50 μM ATP to be at or below the Michaelis constant for ATP for each enzyme and conducted by the services offered by the International Centre for Kinase Profiling at MRC Protein Phosphorylation and Ubiquitylation Unit, University of Dundee (https://www.kinase-screen.mrc.ac.uk/services/premier-screen).

### Protein production and kinase assays

Heterotrimeric human AMPK FLAG- α1β1γ1, FLAG- α2β1γ1, and FLAG- α2β2γ1, as well as human FLAG-CaMKK2 and FLAG-ULK1, were produced in mammalian HEK293 cells as described (*66*, *67*). For AMPK expression, the cells were triply transfected at 60% confluency using FuGene HD (Roche Applied Science) and 1 μg of pcDNA3 plasmid expression constructs for AMPK Flag-α1, β1-Myc, β2-Myc, and HA-γ1. For CaMKK2 expression, the cells were transfected with 1 μg of pcDNA3 Flag-CaMKK2 plasmid. For ULK1 expression, the cells were transfected with 2 mg of pcDNA3 FLAG-ULK1 plasmid. After 48 hours, the transfected cells were harvested by rinsing with ice-cold PBS, followed by rapid lysis using 500 μl of lysis buffer. AMPK, CaMKK2, and ULK1 kinase activities were determined by phosphorylation of synthetic peptide substrates: SAMS (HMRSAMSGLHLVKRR), CaMKKtide (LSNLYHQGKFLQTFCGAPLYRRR), and S108tide. (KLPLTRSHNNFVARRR), respectively. Briefly, recombinant AMPK, CaMKK2, or ULK1 were immunoprecipitated from 10 μg of transfected cultured cell lysate using 10 μl of anti-FLAG M2 agarose beads [50% (v/v)] (Merck MilliporeSigma), washed, and then added to a 25-μl reaction containing assay buffer [50 mM Hepes-NaOH (pH 7.4), 1 mM DTT, and 0.02% (v/v) Brij-35], 200 μM synthetic peptide substrate (SAMS, CaMKKtide, or S108tide), 200 or 20 μM [γ-^32^P]-ATP (PerkinElmer), 5 mM MgCl_2_, in the presence of 0 to 1 μM BAY-3827 or BAY-974. Reactions were performed at 30°C and terminated after 10 min by spotting 15 μl onto phosphocellulose paper. Radioactivity was quantified by liquid scintillation counting. Data visualization and nonlinear regression fitting were performed in GraphPad Prism v10.

### Sequence conservation of BAY-3827 inhibited and noninhibited kinases

Human KD sequences of AMPKα1, AMPKα2, RSK1, RSK2, MSK1, NUAK1, MELK, BRSK2, ABL1, PIM3, INSR, IRAK4, WNK1, PIM2, IKKβ, CDK2, TTBK1, and TAK1 were retrieved from KinBase (http://kinase.com/web/current/kinbase) (*39*). For RSK1, RSK2, and MSK1 kinases, the two KDs were included in the analysis. A multiple sequence alignment of BAY-3827–inhibited and noninhibited kinase groups was performed in Jalview (*68*) containing both AMPKα1 and AMPKα2, aligned using Tcoffee with default settings. Pairwise alignment scores in reference to AMPKα1 were calculated (*68*) with respective kinases in each group (table S2). FASTA alignment files were inputted into ConSurf web server (*40*, *41*), and the template Protein Data Bank (PDB): 7MYJ (chain A) was selected, with sequence reported in AMPKα2 numbering. Running parameters included phylogenetic tree construction using Neighbor Joining with ML distance, conservation score calculation using the Bayesian method and with amino acid substitution model chosen by best fit. For the BAY-3827–inhibited kinase group, the average pairwise distance was 1.32, whereas for the noninhibited group, it was 1.82. The ConSurf color scale (9-conserved; 1-variable) was assigned on the basis of calculated conservation scores and computed confidence intervals. When confidence interval scores >3 or the MSA number <6, this was flagged as insufficient data with an asterisk (*) to signify a low confidence score. The difference in conservation between kinase groups was calculated, omitting low confidence scores and focusing on conservation score changes at 3 or above (table S2).

### HEK293 cell culture and RSK signaling experiments

HEK293 cells (Invitrogen, R75007) were seeded at a density of 500,000 cells per well in six-well cell culture plates (Corning Incorporated Costar #3516) in Dulbecco’s modified Eagle medium (DMEM) high-glucose + GlutaMAX Supplement, pyruvate (Thermo Fisher Scientific, catalog no. 31966-021) containing penicillin G (100 U/ml), streptomycin (100 μg/ml), and 10% (v/v) FBS. Once attached, the next day, the media were changed to serum-free and the cells were starved for 16 hours followed by compound treatment with BAY-3827, BI-D1870 (MedChemExpress, #HY-10510) ± 10 μM MK-2206 dihydrochloride (MedChemExpress, #HY-10358) with 30 min incubation at 37°C followed by coincubation with 0.1 PMA μM (MedChemExpress, #HY-18739) or vehicle for additional 30 min with final assay DMSO concentration of 0.13%. All cell lines used here were tested monthly for mycoplasma and tested negative.

### Western blotting

Following compound treatment, the cells were washed with room temperature PBS and lysed on ice with the addition of lysis buffer [50 mM tris-HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.27 M sucrose, 1% w/v Triton X-100, 20 mM glycerol-2 phosphate disodium, 50 mM NaF, and 5 mM Na_4_P_2_O_7_.10 H_2_O] containing proteases and phosphatase inhibitors [0.5 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM benzamidine HCl, leupeptin (1 μg/ml), pepstatin A (1 μg/ml), 1 μM microcystin-LR, 1 mM Na_3_VO_4_, and 1 mM DTT]. Lysates were centrifuged at 10,000*g*, 4°C for 10 min, and protein concentration of the supernatant was determined with the Pierce Bradford Protein Assay Kit (Thermo Fisher Scientific, #23200) and read on the Hidex Plate Reader (software version 0.5.64.0). Samples were prepared in Laemmli sample buffer (tris 200 mM, 8% SDS, EDTA 2 mM, and 40% glycerol) supplemented with 10% DTT and boiled for 5 min at 100°C. Ten micrograms of protein per sample was run on a Criterion tris-glycine polyacrylamide gel (Bio-Rad, #5678095) and transferred to a nitrocellulose membrane. For cell signaling experiments in HEK293 cells, the samples were run on a Criterion TGX stain-free precast gel (Bio-Rad, catalog no. 5678085) with transfer to a polyvinylidene difluoride membrane performed in Bio-Rad Criterion blotter (#1704071) using tris-glycine transfer buffer (Bio-Rad, #1610734) following the manufacturer’s instructions. The membranes were probed at 4°C overnight in a 4% BSA TBS-T solution containing 0.02% sodium azide with the following antibodies where appropriate: Phospho-ACC (Ser^79^) (1:1000, Cell Signaling Technology, #3661S), ACC (C83B10) (1:1000, Cell Signaling Technology, #3676S), phospho-Raptor (Ser^792^) (1:1000, Cell Signaling Technology, #2083S), Raptor (24C12) (1:1000, Cell Signaling Technology, #2280S), GSK3αβ (1:2000, Sigma-Aldrich, #04-903), phospho-GSK3αβ (Ser^21/9^) (D17D2) (1:1000, Cell Signaling Technology, #8566S), ERK1/2 (137F5) (1:1000, Cell Signaling Technology, #4695), phospho-ERK1/2 (Thr^202^/Tyr^204^) (D13.14.4E) (1:1000, Cell Signaling Technology, #4370), phospho-AMPKα (Thr^172^) (40H9) (1:1000, Cell Signaling Technology, #2535S), AMPKα (1:1000, Cell Signaling Technology, #2532S), anti–glyceraldehyde-3-phosphate dehydrogenase antibody (1:5000, Cell Signaling Technology, #G8795), and vinculin (1:1000, Cell Signaling Technology, #13901). Membranes were scanned using the Odyssey Fc LiCor system (exposure time, 30 s) with densitometry analysis performed using LiCor Image Studio Lite normalizing to control loading protein. Figures were made using GraphPad Prism v10.

For adipocyte experiments, cell lysates (25 μg protein) were heated at 95°C for 3 min in LDS sample buffer, subjected to polyacrylamide gel electrophoresis on precast Novex gradient gels (Thermo Fisher Scientific) and electrotransferred to nitrocellulose membranes. Membranes were blocked for 30 min in 50 mM tris-HCl (pH 7.6), 137 mM NaCl, and 0.1% (w/v) Tween 20 (TBS-T) containing 10% (w/v) skimmed milk and then probed with the indicated antibodies in TBS-T containing 5% (w/v) BSA for 16 hours at 4°C. The following antibodies were used: anti-AMPK (#2603, 1:1000), anti–AMPK-pT172 (#2535, 1:1000), anti-Raptor (#2280, 1:1000), anti–Raptor-pS792 (#2083, 1:1000), anti-ACC1 (#3662, 1:1000), anti–ACC1-pS79 (#3661, 1:1000), anti-PKB/Akt (#9272, 1:1000), anti–PKB/Akt-pT308 (#9275, 1:1000), and anti-GSK3α/β-pS21/9 (#9331, 1:1000), which were all purchased from Cell Signaling Technology (Danvers, USA). Anti-AS160 (#07-741, 1:1000) was from Merck MilliporeSigma, anti–AS160-pT649 (#44-1071G, 1:1000) from Thermo Fisher Scientific, and anti-HSP90 from BD Biosciences (San Jose, CA, United States). Detection of primary antibodies was performed using horseradish peroxidase–conjugated secondary antibodies, and SuperSignal West Pico or Femto Chemiluminescent Substrates (Thermo Fisher Scientific). Luminescence signals were visualized in a ChemiDoc XRS+ (Bio-Rad) and quantified by densitometry using the software Image LabTM 5.1 (Bio-Rad). Signals were normalized to the loading control HSP90.

### HTRF assays

Human osteosarcoma U2OS WT cells were obtained from John Rouse (MRC Protein Phosphorylation and Ubiquitylation Unit, University of Dundee) and were cultured in DMEM high glucose + GlutaMAX Supplement, pyruvate (Thermo Fisher Scientific, catalog no. 31966-021) containing penicillin G (100 U/ml), streptomycin (100 μg/ml), and 10% (v/v) FBS seeding with 50,000 cells per well in a 50-μl volume in culture 96-well cell culture plates (Corning Incorporated costar, #3599). The next day, the media were changed to 50 μl of serum-free media, and 50 μl of serum-free media containing BAY-3827 or BAY-974 was dispensed and left to incubate at 37°C for 30 min. The media were aspirated and replaced with 50 μl of serum-free media containing either MK-8722 (10 μM) or vehicle and incubated at 37°C for 1 hour, with a final DMSO assay concentration of 1.03%. HTRF assays using either phospho-Ser^79^-ACC1 kit (Revvity, #64ACCPEG) or phospho-Thr^172^-AMPK kit (Revvity, #64AMPKPEG) were performed in triplicate in HTRF 96-well low volume white plates (Revvity, #66PL96001) following manufacturer’s instructions. Sealed plates incubated overnight in darkness conditions were scanned at room temperature in Multimode Plate Reader EnVision (PerkinElmer) machine following HTRF setup recommendations for EnVision (Revvity), equipped with a top mirror LANCE/DELFIA single mirror (#412), a UV2 (TRF) 320 excitation filter (#111), emission filter APC 665 (#205), and second emission filter Europium 615 (#203), with a 2000-μs cycle and 60-μs delay, with the number of flashes set to 100 as well as for the 2nd detector. Results were viewed in EnVision Manager software (version 1.13.3009.1401) where 665/615 ratios were calculated, and data were normalized to control condition as %. All assay ratios between control lysate signal/nonspecific signal were greater than 2 as expected of a successful assay following the manufacturer’s instructions. Data were visualized in GraphPad Prism v10.

### Primary hepatocyte RNA isolation, sequencing, and bioinformatics analysis

Primary hepatocytes were pretreated for 15 min with BAY-3827 5 μM at 37°C in MEM-199 supplemented with penicillin G (100 U/ml), streptomycin (100 mg/ml), and 100 nM dexamethasone followed by addition of MK-8722 10 μM treatment. Six hours posttreatment, the cells were washed twice with room-temperature PBS. RNA was isolated using QIAwave RNAeasy kit (catalog no. 74104) with on-column deoxyribonuclease (DNAse) treatment using Qiagen RNase-free DNase set (catalog no. 79256) following the manufacturer’s protocol. Messenger RNA-seq was performed by the Single-Cell Omics platform at the Novo Nordisk Foundation Center for Basic Metabolic Research. Libraries were prepared using the Universal Plus mRNA-seq protocol (Tecan) as recommended by the manufacturer. Libraries were quantified with NuQuant using the CLARIOstar Plate Reader (BMG Labtech), quality checked using a TapeStation instrument (Agilent Technologies), and subjected to 52–base pair paired-end sequencing on a NovaSeq 6000 (Illumina). The sequencing analysis pipeline nf-core (*69*) was used, with alignment and quantification selection of STAR and Salmon, and mouse GRCm38 set as the reference genome. Unique molecular identifier (UMI)-based deduplication was performed using UMI tools, and sorting and index alignments were completed with SAMtools as part of the pipeline. Differential expression analysis was carried out using the R package edgeR (*70*) and a batch-effect removal was performed in limma (*71*) to account for the variability induced by two mice (291 + 295) from which cells with the same treatments had been pooled to obtain the required cell confluence. Venn diagrams were produced using the R package ggvenn (*72*). Volcano plots were produced using the R package ggplot2, and significant up-regulated or down-regulated genes were described as having an FC ≥1.3 and FDR < 0.05. Heatmaps of log_2_ counts per million normalized counts were produced using R package pheatmap (*73*). GO enrichment analysis was performed using the R package clusterProfiler version 4.6.2 (*74*) setting FDR < 0.05 with reference organism specified as mouse, pAdjustMethod was set to BH, and ontology category set to biological process, with a qvalueCutoff of 0.05. Visualization analyses were conducted in RStudio version 4.2.0 (*75*).

### Plasmid preparation for AMPK construction

The coding sequence for the human AMPK-α2 KD (α2KD; residues 6 to 280) and its phosphomimetic mutant T172D-α2KD were custom synthesized (GENEWIZ, Azenta Life Sciences) with codon-optimized for *Escherichia coli* expression and cloned into the pET-14b vector with an N-terminal cleavable 6 × His-AviTag. For expression of full-length AMPKα2β2γ1, α2β2γ2, and α2β2γ3 complexes, polycistronic constructs encoding the three subunits were assembled into the pET-30b vector with a TEV-cleavable 6 × His–glutathione *S*-transferase (GST) tag on the γ subunit. Constructs were transformed into *E. coli* BL21(DE3)-RIL cells (Agilent) and cultured in LB medium at 37°C to an optical density at 600 nm of 0.7. Protein expression was induced with 0.2 μM isopropyl-β-d-thiogalactopyranoside, followed by overnight incubation at 18°C with shaking at 200 rpm. The cells were harvested by centrifugation, resuspended in lysis buffer [25 mM tris-HCl (pH 8.0), 500 mM NaCl, 10% (v/v) glycerol, 20 mM imidazole, 2 mM TCEP, 5 mM MgCl_2_, 0.2 mM PMSF, 1 mM benzamidine, and lysozyme (0.3 mg/ml)], and lysed by sonication (10 min total, 20 s on/40 s off) on ice. Lysates were clarified by centrifugation at 30,000*g* for 30 min at 4°C and filtered through a 0.45-μm syringe filter before loading onto the His-Trap column.

### Purification of AMPKα2 and T172D-α2 KDs

Clarified lysates were loaded onto a 5-ml HisTrap HP column (Cytiva) preequilibrated with lysis buffer. The column was washed with 10 column volumes (CV) of wash buffer containing tris 25 mM, NaCl 500 mM, glycerol 10%, imidazole 20 mM, TCEP 2 mM, MgCl_2_ 5 mM (pH 8.0). Proteins were eluted with a linear imidazole gradient (20 to 300 mM) more than 35 CV using an ÄKTA system. For crystallization, α2KD pooled fractions were incubated with TEV protease at a 1:50 molar ratio and dialyzed overnight at 4°C in buffer containing 25 mM tris-HCl (pH 8.0), 200 mM NaCl, 10% glycerol, 2 mM β-mercaptoethanol, and 5 mM MgCl_2_. This step of dialysis and TEV-cleavage was skipped for protein preparation that was used for Dianthus assays. Eluted fractions were pooled and further purified by size-exclusion chromatography on a Superdex S-75 16/600 column (Cytiva) equilibrated in 25 mM tris-HCl (pH 8.0), 200 mM NaCl, 10% glycerol, and 1 mM TCEP. The pure fractions of the proteins were concentrated to 5 mg/ml (α2KD) and 2 mg/ml (T172D-α2KD), and flash frozen for storage for further use.

### Purification of full-length AMPK complexes

Clarified lysates containing AMPK complexes were incubated with 5 ml of Ni–nitrilotriacetic acid (NTA) agarose resin (Qiagen) for 2 hours at 4°C. The resin was washed ≥six times with wash buffer and eluted with 300 mM imidazole-containing buffer. Eluted proteins were incubated with 5 ml of GST Sepharose (Cytiva), washed, and eluted in buffer containing 20 mM reduced glutathione.

Final purification was performed by gel filtration chromatography using a Superdex-S200 16/600 column (Cytiva) equilibrated in 25 mM Hepes (pH 7.5), 200 mM NaCl, 5% glycerol, and 1 mM TCEP. Peak fractions were concentrated using 30-kDa MWCO centrifugal concentrators (Millipore) with final concentration obtained at <1 mg/ml and flash-frozen in liquid nitrogen for storage at −80°C.

### Crystallization and structure determination

The crystallization screening was set up with various commercially available crystal screens with a protein concentration of 5 mg/ml in a sitting-drop vapor diffusion setup. Four hundred–nanoliter drops were setup with 1:1 ratio of protein to reservoir solution in a 96-well two-drop MRC plates. For α2KD–BAY-3827 cocrystallization, the protein at 0.5 mg/ml was mixed with the BAY-3827 compound at a final concentration of 0.1 mM, which was then concentrated to 5 mg/ml. The α2KD–BAY-3827 cocrystals were grown in a condition containing 0.1 M ammonium sulphate, 0.3 M sodium formate, 0.1 M sodium cacodylate (pH 6.5), 3% (w/v) γ-PGA, 3% (w/v) polyethylene glycol, molecular weight 20,000. The crystals were harvested and flash frozen in liquid nitrogen. Diffraction data were collected at 100 K at I24 beamline, Diamond light source. The data were processed by autoPROC (*76*) in space group P21212. The structure of α2KD-BAY-3827 was solved by molecular replacement using the program PHASER (*77*) with a search model 2H6D (Apo-α2KD structure). The structure was built in coot (*78*) and further refined in phenix-refine (*79*). The figures were generated in PyMOL (*80*).

### Dianthus binding assays

The binding affinity of BAY-3827 to α2KD, AMPK (T172D)-α2KD, or AMPK complexes α2β2γ1 and α2β2γ3 was measured by Dianthus (Nano Temper Technologies). BAY-3827 was diluted from a 100 mM stock in DMSO to 0.5 mM working concentration in the assay buffer (PBS with 0.005% Tween-20) with a final DMSO concentration of 2.5%, which was kept constant throughout the concentration gradient of the compound. For additional experiments, assay buffer containing Hepes 25 mM, NaCl 250 mM, and 0.005% Tween-20 was used to optimize the assay, enhancing signal-to-noise ratios. His-tagged α2KD, T172D-α2KD, or His-tagged AMPK-α2β2γ1 or α2β2γ3 complexes were labeled with His-tag labeling dye (His-Tag Labeling Kit RED-tris-NTA 2nd Generation). The ratio of fluorescence intensities (670/650 nm) over BAY-3827 concentration gradient ranging from 250 μM down to 0.015 μM. The concentration gradient was prepared by 1:1 serial dilution over 16 steps, with a setup of two to three technical replicates for each concentration. The binding experiments were repeated three times, and the mean *K*_d_ values of the inhibitor are reported in the appropriate figure alongside ± SEM (micromolar) displaying a representative graph. A concentration of 50 nM of the corresponding protein target was used in each performed assay. The ratio of fluorescence intensities was measured over BAY-3827 concentration gradient in GraphPad Prism using nonlinear regression (one site-total binding). Data quality was assessed by monitoring XYZ scans for each well to detect air bubbles or aggregation where present following the manufacturer’s instructions.

### Statistical analyses

Data points are plotted as means ± SEM. Data were inputted, and all statistical tests were performed using GraphPad Prism, version 10.1.0. One- or two-way analysis of variance (ANOVA) statistical tests were conducted using Tukey’s correction for multiple comparisons; specific test will be stated in the figure legend. Significance was accepted as *P* < 0.05. *N* number and statistical details for each experiment are reported in each figure legend. For lipogenesis generated data, a one-way Welch and Brown-Forsythe ANOVA test was conducted to assess statistical significance, which does not assume that all the groups were sampled from populations with equal variances (skew in data), with Sunnett T3 multiple comparisons correction. To estimate IC_50_ values, nonlinear regression fitting was conducted using the model (Inhibitor) versus response—variable slope in GraphPad Prism (version 10.1.0) and estimating values reported in nanomolar. To estimate binding affinities (*K*_d_) from performed spectral shift binding assays, data were fitted using a one-site total model [Y = *B*_max_*X/(K*_d_ *+ X) + NS*X + Background] where *X* is the ligand concentration, *B*_max_ represents the maximum binding, and NS is the slope of the nonlinear regression of *Y*/*X*. Values are reported in means ± SEM in micromolar.

# Supplementary material for: Mechanism and cellular actions of the potent AMPK inhibitor BAY-3827
**Source:** Sci Adv. 2025 Aug 22;11(34):eadx2434. doi: 10.1126/sciadv.adx2434
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Tables S1 to S3 References

Supplementary Materials for  
**Mechanism and cellular actions of the potent AMPK inhibitor BAY-3827**

Conchita Fraguas Bringas *et al.*

*Sci. Adv.* **11**, eadx2434 (2025)  
DOI: 10.1126/sciadv.adx2434

**This PDF file includes:**

Figs. S1 to S5  
Tables S1 to S3  
References

**A**

MSA of top BAY-3827-inhibited kinases with Consurf colours

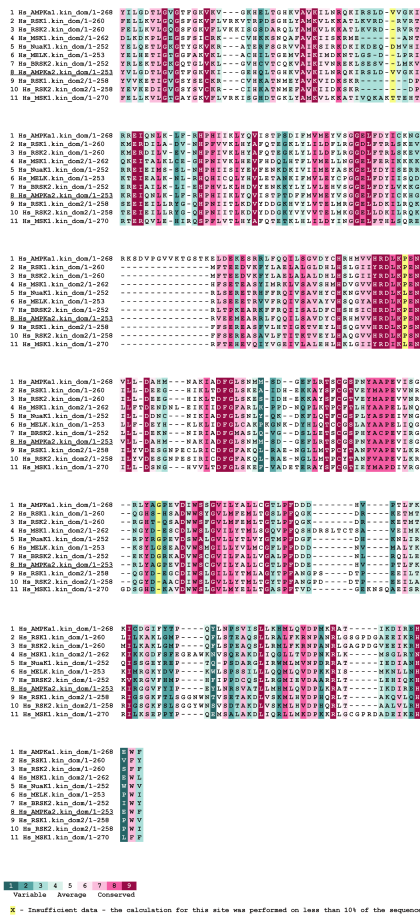

MSA of non-inhibited kinases by BAY-3827 with ConSurf colours

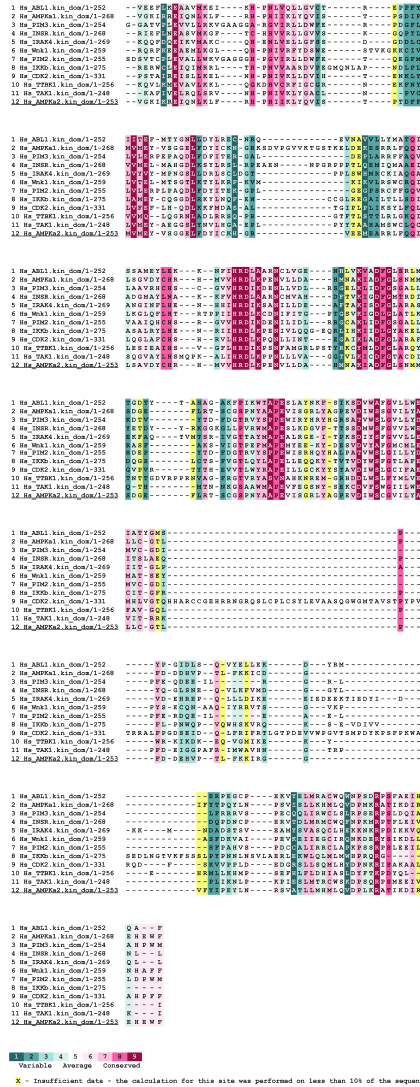

**B**

MSA of non-inhibited kinases by BAY-3827 with ConSurf colours

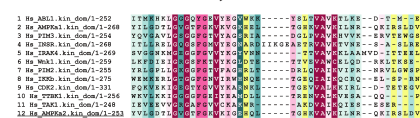

C

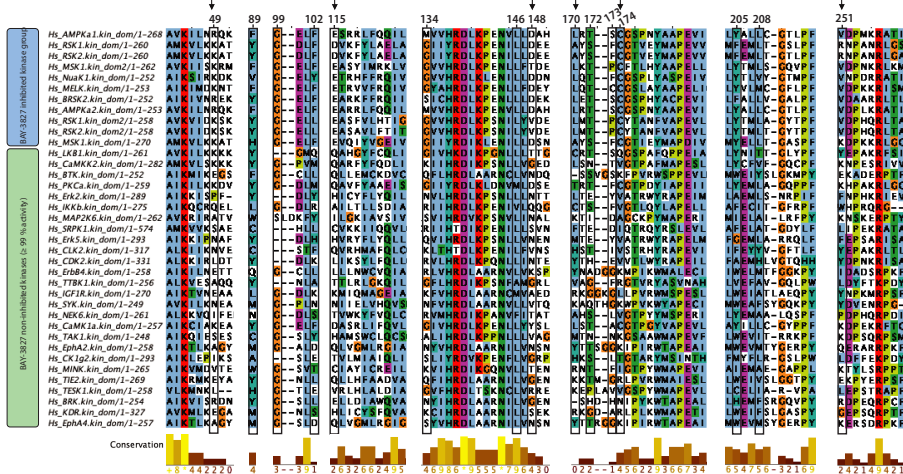

**Fig. S1. Sequence conservation of BAY-3827-inhibited and non-inhibited human kinases.** (A) Multiple sequence alignment (MSA) of the kinase domains of BAY-3827-inhibited kinases ( $\leq 50\%$  remaining activity) showing computed ConSurf (40,41) residue conservation (1-9) reported in AMPK $\alpha$ 2 numbering and (B) MSA of kinase domains in the non-inhibited kinase group by BAY-3827 ( $\geq 99\%$  remaining activity) with yellow colors representing insufficient data to calculate a conservation score. (C) MSA of the kinase domains of top inhibited kinases by BAY-3827 and non-inhibited kinases was conducted in Jalview (68), with highlighted residues shown in AMPK $\alpha$ 2 numbering with more than a 3-point conservation scale difference between kinase groups (Table S2). Arrows highlight residues with the highest difference in conservation across groups ( $\geq 5$ -point difference).

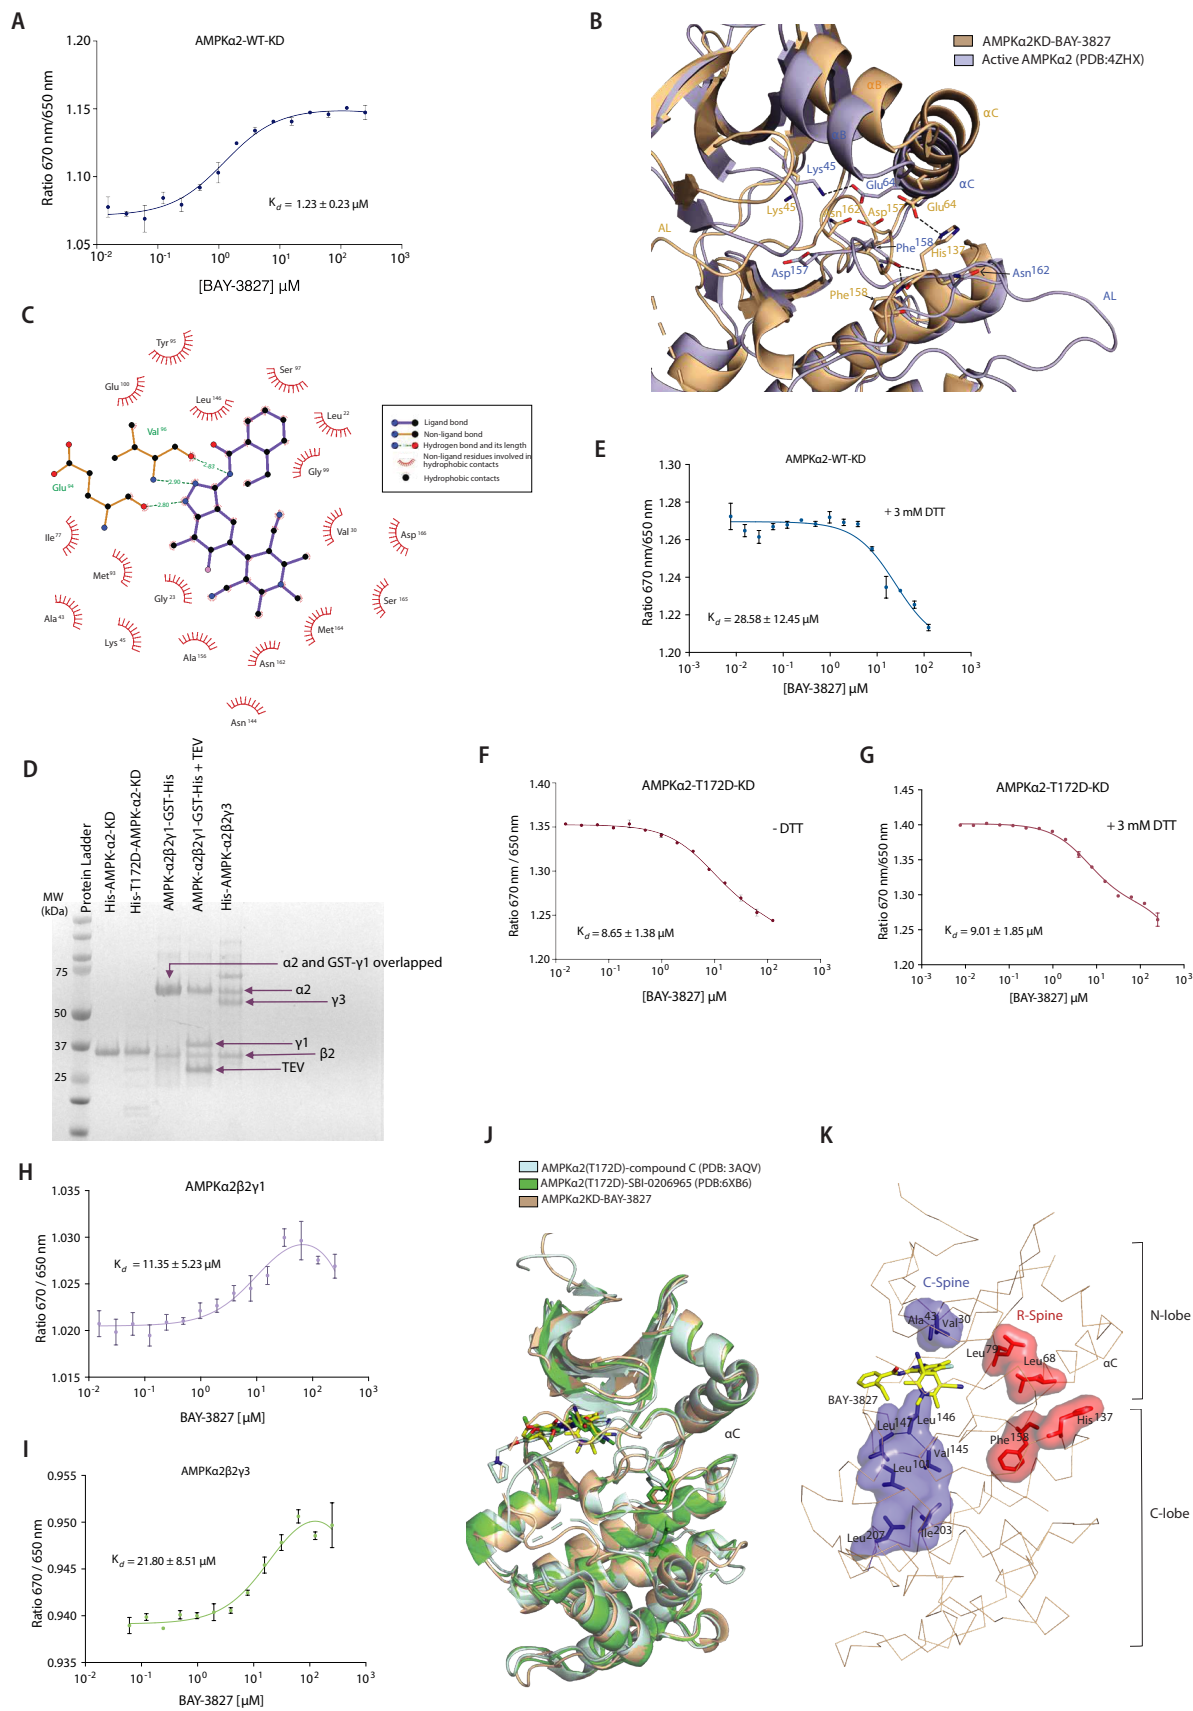

**Fig. S2. Structural features of AMPK $\alpha$ 2KD bound to BAY-3827.** (A) Spectral shift binding assay of BAY-3827 to AMPK $\alpha$ 2 kinase domain ( $\alpha$ 2KD). Data is from three separate experiments with n=3 technical replicates shown as mean  $\pm$  SEM showing a representative graph with  $K_d$  reported in  $\mu$ M. (B) The AMPK $\alpha$ 2 kinase domain ( $\alpha$ 2KD) BAY-3827-bound structure (tan) was superimposed with active AMPK $\alpha$ 2KD (purple, PDB: 4ZHX) with labelled displayed residues and features. (C) Ligand map of BAY-3827-interacting residues with AMPK $\alpha$ 2KD showing hydrogen bonds and their lengths and ligand-protein hydrophobic contacts. (D) SDS-PAGE gel containing pure protein fractions of *E. coli*-purified inactive AMPK WT- $\alpha$ 2KD (3 $\mu$ g), T172D- $\alpha$ 2KD (3  $\mu$ g) and AMPK complexes  $\alpha$ 2 $\beta$ 2 $\gamma$ 1 (both TEV protease cleaved and non-cleaved) and  $\alpha$ 2 $\beta$ 2 $\gamma$ 3 complex (6  $\mu$ g). (E) Representative graphs of performed spectral shift binding assays of BAY-3827 binding to WT- $\alpha$ 2KD in the presence of 3 mM DTT and (F)-(G) T172D- $\alpha$ 2KD  $\pm$  3 mM DTT. Data are from three separate experiments with n=3 technical replicates reported as mean  $\pm$  SEM ( $\mu$ M). (H) Spectral shift binding assay of BAY-3827 to inactive AMPK $\alpha$ 2 $\beta$ 2 $\gamma$ 1 complex and (I) AMPK $\alpha$ 2 $\beta$ 2 $\gamma$ 3 complex with data from four separate experiments with n=2-3 technical replicates.  $K_d$  values are reported as mean  $\pm$  SEM ( $\mu$ M) and shown is a representative graph. (J) Superimposition of compound C (light cyan, PDB:3AQV) and SBI-0206965 (green, PDB:6BX6)-AMPK $\alpha$ 2(T172D) kinase domain structures with AMPK $\alpha$ 2KD bound to BAY-3827. (K) Catalytic (C) and regulatory (R) spines in AMPK $\alpha$ 2KD-BAY-3827 structure shown in purple and red respectively, with the hydrophobic residues that compose them. Visualizations were conducted in PyMOL (80).

**A**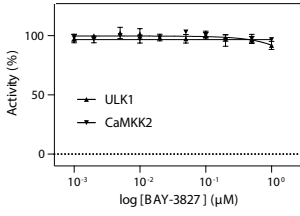**B**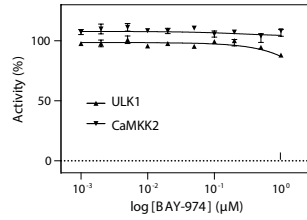**C**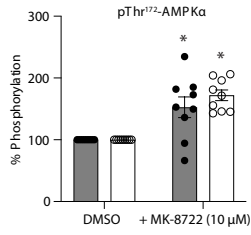**D**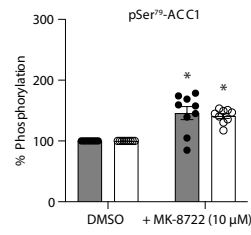**F**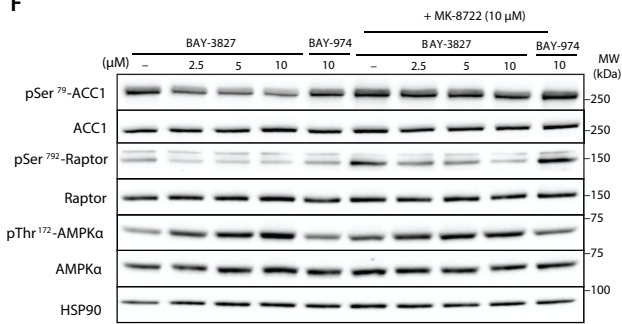**H**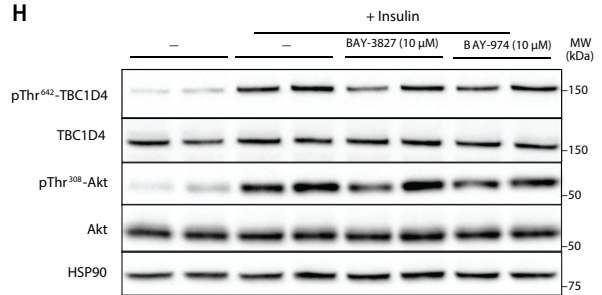**J**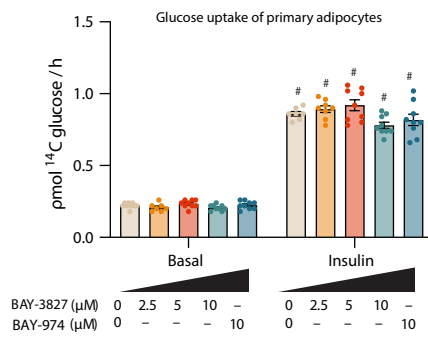**E**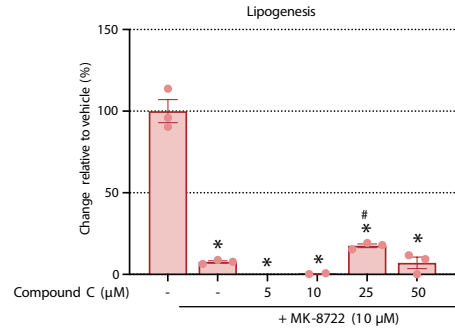**G**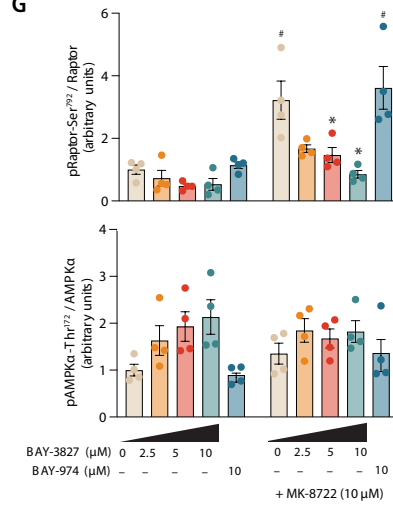**I**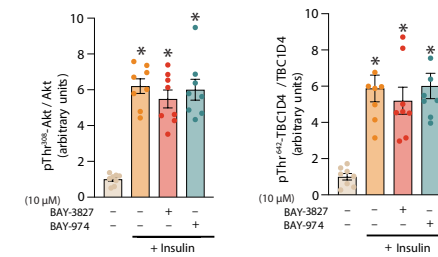**K**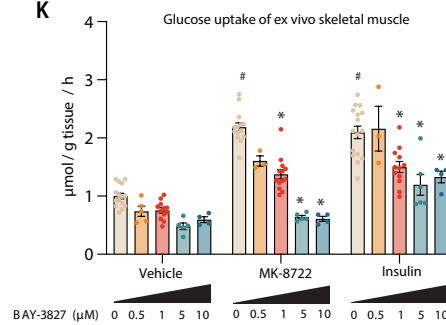

**Fig. S3. BAY-3827 but not BAY-974 inhibit AMPK signaling in adipocytes and ex vivo skeletal muscle.** (A) and (B) ULK1 and CaMKK2 kinase activity (%) assays in response to BAY-3827 or BAY-974 treatment from n=3. HTRF assay controls; vehicle (DMSO) and MK-8722 10  $\mu$ M in (C) pThr<sup>172</sup>-AMPK and (D) pSer<sup>79</sup>-ACC kits. Data are n=3 from three independent experiments subjected to a two-way ANOVA test with \*p < 0.05. (E) Lipogenesis assay from n=6 mice seeded in n=3 technical triplicate wells. A one-way Brown-Forsythe and Welch one-way ANOVA test was conducted due to unequal standard deviations in the data. Multiple comparisons were corrected with Dunnett T3 test. \*p < 0.05 vehicle vs + MK-8722 conditions; #p < 0.05 vehicle + MK-8722 vs compound C + MK-8722 conditions. (F) Representative western blot of AMPK signaling in adipocytes treated with BAY-3827 or BAY-974 in basal and MK-8722 (10  $\mu$ M) conditions and (G) phospho/total ratios of pSer<sup>792</sup>-Raptor and pThr<sup>172</sup>-AMPK #p < 0.05 (basal vs + MK-8722). (H) Representative western blot of insulin signaling in primary adipocytes treated with BAY-3827 or BAY-974  $\pm$  insulin and corresponding (I) pThr<sup>308</sup>-Akt and pThr<sup>642</sup>-TBC1D4 phospho/total ratios where \*p < 0.05 (vehicle vs treatments). (J) Glucose uptake in primary adipocytes treated with increasing BAY-3827 doses in the presence of MK-8722 or insulin. Data is n=8-9 from three separate experiments and #p < 0.05 (basal vs insulin). (K) Ex-vivo glucose uptake of EDL muscle treated with BAY-3827  $\pm$  MK-8722 in the presence or absence of insulin. Data is n=3-5 from four separate experiments. \*p < 0.05 (veh vs treatment) and #p < 0.05 (veh vs veh + MK-8722; veh vs veh + insulin). (J) and (K) were subjected to a two-way ANOVA statistical test. All data points are shown as mean  $\pm$  SEM.

**A** Expression of MK-8722-AMPK-stimulated genes downregulated by BAY-3827 (524)

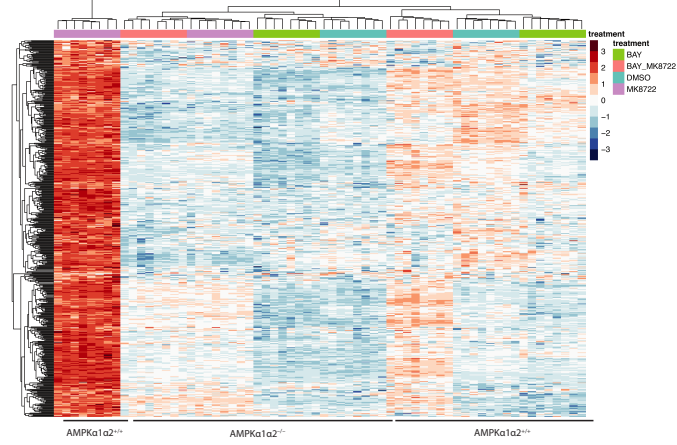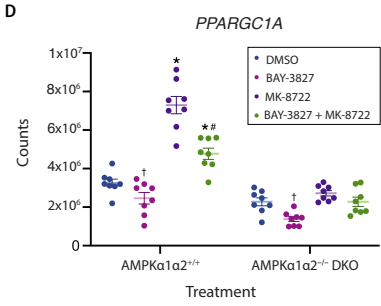

**B** AMPKα1α2<sup>+/+</sup> vs AMPKα1α2<sup>-/-</sup> DKO in MK-8722

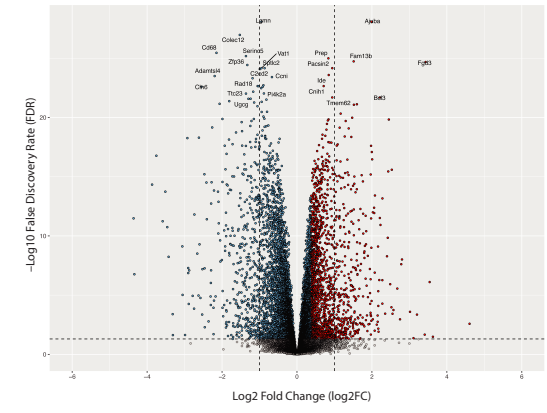

**E** RSK1 genes

RSK2 genes

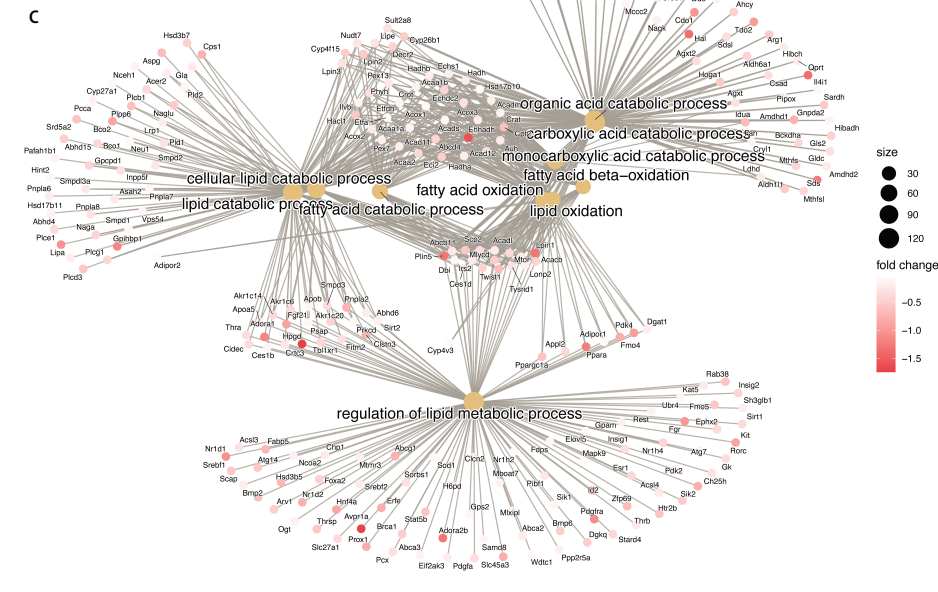

**Fig. S4. Unbiased transcriptome sequencing of AMPK $\alpha$ 1 $\alpha$ 2<sup>-/-</sup> double knockout (DKO) and AMPK $\alpha$ 1 $\alpha$ 2<sup>+/+</sup> (control) primary hepatocytes treated with BAY-3827  $\pm$  MK-8722.** (A) Heatmap representation of the gene expression of 524 significant MK-8722-stimulated genes downregulated by BAY-3827 with shown treatments. (B) Volcano plot showing top significant (abs (FC)  $\geq$  1.3), FDR < 0.05) upregulated (red) and downregulated (blue) genes by loss of AMPK $\alpha$ 1 $\alpha$ 2 vs control in MK-8722-treated cells. (C) Cnetplot of top gene ontology (GO) biological processes of downregulated genes by BAY-3827 + MK-8722 vs MK-8722 in control cells. (D) Plot of normalized counts of mitochondrial biogenesis gene *PPARGC1A* (ENSMUSG00000029167) in control and DKO cells across the depicted treatments. A two-way ANOVA test with Tukey's correction for multiple comparisons where \*p < 0.05 (DMSO vs treatment); #p < 0.05 (MK-8722 vs BAY-3827 + MK-8722) and †p < 0.05 (MK-8722 vs BAY-3827). (E) Selected genes proposed as Ribosomal S6 kinase (RSK) 1 and 2 genes (51) downregulated by BAY-3827 in MK-8722-treated control hepatocytes.

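Relative to DMSO-treated control cells, the 483 AMPK-dependent genes that BAY-3827 lowered had a mean log2 expression of 0.84 ± 0.06 (SD, n = 8 replicates) with MK-8722, 0.10 ± 0.08 with BAY-3827 + MK-8722, and −0.13 ± 0.09 with BAY-3827 in control cells. In DKO cells, the means were −0.23 ± 0.10 with DMSO, −0.08 ± 0.08 with MK-8722, −0.26 ± 0.09 with BAY-3827, and −0.16 ± 0.11 with BAY-3827 + MK-8722. The genes were selected in the same libraries.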

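With BAY-3827 alone against DMSO, *Ppargc1a* changed by −0.79 ± 0.869 CPM in control cells, with a rise in 2 of 8 mice (SD of the differences, n = 8; two-sided exact sign-flip permutation test, p = 0.0469, adjusted p = 0.0536). In DKO cells it changed by −0.581 ± 0.584 (exact p = 0.0469, adjusted p = 0.0536). Under DMSO, DKO and control cells differed by −1.3 CPM (exact permutation test, p = 0.000466, adjusted p = 0.00186). By edgeR's quasi-likelihood test, BAY-3827 alone gave log2 fold changes of −0.41 in control (FDR 0.157) and −0.50 in DKO cells (FDR 0.181).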

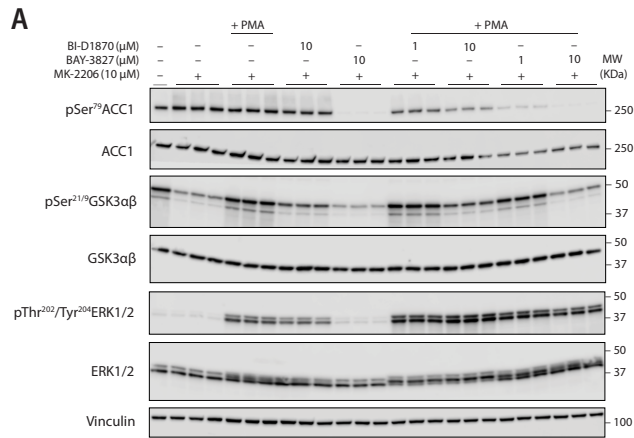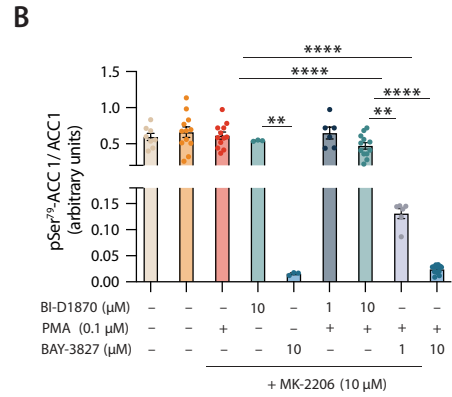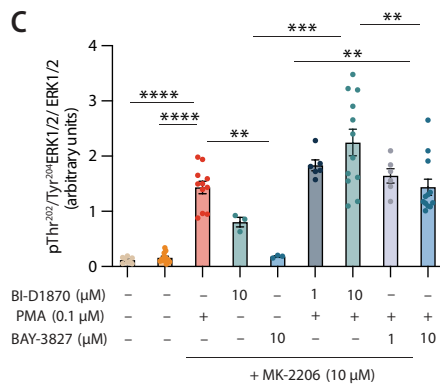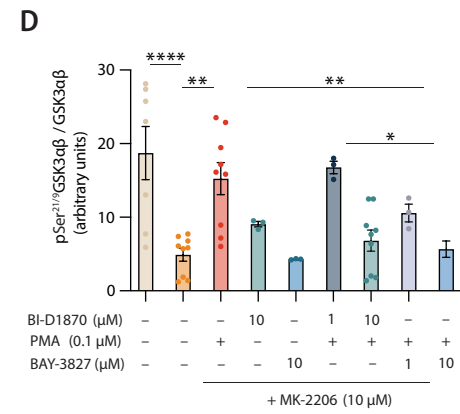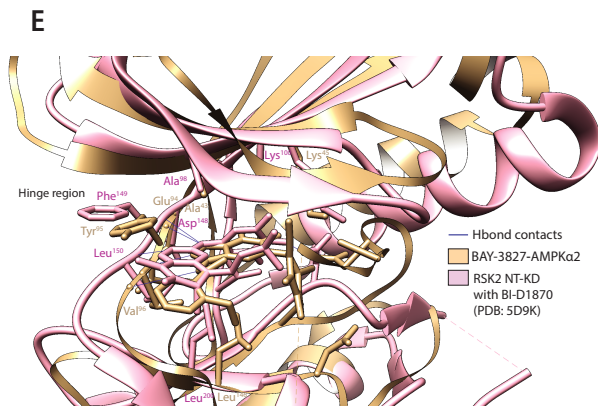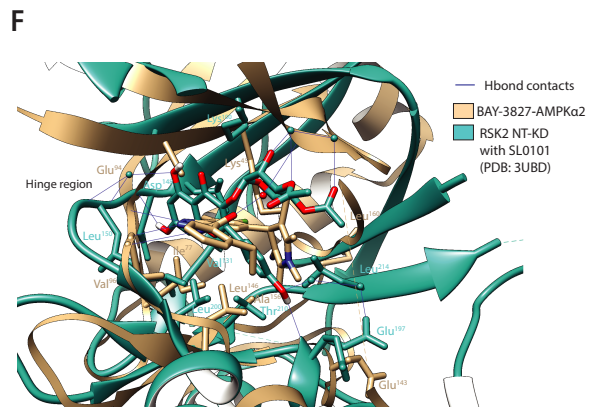

**Fig. S5. BAY-3827 and 90 kDa ribosomal S6 kinase (RSK) signaling.** (A) Representative western blot of RSK signaling in HEK293 cells treated with BAY-3827 or RSK inhibitor BI-D1870 in the presence of Akt inhibitor MK-2206 in the presence or absence of phorbol 12-myristate 13-acetate (PMA) ERK1/2-RSK activator. (B) Calculated phospho/total ratios following (A) band quantification of pSer<sup>79</sup>-ACC (C) pSer<sup>21/9</sup>GSK3 $\alpha\beta$  and (D) pThr<sup>202</sup>/Tyr<sup>204</sup>ERK1/2. Data are n=3 from 3 independent experiments shown as mean  $\pm$  SEM and subject to a one-way ANOVA analysis, where \*p < 0.05, \*\*p < 0.002 and \*\*\*p < 0.0002 \*\*\*\*p < 0.0001. (E) RSK2 NT-KD structure solved with BI-D1870 inhibitor (PDB: 5D9K) and (F) SL0101 inhibitor (PDB: 3UBD) (53,54) superimposed with BAY-3827-AMPK $\alpha$ 2KD structure showing key interacting residues, with hydrogen bonds shown in blue. Visualizations were conducted in Chimera (81).

**Table S1. BAY-3827 (A) and BAY-974 (B) kinase selectivity data at 0.1  $\mu$ M across a panel of 140 human kinases.** From duplicate conditions reported as mean kinase activity remaining (%) and standard deviation (SD) values.

**Table S2. Kinase residue conservation scores calculated based sequence similarity based on in vitro kinase activity data of BAY-3827-inhibited and non-inhibited kinases.** In vitro kinase selectivity data at 1  $\mu$ M was cross-referenced with past data (38) and BAY-3827-inhibited and non-inhibited kinase groups were selected with shown calculated percentage identity (PID) values (%) based on a sequence alignment of selected group kinases in Jalview (69) with AMPK $\alpha$ 1 as the reference. Subsequent ConSurf (41,42) residue conservation scores (1-9) were calculated, where \* represents low confidence scoring and the calculated score change ( $\Delta$ ) between groups.

**Table S3. Significant differentially expressed genes by BAY-3827 in the presence of MK-8722 in control mouse primary hepatocytes.** Differentially expressed genes were defined as significant (abs (FC)  $\geq$  1.3, FDR < 0.05) in BAY-3827 + MK-8722 treated AMPK $\alpha$ 1 $\alpha$ 2<sup>+/+</sup> (control) primary hepatocytes compared to MK-8722 treatment alone.

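The paper's table S3 holds 2511 genes, and 2466 of its entries could be matched to the deposited genes, 2390 by gene identifier and 76 by symbol. Of the 2370 matched genes that passed the filter on low counts here, 1944 (82%) were called in the same direction and 0 in the opposite direction. They make up 96.9% of the genes called here. Across the genes of the table, the log2 fold changes had a Pearson correlation of 0.997 with those computed here, and 1963 of the 2370 had an FDR under 0.05. With the mouse as replicate block, 2338 (98.6%) were called in the same direction.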

## REFERENCES AND NOTES

1. D. G. Hardie, F. A. Ross, S. A. Hawley, AMPK: A nutrient and energy sensor that maintains energy homeostasis. *Nat. Rev. Mol. Cell Biol.* **13**, 251–262 (2012).
2. G. R. Steinberg, D. G. Hardie, New insights into activation and function of the AMPK. *Nat. Rev. Mol. Cell Biol.* **24**, 255–272 (2023).
3. D. G. Hardie, K. Sakamoto, AMPK: A key sensor of fuel and energy status in skeletal muscle. *Physiology* **21**, 48–60 (2006).
4. F. A. Ross, C. MacKintosh, D. G. Hardie, AMP-activated protein kinase: A cellular energy sensor that comes in 12 flavours. *FEBS J.* **283**, 2987–3001 (2016).
5. W. J. Smiles, A. J. Ovens, J. S. Oakhil, B. Kofler, The metabolic sensor AMPK: Twelve enzymes in one. *Molecular. Metabolism* **90**, 102042 (2024).
6. B. Xiao, M. J. Sanders, E. Underwood, R. Heath, F. V. Mayer, D. Carmena, C. Jing, P. A. Walker, J. F. Eccleston, L. F. Haire, P. Saiu, S. Howell, R. Aasland, S. Martin, D. Carling, S. Gamblin, Structure of mammalian AMPK and its regulation by ADP. *Nature* **472**, 230–233 (2011).
7. C. G. Langendorf, B. E. Kemp, Choreography of AMPK activation. *Cell Res.* **25**, 5–6 (2015).
8. S. A. Hawley, F. M. Russell, D. G. Hardie, AMP-activated protein kinase can be allosterically activated by ADP but AMP remains the key activating ligand. *Biochem. J.* **8**, 587–599 (2024).
9. G. R. Steinberg, D. Carling, AMP-activated protein kinase: The current landscape for drug development. *Nat. Rev. Drug Discov.* **18**, 527–551 (2019).
10. D. Carling, V. A. Zammit, D. G. Hardie, A common bicyclic protein kinase cascade inactivates the regulatory enzymes of fatty acid and cholesterol biosynthesis. *FEBS Lett.* **223**, 217–222 (1987).

11. D. G. Hardie, AMP-activated protein kinase — A journey from 1 to 100 downstream targets. *Biochem. J.* **479**, 2327–2343 (2022).
12. K. Sakamoto, G. D. Holman, Emerging role for AS160/TBC1D4 and TBC1D1 in the regulation of GLUT4 traffic. *Am. J. Physiol. Endocrinol. Metab.* **295**, E29–E37 (2008).
13. Q. Chen, B. Xie, S. Zhu, P. Rong, Y. Sheng, S. Ducommun, L. Chen, C. Quan, M. Li, K. Sakamoto, C. MacKintosh, S. Chen, H. Wang, A Tbc1d1 Ser231Ala-knockin mutation partially impairs AICAR- but not exercise-induced muscle glucose uptake in mice. *Diabetologia* **60**, 336–345 (2017).
14. R. Kjøbsted, J. L. W. Roll, N. O. Jørgensen, J. B. Birk, M. Foretz, B. Viollet, A. Chadt, H. Al-Hasani, J. F. P. Wojtaszewski, AMPK and TBC1D1 regulate muscle glucose uptake after, but not during, exercise and contraction. *Diabetes* **68**, 1427–1440 (2019).
15. B. Cool, B. Zinker, W. Chiou, L. Kifle, N. Cao, M. Perham, R. Dickinson, A. Adler, G. Gagne, R. Iyengar, G. Zhao, K. Marsh, P. Kym, P. Jung, H. Camp, E. Frevert, Identification and characterization of a small molecule AMPK activator that treats key components of type 2 diabetes and the metabolic syndrome. *Cell Metab.* **3**, 403–416 (2006).
16. O. Göransson, A. McBride, S. A. Hawley, F. A. Ross, N. Shpiro, M. Foretz, B. Viollet, D. G. Hardie, K. Sakamoto, Mechanism of action of A-769662, a valuable tool for activation of AMP-activated protein kinase. *J. Biol. Chem.* **282**, 32549–32560 (2007).
17. B. Xiao, M. J. Sanders, D. Carmena, N. J. Bright, L. F. Haire, E. Underwood, B. R. Patel, R. B. Heath, P. A. Walker, S. Hallen, F. Giordanetto, S. Martin, D. Carling, S. Gamblin, Structural basis of AMPK regulation by small molecule activators. *Nat. Commun.* **4**, 3017 (2013).
18. R. W. Myers, H. P. Guan, J. Ehrhart, A. Petrov, S. Prahalada, E. Tozzo, X. Yang, M. M. Kurtz, M. Trujillo, D. G. Trotter, D. Feng, S. Xu, G. Eiermann, M. A. Holahan, D. Rubins, S. Conarello, X. Niu, S. C. Souza, C. Miller, J. Liu, K. Lu, W. Feng, Y. Li, R. Painter, J. Milligan, H. He, F. Liu, A. Ogawa, D. Wisniewski, R. Rohm, L. Wang, M. Bunzel, Y. Qian, W. Zhu, H. Wang, B. Bennet, L. Scheuch, G. Fernandez, C. Li, M. Klimas, G. Zhou, M. Van Heek, T. Biftu, A. Weber, D. Kelley, N. Thornberry, M. Erion, D. Kemp, I. Sebhat, Systemic

pan-AMPK activator MK-8722 improves glucose homeostasis but induces cardiac hypertrophy. *Science* **357**, 507–511 (2017).

19. E. C. Cokorinos, J. Delmore, A. R. Reyes, B. Albuquerque, R. Kjøbsted, N. O. Jørgensen, J. L. Tran, A. Jatkar, K. Cialdea, R. M. Esquejo, J. Meissen, M. F. Calabrese, J. Cordes, R. Moccia, D. Tess, C. T. Salatto, T. M. Coskran, A. C. Opsahl, D. Flynn, M. Blatnik, W. Li, E. Kindt, M. Foretz, B. Viollet, J. Ward, R. Kurumbail, A. Kalgutkar, J. Wojtaszewski, K. Cameron, R. Miller, Activation of skeletal muscle AMPK promotes glucose disposal and glucose lowering in non-human primates and mice. *Cell Metab.* **25**, 1147–1159.e10 (2017).
20. J. E. Strang, D. D. Astridge, V. T. Nguyen, P. Reigan, Small molecule modulators of AMP-activated protein kinase (AMPK) activity and their potential in cancer therapy. *J. Med. Chem.* **68**, 2238–2254 (2025).
21. D. Vara-Ciruelos, F. M. Russell, D. Grahame Hardie, The strange case of AMPK and cancer: Dr Jekyll or Mr Hyde? *Open Biol.* **9**, 190099 (2019).
22. D. R. Alessi, K. Sakamoto, J. R. Bayascas, LKB1-dependent signaling pathways. *Annu. Rev. Biochem.* **75**, 137–163 (2006).
23. R. J. Shaw, N. Bardeesy, B. D. Manning, L. Lopez, M. Kosmatka, R. A. DePinho, L. C. Cantley, The LKB1 tumor suppressor negatively regulates mTOR signaling. *Cancer Cell* **6**, 91–99 (2004).
24. X. Huang, S. Wullschleger, M. Shpiro, V. A. McGuire, K. Sakamoto, Y. L. Woods, W. McBurnie, S. Fleming, D. R. Alessi, Important role of the LKB1-AMPK pathway in suppressing tumorigenesis in PTEN-deficient mice. *Biochem. J.* **412**, 211–221 (2008).
25. F. M. Russell, D. G. Hardie, AMP-activated protein kinase: Do we need activators or inhibitors to treat or prevent cancer? *Int. J. Mol. Sci.* **22**, 186 (2020).
26. T. Monteverde, N. Muthalagu, J. Port, D. J. Murphy, Evidence of cancer-promoting roles for AMPK and related kinases. *FEBS J.* **282**, 4658–4671 (2015).

27. G. Zhou, R. Myers, Y. Li, Y. Chen, X. Shen, J. Fenyk-Melody, M. Wu, J. Ventre, T. Doebber, N. Fujii, N. Musi, M. F. Hirshman, L. J. Goodyear, D. E. Moller, Role of AMP-activated protein kinase in mechanism of metformin action. *J. Clin. Investig.* **108**, 1167–1174 (2001).
28. P. B. Yu, C. C. Hong, C. Sachidanandan, J. L. Babitt, D. Y. Deng, S. A. Hoyng, H. Y. Lin, K. D. Bloch, R. T. Peterson, Dorsomorphin inhibits BMP signals required for embryogenesis and iron metabolism. *Nat. Chem. Biol.* **4**, 33–41 (2008).
29. N. Handa, T. Takagi, S. Saijo, S. Kishishita, D. Takaya, M. Toyama, T. Terada, M. Shirouzu, A. Suzuki, S. Lee, T. Yamauchi, M. Okada-Iwabuchi, M. Iwabuchi, T. Kadowaki, Y. Minokoshi, S. Yokoyama, Structural basis for compound C inhibition of the human AMP-activated protein kinase  $\alpha 2$  subunit kinase domain. *Acta Crystallogr. D Biol. Crystallogr.* **67**, 480–487 (2011).
30. A. Chaikuad, I. Alfano, G. Kerr, C. E. Sanvitale, J. H. Boergermann, J. T. Triffitt, F. Von Delft, S. Knapp, P. Knaus, A. N. Bullock, Structure of the bone morphogenetic protein receptor ALK2 and implications for fibrodysplasia ossificans progressiva. *J. Biol. Chem.* **287**, 36990–36998 (2012).
31. J. Bain, L. Plater, M. Elliott, N. Shpiro, C. J. Hastie, H. Mclauchlan, I. Klevernic, J. S. C. Arthur, D. R. Alessi, P. Cohen, The selectivity of protein kinase inhibitors: A further update. *Biochem. J.* **408**, 297–315 (2007).
32. J. Vogt, R. Traynor, G. P. Sapkota, The specificities of small molecule inhibitors of the TGF $\beta$  and BMP pathways. *Cell. Signal.* **23**, 1831–1842 (2011).
33. T. A. Dite, C. G. Langendorf, A. Hoque, S. Galic, R. J. Rebello, A. J. Ovens, L. M. Lindqvist, K. R. W. Ngoei, N. X. Y. Ling, L. Furic, B. E. Kemp, J. W. Scott, J. S. Oakhill, AMP-activated protein kinase selectively inhibited by the type II inhibitor SBI-0206965. *J. Biol. Chem.* **293**, 8874–8885 (2018).
34. B. Dasgupta, W. Seibel, Compound C/Dorsomorphin: Its use and misuse as an AMPK inhibitor, in *Methods in Molecular Biology*, (Humana Press Inc., 2018), pp. 195–202.

35. D. F. Egan, M. G. H. Chun, M. Vamos, H. Zou, J. Rong, C. J. Miller, H. J. Lou, D. Raveendra-Panickar, C. C. Yang, D. J. Sheffler, P. Teriete, J. Asara, B. Turk, N. Cosford, R. Shaw, Small molecule inhibition of the autophagy kinase ULK1 and identification of ULK1 substrates. *Mol. Cell* **59**, 285–297 (2015).
36. D. Ahwazi, K. Neopane, G. R. Markby, F. Kopietz, A. J. Ovens, M. Dall, A. S. Hassing, P. Gräsle, Y. Alshuweishi, J. T. Treebak, I. Salt, O. Göransson, E. Zeqiraj, J. Scott, K. Sakamoto, Investigation of the specificity and mechanism of action of the ULK1/AMPK inhibitor SBI-0206965. *Biochem. J.* **478**, 2977–2997 (2021).
37. C. Lemos, V. K. Schulze, S. J. Baumgart, E. Nevedomskaya, T. Heinrich, J. Lefranc, B. Bader, C. D. Christ, H. Briem, L. P. Kuhnke, S. Holton, U. Bömer, P. Lienau, F. von Nussbaum, C. Nising, M. Bauser, A. Hägebarth, D. Mumberg, B. Haendler, The potent AMPK inhibitor BAY-3827 shows strong efficacy in androgen-dependent prostate cancer models. *Cell. Oncol.* **44**, 581–594 (2021).
38. S. A. Hawley, F. M. Russell, F. A. Ross, D. G. Hardie, BAY-3827 and SBI-0206965: Potent ampk inhibitors that paradoxically increase Thr172 phosphorylation. *Int. J. Mol. Sci.* **25**, 453 (2024).
39. G. Manning, D. B. Whyte, R. Martinez, T. Hunter, S. Sudarsanam, The protein kinase complement of the human genome. *Science* **298**, 1912–1934 (2002).
40. H. Ashkenazy, S. Abadi, E. Martz, O. Chay, I. Mayrose, T. Pupko, N. Ben-Tal, ConSurf 2016: An improved methodology to estimate and visualize evolutionary conservation in macromolecules. *Nucleic Acids Res.* **44**, W344–W350 (2016).
41. B. Yariv, E. Yariv, A. Kessel, G. Masrati, A. B. Chorin, E. Martz, I. Mayrose, T. Pupko, N. Ben-Tal, Using evolutionary data to make sense of macromolecules with a “face-lifted” ConSurf. *Protein Sci.* **32**, e4582 (2023).
42. C. G. Langendorf, K. R. W. Ngoei, J. W. Scott, N. X. Y. Ling, S. M. A. Issa, M. A. Gorman, M. W. Parker, K. Sakamoto, J. S. Oakhill, B. E. Kemp, Structural basis of allosteric and

- synergistic activation of AMPK by furan-2-phosphonic derivative C2 binding. *Nat. Commun.* **7**, 10912 (2016).
43. V. Modi, R. L. Dunbrack, Defining a new nomenclature for the structures of active and inactive kinases. *Proc. Natl. Acad. Sci. U.S.A.* **116**, 6818–6827 (2019).
44. S. S. Taylor, M. M. Keshwani, J. M. Steichen, A. P. Kornev, Evolution of the eukaryotic protein kinases as dynamic molecular switches. *Philos. Trans. R. Soc. Lond. B. Biol. Sci.* **367**, 2517–2528 (2012).
45. M. J. Sanders, Y. Ratinaud, K. Neopane, N. Bonhoure, E. A. Day, O. Ciclet, S. Lassueur, M. N. Pinta, M. Deak, B. Brinon, S. Christen, G. Steinberg, D. Barron, K. Sakamoto, Natural (dihydro)phenanthrene plant compounds are direct activators of AMPK through its allosteric drug and metabolite-binding site. *J. Biol. Chem.* **298**, 101852 (2022).
46. N. Boudaba, A. Marion, C. Huet, R. Pierre, B. Viollet, M. Foretz, Ampk re-activation suppresses hepatic steatosis but its downregulation does not promote fatty liver development. *EBioMedicine* **28**, 194–209 (2018).
47. R. W. Hunter, M. Foretz, L. Bultot, M. D. Fullerton, M. Deak, F. A. Ross, S. A. Hawley, N. Shpiro, B. Viollet, D. Barron, B. Kemp, G. Steinberg, D. Hardie, K. Sakamoto, Mechanism of action of compound-13: An  $\alpha 1$ -selective small molecule activator of AMPK. *Chem. Biol.* **21**, 866–879 (2014).
48. T. Hashimoto, Y. Urushihara, Y. Murata, Y. Fujishima, Y. Hosoi, AMPK increases expression of ATM through transcriptional factor Sp1 and induces radioresistance under severe hypoxia in glioblastoma cell lines. *Biochem. Biophys. Res. Commun.* **590**, 82–88 (2022).
49. X. S. Rao, X. X. Cong, X. K. Gao, Y. P. Shi, L. J. Shi, J. F. Wang, C. Y. Ni, M. J. He, Y. Xu, C. Yi, Z. Meng, J. Liu, P. Lin, L. Zheng, Y. Zhou, AMPK-mediated phosphorylation enhances the auto-inhibition of TBC1D17 to promote Rab5-dependent glucose uptake. *Cell Death Differ.* **28**, 3214–3234 (2021).

50. K. Yamano, A. I. Fogel, C. Wang, A. M. van der Bliek, R. J. Youle, Mitochondrial Rab GAPs govern autophagosome biogenesis during mitophagy. *eLife* **3**, e01612 (2014).
51. W. S. Yang, M. J. Caliva, V. S. Khadka, M. Tiirikainen, M. L. Matter, Y. Deng, J. W. Ramos, RSK1 and RSK2 serine/threonine kinases regulate different transcription programs in cancer. *Front. Cell Dev. Biol.* **10**, 1015665 (2023).
52. G. P. Sapkota, L. Cummings, F. S. Newell, C. Armstrong, J. Bain, M. Frodin, M. Grauert, M. Hoffmann, G. Schnapp, M. Steegmaier, P. Cohen, D. Alessi, BI-D1870 is a specific inhibitor of the p90 RSK (ribosomal S6 kinase) isoforms in vitro and in vivo. *Biochem. J.* **401**, 29–38 (2007).
53. D. Utepbergenov, U. Derewenda, N. Olekhnovich, G. Szukalska, B. Banerjee, M. K. Hilinski, D. A. Lannigan, P. T. Stukenberg, Z. S. Derewenda, Insights into the inhibition of the p90 ribosomal S6 kinase (RSK) by the flavonol glycoside SL0101 from the 1.5 Å crystal structure of the N-terminal domain of RSK2 with bound inhibitor. *Biochemistry* **51**, 6499–6510 (2012).
54. R. Jain, M. Mathur, J. Lan, A. Costales, G. Atallah, S. Ramurthy, S. Subramanian, L. Setti, P. Feucht, B. Warne, L. Doyle, S. Basham, A. Jefferson, M. Lindvall, B. Appleton, C. Shafer, Discovery of potent and selective RSK inhibitors as biological probes. *J. Med. Chem.* **58**, 6766–6783 (2015).
55. B. W. Murray, C. Guo, J. Piraino, J. K. Westwick, C. Zhang, J. Lamerdin, E. Dagostino, D. Knighton, C. M. Loi, M. Zager, E. Kraynov, I. Popoff, J. Christensen, R. Martinez, S. Kephart, J. Marakovits, S. Karlicek, S. Bergqvist, T. Smeal, Small-molecule p21-activated kinase inhibitor PF-3758309 is a potent inhibitor of oncogenic signaling and tumor growth. *Proc. Natl. Acad. Sci. U.S.A.* **107**, 9446–9451 (2010).
56. C. Schneider, J. Hilbert, F. Genevaux, S. Höfer, L. Krauß, F. Schicktanz, C. T. Contreras, S. Jansari, A. Papargyriou, T. Richter, A. M. Alfayomy, C. Falcomatà, C. Schneeweis, F. Orben, R. Öllinger, F. Wegwitz, A. Boshnakovska, P. Rehling, D. Müller, P. Ströbel, V. Ellenrieder, L. Conradi, E. Hessmann, M. Ghadimi, M. Grade, M. Wirth, K. Steiger, R.

- Rad, B. Kuster, W. Sippl, M. Reichert, D. Saur, G. Schneider, A novel AMPK inhibitor sensitizes pancreatic cancer cells to ferroptosis induction. *Adv. Sci.* **11**, 2307695 (2024).
57. H. Möbitz, The ABC of protein kinase conformations. *Biochim. Biophys. Acta* **1854**, 1555–1566 (2015).
58. D. P. Byrne, S. Shrestha, M. Galler, M. Cao, L. A. Daly, A. E. Campbell, C. E. Eyers, E. A. Veal, N. Kannan, P. A. Eyers, Aurora A regulation by reversible cysteine oxidation reveals evolutionarily conserved redox control of Ser/Thr protein kinase activity. *Sci. Signal.* **639**, 2713 (2020).
59. X. Huang, M. Begley, K. A. Morgenstern, Y. Gu, P. Rose, H. Zhao, X. Zhu, Crystal structure of an inactive Akt2 kinase domain. *Structure* **1**, 21–30 (2003).
60. R. Anjum, J. Blenis, The RSK family of kinases: Emerging roles in cellular signalling. *Nat. Rev. Mol. Cell Biol.* **9**, 747–758 (2008).
61. F. Koutsougianni, D. Alexopoulou, A. Uvez, A. Lamprianidou, E. Sereti, C. Tsimplouli, E. Ilkay Armutak, K. Dimas, P90 ribosomal S6 kinases: A bona fide target for novel targeted anticancer therapies? *Biochem. Pharmacol.* **210**, 115488 (2023).
62. B. Viollet, M. Foretz, Animal models to study AMPK. *EXS* **107**, 441–469 (2016).
63. N. Ashraf, J. L. van Nostrand, Fine-tuning AMPK in physiology and disease using point-mutant mouse models. *Dis. Model Mech.* **17**, dmm050798 (2024).
64. K. Sakamoto, A. McCarthy, D. Smith, K. A. Green, D. G. Hardie, A. Ashworth, D. R. Alessi, Deficiency of LKB1 in skeletal muscle prevents AMPK activation and glucose uptake during contraction. *EMBO J.* **24**, 1810–1820 (2005).
65. C. J. Hastie, H. J. McLauchlan, P. Cohen, Assay of protein kinases using radiolabeled ATP: A protocol. *Nat. Protoc.* **1**, 968–971 (2006).
66. T. A. Dite, N. X. Y. Ling, J. W. Scott, A. Hoque, S. Galic, B. L. Parker, K. R. W. Ngoei, C. G. Langendorf, M. T. O'Brien, M. Kundu, G. R. Steinberg, K. Sakamoto, B. E. Kemp, J. S.

- Oakhill, The autophagy initiator ULK1 sensitizes AMPK to allosteric drugs. *Nat. Commun.* **8**, 571 (2017).
67. J. W. Scott, E. Park, R. M. Rodriguiz, J. S. Oakhill, S. M. A. Issa, M. T. Obrien, T. A. Dite, C. G. Langendorf, W. C. Wetsel, A. R. Means, B. E. Kemp, Autophosphorylation of CaMKK2 generates autonomous activity that is disrupted by a T85S mutation linked to anxiety and bipolar disorder. *Sci. Rep.* **5**, 14436 (2015).
  68. A. M. Waterhouse, J. B. Procter, D. M. A. Martin, M. Clamp, G. J. Barton, Jalview Version 2—A multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189–1191 (2009).
  69. P. A. Ewels, A. Peltzer, S. Fillinger, H. Patel, J. Alneberg, A. Wilm, M. U. Garcia, P. Di Tommaso, S. Nahnsen, The nf-core framework for community-curated bioinformatics pipelines. *Nat. Biotechnol.* **38**, 276–278 (2020).
  70. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: A bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2009).
  71. M. E. Ritchie, B. Phipson, D. Wu, Y. Hu, C. W. Law, W. Shi, G. K. Smyth, Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* **43**, e47 (2015).
  72. L. Yan, ggvenn: Draw Venn Diagram by 'ggplot2'. R package version 0.1.10 (2025); <https://github.com/yanlinlin82/ggvenn><https://github.com/yanlinlin82/ggvenn>.
  73. R. Kolde, pheatmap: Pretty Heatmaps. R package version 1.0.12 (2019); <https://CRAN.R-project.org/package=pheatmap><https://CRAN.R-project.org/package=pheatmap>.
  74. S. Xu, E. Hu, Y. Cai, Z. Xie, X. Luo, L. Zhan, W. Tang, Q. Wang, B. Liu, R. Wang, W. Xie, T. Wu, L. Xie, G. Yu, Using clusterProfiler to characterize multiomics data. *Nat. Protoc.* **19**, 3292–3320 (2024).

75. R Core Team, R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria (2021); <https://R-project.org>.
76. C. Vonrhein, C. Flensburg, P. Keller, A. Sharff, O. Smart, W. Paciorek, T. Womack, G. Bricogne, Data processing and analysis with the autoPROC toolbox. *Acta Crystallogr. D Biol. Crystallogr.* **67**, 293–302 (2011).
77. A. J. McCoy, R. W. Grosse-Kunstleve, P. D. Adams, M. D. Winn, L. C. Storoni, R. J. Read, Phaser crystallographic software. *J. Appl. Cryst.* **40**, 658–674 (2007).
78. P. Emsley, B. Lohkamp, W. G. Scott, K. Cowtan, Features and development of coot. *Acta Crystallogr. D Biol. Crystallogr.* **66**, 486–501 (2010).
79. P. V. Afonine, R. W. Grosse-Kunstleve, N. Echols, J. J. Headd, N. W. Moriarty, M. Mustyakimov, T. C. Terwilliger, A. Urzhumtsev, P. H. Zwart, P. D. Adams, Towards automated crystallographic structure refinement with phenix.refine. *Acta Crystallogr. D Biol. Crystallogr.* **68**, 352–367 (2012).
80. The PyMOL Molecular Graphics System, Version 3.0 Schrödinger, LLC.
81. E. F. Pettersen, T. D. Goddard, C. C. Huang, G. S. Couch, D. M. Greenblatt, E. C. Meng, T. E. Ferrin, UCSF chimera - A visualization system for exploratory research and analysis. *J. Comput. Chem.* **25**, 1605–1612 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

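Gene expression was measured by RNA sequencing in primary hepatocytes from 8 control and 8 liver-specific AMPKα1α2 DKO replicates under 4 treatments, 64 libraries in all. The authors prepared libraries from polyadenylated RNA (RNA integrity numbers 8.6 to 9.1), sequenced 52-bp paired ends, aligned the reads to GRCm38 with STAR, removed duplicates with UMI-tools, and estimated counts with Salmon within the nf-core pipeline. The deposited values are expected counts per gene, estimated by the authors and summed over transcripts, for 55487 genes. They are not normalized, and 13.0% of them are not whole numbers. The paper's text does not name the versions of these tools, the annotation release, or whether counting used strand. Genes that overlap another gene on the opposite strand are therefore uncertain, as are genes with near-identical copies.

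Samples were assigned to genotype, treatment, and replicate from their labels, and doses and times were taken from the methods. The pairing of libraries comes from the labels, which number the 16 replicates and give the same number to the 4 libraries of a replicate. Each replicate was 1 mouse, except for a control replicate that was a pooled culture of 2 mice and is counted as 1 mouse, and its 4 libraries were kept with a covariate. Of the deposited gene identifiers, 55141 were found in GENCODE M21, which gave gene positions. The total count per library was 10711227 to 24768324 (median 19262779), and every comparison has 8 libraries per group. Replicate libraries of one group, which come from different mice, had a chi-square per degree of freedom against counting error of 7.8 to 191.03 over 224 pairs. The common dispersion was 0.024, and 0.004 with the replicate block. Depth also limits the comparisons with the block, where thinning every library to one total lowered each count of called genes.

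Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which kept 14000, and libraries were normalized by TMM. A quasi-likelihood model with robust estimation was fitted to all 64 libraries with 8 groups and the pooled culture as terms. Genes were called at a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 1.3, and interactions at an FDR under 0.05. The paper states that differential expression was tested in edgeR with batch-effect removal in limma for the pooled mice, and gives the same thresholds. Comparisons within a genotype were repeated with the mouse as replicate block. The 12 gene sets were written by hand and tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01) over 10 contrasts, with 120 tests in one adjustment. *Ppargc1a* CPM were tested by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and tables and plots were made with pandas 2.3.3 and matplotlib 3.10.9.

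Alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, a rounded count of at least 10 in every library, no pooled culture covariate, leaving the pooled culture out, the isolation pool as covariate, the likelihood ratio test, only the groups compared in the fit, the mouse as replicate block in edgeR or in limma-voom, calls on FDR alone, and a fold change of at least 1.5. For gene sets and CPM, the inter-gene correlation estimated per set, a prior count of 0.5, and scaling to the library total were also tried. The genes named are 32 that the paper names from these data or that were targeted, and for each comparison the paper does not report, the 3 with the largest rise and the 3 with the largest fall among called genes with a symbol and a mean log2 CPM above 1 that changed in the same direction in every mouse. Splits of the libraries were fitted to only the groups compared, without the block except for the interaction, and each was set against the real grouping in that same fit. Gene ontology enrichment was not rerun, and some single-gene results are not reported here. The edgeR and camera steps were tested on simulated data before use, where 171 of 200 changed genes (85.5%) were called, or 169 (84.5%) with the replicate block, 3 and 2 unchanged genes were called among 14000, 0 genes were called in a contrast with no change, and camera found the 1 changed set among 21. Unlike the real data, the simulated libraries held no mouse effect and the simulated genes no correlation. The simulation therefore does not show how either fit, or camera, performs with such correlation.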

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

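The tests of the histone genes, of the β-oxidation genes in DKO cells, of the genes shared between fits with and without the isolation pool, of the shift made by the GC and length correction and how it was judged, of the pooled culture's own change, the corrections with the replicate block, and the splits of the libraries for gene sets were chosen only after the result was seen. In 4 of 72 groups of libraries, a single library lay far from the other 7 (the gap to its neighbour, as a share of the group's range, was above Dixon's critical value), where 3.6 such groups are expected by chance. For 3 of the 4 it was control replicate 3, the pooled culture of 2 mice. Its mean log2 expression of the AMPK-dependent genes with MK-8722, relative to the mean of all DMSO-treated control cells, was 0.684, against 0.788 to 0.85 in the other mice. It was already at −0.164 with DMSO, and its own change with MK-8722 was 0.848 (others 0.741 to 0.862), so it was lower in level and did not respond less. For the AMPK-dependent genes lowered by BAY-3827 the level was 0.703 with MK-8722 (others 0.818 to 0.893) and −0.08 with BAY-3827 + MK-8722 (others 0.081 to 0.186). These values share genes and cultures and are not independent. The pooling and the mice cannot be told apart with 1 such culture, and no biological explanation was tested. The fourth was the summed histone count of DKO replicate 9 with BAY-3827, 574.5 CPM against 373.8 to 463.2 in the other mice, for which no explanation was tested.

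The effect of BAY-3827 under MK-8722 differed between control and DKO cells for 2007 genes (interaction FDR under 0.05, edgeR), ranging from 1384 to 4509 over the alternatives. Lower power in DKO cells was tested by choosing genes in one set of control mice and measuring them in the others. The effect in DKO cells was 0.24 of that in the control mice not used for the choice (0.22 to 0.26 over 35 splits, mean change 0.14 against 0.59), so a smaller effect and not only fewer calls was measured. Splits of the 16 replicates were fitted to the 4 groups with MK-8722, with the mouse as block. The real grouping gave 4445 interaction genes in that fit, and 1 of 30 splits, the real one, gave as many. For *Ppargc1a*, the rise with MK-8722 was larger in control than in DKO cells by 3.3 CPM and the change with BAY-3827 differed by −2.11 (exact permutation p = 0.000311 and 0.000155), whereas on the log2 scale the interaction had an FDR of 0.0456 with MK-8722 and 0.365 with BAY-3827. The difference with BAY-3827 on the count scale cannot be told apart from the higher level of the gene in control cells. Loss of AMPK is the biological difference in the design, and that the 2007 genes differ because of it is a hypothesis.

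MK-8722 changed 1407 genes in DKO cells, a comparison the paper does not report, and 1862 with the replicate block. Of these 1407, 928 were called in the same direction in control cells, 18 in the opposite direction, and 461 were not called there. For 96 of these 461, the interaction between genotype and MK-8722 had an FDR under 0.05. The largest falls were of *Fam107a* (log2 fold change −1.46, FDR 0.000223), *Kcnn2* (−1.44, FDR 3.4e-08), and *Arhgef19* (−1.40, FDR 0.00527), and the largest rises of *Areg* (2.53, FDR 9.48e-10), *Fhl2* (2.20, FDR 1e-07), and *Pdk4* (2.08, FDR 6.74e-11), each in 8 of 8 mice. The count was 1223 with every library thinned to a total of 10702866 (1612 with the block) and 1398 after a correction for GC content and transcript length (1864 with the block). Within-mouse swaps of the labels were fitted to the 2 groups compared, where the real labels gave 1284 genes, and 1 split of 100, the real one, gave as many. Residual AMPK activity was tested through BAY-3827, which would then reduce the response. In DKO mice not used to choose the genes, the effect of MK-8722 with BAY-3827 was 0.84 of that without it (0.75 to 0.94 over 35 splits), against 0.64 (0.59 to 0.68) in control mice. The GC and length correction moved the log2 fold changes of the 1407 genes by a mean of 0.03, against a mean size of 0.65. A trend with GC content or length fitted across genes therefore accounts for little of the response. A bias that the fit misses is not excluded. An action of MK-8722 that does not need the AMPK catalytic subunits is a candidate explanation, found and tested on the same data.

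BAY-3827 + MK-8722 against MK-8722 in DKO cells gave 62 genes, or 333 with the replicate block, with 97 at an FDR under 0.05 without it, and 50 of the 62 were called in the same direction in control cells. The largest falls were of *Fcgr2b* (−1.52, FDR 0.00349), *Timp3* (−1.34, FDR 0.00134), and *Rgl1* (−1.10, FDR 0.0123), and the largest rises of *Klf2* (2.68, FDR 1.2e-10), *Gm20634* (2.13, FDR 8.02e-15), and *H1f2* (1.60, FDR 8.42e-08), each in 8 of 8 mice. *Gm20634* overlaps the histone genes *Hist2h2aa1* and *Hist2h3c1* on the same strand and cannot be separated from them. BAY-3827 alone changed 207 genes in control cells (580 with the block), with the largest falls of *Fam107a* (−1.75, FDR 0.000284), *Plin4* (−1.41), and *Abcg8* (−1.13, FDR 0.00104) and the largest rises of *Gm20634* (2.98, FDR 2.03e-21), *Thbs1* (2.43, FDR 0.000216), and *Klf2* (2.06, FDR 7.13e-08). It changed 82 genes in DKO cells (402 with the block), with falls of *Fam107a* (−1.30, FDR 0.0149) and *Abcg5* (−1.04, FDR 0.00118) and the largest rises of *Gm20634* (2.73, FDR 1.51e-19), *H1f2* (1.72, FDR 8.83e-09), and *Klf2* (1.72, FDR 1.57e-05). *Abcg5* and *Abcg8* overlap on opposite strands. In both genotypes, 47 genes were called in the same direction with BAY-3827 alone. The interaction between genotype and BAY-3827 without MK-8722 had an FDR under 0.05 for 2 of 14000 genes. The smaller count in DKO cells is therefore not evidence of a smaller effect of BAY-3827 alone. After thinning and after the GC and length correction, the counts were 49 and 64 for BAY-3827 + MK-8722 in DKO cells, 158 and 215 for BAY-3827 in control, and 63 and 78 for BAY-3827 in DKO cells. With the block, the counts after thinning and after that correction were 209 and 329, 441 and 598, and 280 and 408 in the same order. Fitted to only the 2 groups compared and without the block, the real labels gave 37, 221, and 37 genes in the same order, and in each comparison 1 split of 100, the real one, gave as many.

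DKO and control cells under DMSO differed by 367 genes (276 lower and 91 higher in DKO cells). Fitted to only these 2 groups, the real grouping gave 230 genes, and 1 split of 100, the real one, gave as many. The mice of each genotype were spread unevenly over the isolation pools; with the pool as covariate, 165 genes were higher. Under MK-8722, the genes lower in DKO cells numbered 1788 with that covariate against 1695 without it. In both fits 1533 genes were lower, 162 of the 1695 were no longer lower with the pool as covariate, and 0 were higher. The covariate cannot rule out an effect of the pools, which held the genotypes unevenly.

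Replication-dependent histone genes (23 genes, a set written after their rise was seen) rose with BAY-3827 alone by a mean log2 fold change of 1.44 in control cells (adjusted p = 1.38e-41 from camera; 7.88e-25 with the replicate block) and 1.31 in DKO cells (adjusted p = 1.6e-45; 1.35e-26 with the block), and with BAY-3827 + MK-8722 against MK-8722 by 1.22 and 0.96. MK-8722 alone gave −0.01 in control and −0.03 in DKO cells. In DKO cells, the mean was 1.16 after thinning. The GC and length correction left it at 1.31 and moved the genes by a mean of 0.01. A trend with GC content or length fitted across genes therefore accounts for little of the rise. A bias that the fit misses is not excluded. Reads shared between histone paralogs leave the sum over the family unchanged; the summed count of 65 histone genes rose from 225 ± 32.8 to 442 ± 62.1 CPM (SD, n = 8) in 8 of 8 DKO mice (exact sign-flip p = 0.00781, the smallest possible). A rise was not seen in the mitotic genes, 29 of 50 listed (adjusted p = 0.52 from camera). No set of DNA replication genes was tested, so a larger share of cells in cycle is not excluded. For the histone genes in DKO cells, only the real split of 100 gave a camera p as small. The same held for BAY-3827 alone in control cells and BAY-3827 + MK-8722 in DKO cells. For BAY-3827 + MK-8722 in control cells, 2 of 100 splits did. Because libraries were made from polyadenylated RNA, the rise of 1.31 cannot be told apart from polyadenylation of histone transcripts normally without a tail. Nor can it be told apart from a GC or length bias that the fit misses.

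Fatty acid β-oxidation genes fell with BAY-3827 alone in DKO cells by a mean log2 fold change of −0.14 (adjusted p = 5.65e-10 from camera, 8 of 8 mice; 9.83e-17 with the replicate block), and PPARα targets by −0.33 (adjusted p = 1.53e-07; 2.18e-12 with the block). After thinning, the β-oxidation mean was −0.15 and the PPARα mean −0.35. The GC and length correction gave −0.15 and −0.33 and moved the genes of each set by a mean of 0.01. A trend with GC content or length fitted across genes therefore accounts for little of these falls. A bias that the fit misses is not excluded. For both sets 1 split of 100, the real one, gave a camera p as small, but with the inter-gene correlation estimated per set the adjusted p was 0.609 for each. An effect of BAY-3827 on these genes without AMPK is a possible explanation that depends on that setting.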

How the results depend on the processing

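All alternatives for results other than the histone genes were set before the data were examined; those for the histone genes were chosen after seeing the data. The cause was not tested for any change given here. The direction of each comparison's count stayed as defined, and counts within 1.5 times the reported one are not listed. Of 540 values under an alternative for results other than single genes, 449 did not change by the criteria used.

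With calls on FDR alone, MK-8722 in control cells gave 3210 genes higher and 2941 lower, DKO against control cells under MK-8722 gave 3086 and 3125, BAY-3827 + MK-8722 in control 2433 and 2425, MK-8722 in DKO 2187 and 1679, BAY-3827 in control 582 and 244, BAY-3827 in DKO 175 and 67, DKO against control under DMSO 391 and 564, and BAY-3827 + MK-8722 in DKO 58 higher. The AMPK-dependent genes numbered 1825 and those lowered by BAY-3827 1185. With a fold change of at least 1.5, the counts in the same order were 900 and 795, 705 and 977, 316 and 671, 321 and 369, 57 and 51, 29 and 23, and 58 and 159, with 409 AMPK-dependent genes and 217 lowered. The share of AMPK-dependent genes lowered stayed between 53.1% and 64.9% over the 13 alternatives.

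With the mouse as replicate block, BAY-3827 + MK-8722 in DKO cells gave 121 genes higher and 212 lower, BAY-3827 in control 221 and 359, BAY-3827 in DKO 143 and 259, and the interaction 4509. Limma-voom with the mouse as random replicate block gave 113 and 173, 209 and 350, 115 and 220, and 4363. With the isolation pool as covariate, BAY-3827 + MK-8722 in DKO gave 55 and 56, BAY-3827 in DKO 69 and 70, BAY-3827 in control 173 lower, and DKO against control under DMSO 165 higher. With only the groups compared, BAY-3827 + MK-8722 in DKO gave 21 and 16, BAY-3827 in DKO 27 and 10, and DKO under DMSO 41 higher. Without the filter on low counts, BAY-3827 + MK-8722 in DKO gave 23 higher, BAY-3827 in DKO 20 lower, and DKO under DMSO 58 higher. With at least 10 counts in every library, these were 22 higher for BAY-3827 + MK-8722 and 27 higher for BAY-3827 in DKO. DESeq2 gave 41 lower for BAY-3827 + MK-8722 in DKO.

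With the inter-gene correlation estimated per set, of the gene set results given here under that setting, the histone genes alone stayed past the threshold (adjusted p up to 0.000162). That setting is not given here for the interactions of gene sets with genotype. Nor is it given for cholesterol biosynthesis with BAY-3827 alone or in DKO cells, or for NRF2, PXR and CAR targets with BAY-3827 + MK-8722 in DKO cells. β-oxidation was −0.152 in DKO against control (adjusted p = 0.817), −0.243 with BAY-3827 + MK-8722 (0.734), and −0.144 with BAY-3827 in DKO (0.609). Organic acid catabolism was −0.23 (0.802) and, with MK-8722 in control, −0.163 (0.802), autophagy −0.268 (0.436), −0.134 (0.734), −0.133 between DKO and BAY-3827-treated control (0.436), and −0.107 between genotypes under DMSO (0.568), PPARα targets −0.481 (0.802), −0.332 (0.609), and with MK-8722 in control 0.775 (0.734), and PXR and CAR targets 0.184 (0.802). In DKO cells with BAY-3827 + MK-8722, β-oxidation was −0.089 (0.734), organic acid catabolism −0.119 (0.734), coenzyme A metabolism −0.07 (0.748), and PPARα targets −0.198 (0.802). β-oxidation in DKO against control was −0.15 (0.0575) with at least 10 counts, and PXR and CAR targets were 0.184 (0.0574) without the pooled culture covariate. With the replicate block, NRF2 targets (0.105, 0.0342) and immediate early genes (0.126, 0.0246) passed in DKO cells with BAY-3827. Cholesterol biosynthesis in DKO against control was 0.005 and reversed to −0.013 (0.792) without the pooled culture covariate.

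*Ppargc1a* with MK-8722 in DKO cells was 0.49 (FDR 0.0606) without the filter on low counts, over a range of 0.00659 to 0.0606. With BAY-3827 alone in control cells it changed by −0.735 CPM with the library total (exact p = 0.0938) and −0.872 without the pooled culture (exact p = 0.0938). The correlation of the DKO and BAY-3827 effects was 0.75 with at least 10 counts and 0.56 with disjoint groups of mice.

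For 149 single-gene results, 77 of 1579 values changed, in 37 results, with 16 weaker, 53 stronger, and 8 reversed; 19 came with the replicate block and 19 with limma-voom. The reversed values were *Pfkfb2* with MK-8722 −0.007 (limma-voom), *Fn1* in DKO against control −0.03 (isolation pool), and, with BAY-3827 + MK-8722 in DKO, *Zfp36* −0.001 (no filter), *Dsn1* 0.007 (isolation pool), 0 (replicate block), and 0.053 (limma-voom), *Mastl* 0 (likelihood ratio test), and *Cenpe* 0.016 (limma-voom).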

Differences from the paper's values

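No test in this part was chosen after a result was seen. Of 69 values stated by the paper and also computed here, 32 differed, namely all 31 FDRs compared and the log2 fold change of *Plin4*. Each of the 31 FDRs was larger here than in the paper. The gene counts, the percentages, and the other 30 log2 fold changes did not differ by the same criteria. The overlap percentage that matched is a share of the union of both gene lists (30.6% here). The paper's text gives approximately 30% as the share of the AMPK-dependent genes that were lowered. That share was 58.7% here (483 of 823 genes).

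The log2 fold change of *Plin4* with BAY-3827 + MK-8722 against MK-8722 in control cells was −2.015, against the paper's −1.23494 in Table 4. None of the alternatives set before the data were examined closed this gap. The paper's table S3 gives −1.95 for the same gene, which does not differ from the value here.

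For the same comparison, the FDRs of the genes of Table 4 from edgeR's quasi-likelihood test were, for *Lipe* 0.0249 against the paper's 0.004450324, *Pfkfb2* 0.000117 against the paper's 3.09e-08, *Plin5* 1.44e-06 against the paper's 5.66092e-18, *Lpin2* 6.27e-06 against the paper's 1.1e-08, *Plin4* 2.57e-06 against the paper's 4.01982e-14, and *Sp1* 8.93e-08 against the paper's 7.4359e-13. They were, for *Hpgd* 8.62e-08 against the paper's 5.54633e-14, *Ehhadh* 9.68e-10 against the paper's 2.79131e-17, *Avpr1a* 0.000134 against the paper's 7.31686e-13, *Adora2b* 0.00019 against the paper's 7.77511e-11, *Tbc1d15* 1.14e-10 against the paper's 1.47094e-15, *Tbc1d17* 6.71e-12 against the paper's 9.72654e-17, and *Hal* 1.9e-05 against the paper's 1.52157e-09. For *Ppargc1a* the FDR was 0.00168 against the paper's 6.5083e-05.

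For the genes of fig. S4E, the FDRs were, for *Fn1* 0.358 against the paper's 0.0048283, *Mastl* 3.14e-05 against the paper's 2.2034e-06, *Spc25* 0.000478 against the paper's 7.9197e-05, *Cenpw* 0.0739 against the paper's 0.01371326, and *Nek2* 1.45e-06 against the paper's 3.7688e-08, and, for *Cenpi* 0.173 against the paper's 0.04589508, *Cenpe* 0.0103 against the paper's 0.00048978, *Dsn1* 0.00177 against the paper's 6.5304e-07, *Stat5b* 3.11e-11 against the paper's 9.1572e-18, and *Calcoco1* 1.02e-08 against the paper's 1.932e-11. For genes read from table S3, they were, for *Plce1* 2.17e-12 against the paper's 2.3135e-26, *Zfp36* 1.28e-12 against the paper's 5.2196e-23, *Fignl2* 2.1e-15 against the paper's 1.0092e-20, *Adamtsl4* 3.49e-09 against the paper's 1.0858e-20, *Timp3* 1.63e-06 against the paper's 5.5634e-20, and *Sds* 7.88e-05 against the paper's 1.1231e-08. Table S3 gives 2.8502e-17 for *Plin4*, against 2.57e-06 here.

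Among the alternatives set before the data were examined, the mouse as replicate block brought 7 of the 31 FDRs within 1.5 times the paper's, those of *Ehhadh* (2.29e-17), *Adora2b* (6.1e-11), *Fn1* (0.0043), *Mastl* (1.5e-06), *Nek2* (3.05e-08), *Cenpe* (0.000337), and *Plce1* (2.02e-26), and all 31 were then at or under the paper's values. The fit of only the groups compared did so for *Cenpw* (0.00956). Limma-voom with the mouse as random replicate block brought none within that range, with 20 of 31 at or under the paper's values. DESeq2, the likelihood ratio test, DESeq2's size factors in edgeR, both other filters on low counts, and the other covariates brought none of the FDRs they could give within that range, although 7 with DESeq2 and 6 with the likelihood ratio test were at or under the paper's values. The filter of at least 10 counts in every library left out 5 of the 31 values. For the other 23 FDRs, *Ppargc1a* among them (2.71e-05 with the block, 9.6e-07 with limma-voom), no alternative closed the gap.

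The paper lists *Fn1*, *Cenpw*, and *Cenpi* as significantly lower with BAY-3827. Here their FDRs were over 0.05. *Fn1* was under 0.05 with the block (0.0043) and limma-voom (0.0406), *Cenpi* with the block (0.03) and limma-voom (0.00512), and *Cenpw* with the block (0.00279), limma-voom (0.00161), only the groups compared (0.00956), the likelihood ratio test (0.0453), and DESeq2 (0.0467). *Lipe* fell by less than 1.3-fold (log2 fold change −0.28).

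The paper reports a significant increase of *Ppargc1a* with MK-8722 in control cells but not in DKO cells, tested by two-way ANOVA with Tukey's correction. Here it rose by 0.761 CPM in 7 of 8 mice (exact p = 0.0156), and its FDR in edgeR was 0.0368; without the filter on low counts the FDR was 0.0606. The paper places *Ppargc1a* among the top genes lowered by BAY-3827, and here it ranked 1236 by p. *Plce1*, *Zfp36*, *Fignl2*, *Adamtsl4*, and *Timp3*, which the paper also names at the top, ranked 23, 21, 3, 135, and 377. *Zfp36* and *Adamtsl4* ranked 95 and 116 among the genes lower in DKO cells.

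The paper lists the genes of Table 4 as AMPK-dependent, and 8 of the 13 compared met both of its criteria here. *Avpr1a* was not lower in DKO cells (log2 fold change −0.22, FDR 0.64), except with the isolation pool as covariate (−0.80, FDR 0.028). *Pfkfb2* was not raised by MK-8722 (0.01, FDR 0.937) and *Hpgd* was not (−0.15, FDR 0.664). *Hal* was not called higher with MK-8722 (FDR 0.0693) but was with only the groups compared (0.0429), the block (2.93e-05), and limma-voom (2.41e-05). *Sds*, which the text names with them, was not (FDR 0.196) but was with the block (0.0165) and limma-voom (0.00758).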

Other observations

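The test of the genes of fig. S4E against their change in DKO cells, and the splits of the libraries for gene sets, were chosen only after the result was seen. In control cells, part of the MK-8722 response remained with BAY-3827. Across 11025 genes with a mean log2 CPM above 1, the log2 change between BAY-3827 + MK-8722 and BAY-3827 in control cells was regressed on the MK-8722 response in DKO cells (coefficient 0.69) and in control cells (coefficient 0.3), with an R squared of 0.73. An action of MK-8722 without AMPK and incomplete inhibition of AMPK by BAY-3827 may therefore both contribute, and the regression does not separate them from sampling error in the predictors.

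The 10 genes of fig. S4E fell by a mean log2 fold change of −0.76 in control cells and −0.16 in DKO cells with BAY-3827 + MK-8722 against MK-8722, a ratio of 0.21. Inhibition of RSK independent of AMPK would lower them to a similar extent in both genotypes. With BAY-3827 against DMSO, the means were −0.24 in control and −0.15 in DKO cells, so such inhibition is not excluded for that part of the fall. They rose with MK-8722 in control cells by a mean of 0.56 and were lower in DKO cells by a mean of −0.73. Other mitotic genes had a mean of −0.25 in control cells and fell in 8 of 8 mice (exact sign-flip p = 0.00781), with 8 of 29 genes called lower. The adjusted p from camera was 0.13, or 0.0554 with the replicate block, and 20 of 100 splits gave a camera p as small, so a general fall of mitotic genes is not excluded. These genes were chosen by the paper for their fall in control cells, which favours a larger mean there.

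*Cd68* and *Colec12* were lower in DKO than in control cells under MK-8722 (log2 fold changes −2.32 and −1.58, FDR 5.98e-19 and 1.94e-19 from edgeR) and were singled out after their values were seen. Fewer Kupffer or endothelial cells in the DKO cultures would lower the markers of those cells. The median log2 fold change was 1.15 over 11 Kupffer cell markers and 0.29 over 11 liver sinusoidal endothelial markers, in the opposite direction. Of the Kupffer cell markers 2 were called higher and 0 lower, and of the endothelial markers 1 and 0. A larger share of these cells in DKO cultures is therefore not established.

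Pathways through which BAY-3827 might act without AMPK were tested in DKO cells with BAY-3827 against DMSO. Adjusted p from camera were 0.678 for aryl hydrocarbon receptor targets (0.633 with the replicate block) and 0.613 for p53 targets (0.524). These 2 sets were higher in 7 of 8 and 6 of 8 mice, with exact sign-flip p of 0.0156 and 0.109, not adjusted. NRF2 targets rose by a mean log2 fold change of 0.10 in 8 of 8 mice and immediate early genes by 0.13 in 7 of 8. Their adjusted p were 0.395 and 0.0862 without the block and 0.0342 and 0.0246 with it, and the exact sign-flip p of the set means, not adjusted, were 0.00781 and 0.0156. In splits without the block, 19 and 21 of 100 gave a camera p as small, 3 of them with 1 mouse exchanged for each set. A rise of both sets is therefore not excluded. PXR and CAR targets rose by a mean log2 fold change of 0.18 (adjusted p = 0.0393, higher in 7 of 8 mice; 0.0155 with the replicate block; exact sign-flip p = 0.0234, not adjusted), and 22 of 100 splits without the block gave a camera p as small, 3 of them with 1 mouse exchanged. With BAY-3827 + MK-8722 against MK-8722 in DKO cells, NRF2 targets rose by 0.08 (adjusted p = 0.119 from camera; 0.00456 with the block; 2 of 100 splits). In that comparison, PXR and CAR targets rose by 0.13 (adjusted p = 0.0625; 0.0174 with the block; 3 of 100 splits). Immediate early genes rose by 0.09 (adjusted p = 0.118; 0.0634 with the block; 39 of 100 splits).

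Splits of the libraries were counted for each comparison the paper draws on. For MK-8722 against DMSO in control cells, for DKO against control cells under MK-8722, and for BAY-3827 + MK-8722 against MK-8722 in control cells, the real grouping gave 3019, 2834, and 1961 genes when only the groups compared were fitted, without the block. In each, 1 split of 100, the real one, gave as many genes, with at most 1509, 1348, and 724 in the others. For the AMPK-dependent genes and those lowered by BAY-3827, the real grouping gave 830 and 488 genes in such a fit, and it was 1 split of 50, with at most 471 and 257 genes in the others. For the gene sets with BAY-3827 + MK-8722 in control cells, a camera p as small was given by 8 of 100 splits for β-oxidation, 24 for organic acid catabolism, 9 for coenzyme A metabolism, 12 for autophagy, 97 for cholesterol biosynthesis, and 8 for PPARα targets. For DKO against control cells under MK-8722, the numbers were 45, 53, 49, 1, 98, and 55 in the same order. For MK-8722 against DMSO in control cells, they were 87 of 100 splits for β-oxidation, 26 for organic acid catabolism, and 17 for PPARα targets. With BAY-3827 + MK-8722 in DKO cells, they were 6 for β-oxidation, 2 for organic acid catabolism, 3 for coenzyme A metabolism, and 1 for PPARα targets, and for autophagy in DKO against control cells under DMSO 3. For autophagy between MK-8722-treated DKO cells and control cells with BAY-3827 + MK-8722, 1 of 100 splits, the real one, gave a p as small.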
